# The AMPK-related kinase NUAK1 controls cortical axons branching by locally modulating mitochondrial metabolic functions

**DOI:** 10.1038/s41467-024-46146-6

**Published:** 2024-03-21

**Authors:** Marine Lanfranchi, Sozerko Yandiev, Géraldine Meyer-Dilhet, Salma Ellouze, Martijn Kerkhofs, Raphael Dos Reis, Audrey Garcia, Camille Blondet, Alizée Amar, Anita Kneppers, Hélène Polvèche, Damien Plassard, Marc Foretz, Benoit Viollet, Kei Sakamoto, Rémi Mounier, Cyril F. Bourgeois, Olivier Raineteau, Evelyne Goillot, Julien Courchet

**Keywords:** Cellular neuroscience, Molecular neuroscience, Neuronal development, Mitochondria

## Abstract

The cellular mechanisms underlying axonal morphogenesis are essential to the formation of functional neuronal networks. We previously identified the autism-linked kinase NUAK1 as a central regulator of axon branching through the control of mitochondria trafficking. However, (1) the relationship between mitochondrial position, function and axon branching and (2) the downstream effectors whereby NUAK1 regulates axon branching remain unknown. Here, we report that mitochondria recruitment to synaptic boutons supports collateral branches stabilization rather than formation in mouse cortical neurons. NUAK1 deficiency significantly impairs mitochondrial metabolism and axonal ATP concentration, and upregulation of mitochondrial function is sufficient to rescue axonal branching in NUAK1 null neurons in vitro and in vivo. Finally, we found that NUAK1 regulates axon branching through the mitochondria-targeted microprotein BRAWNIN. Our results demonstrate that NUAK1 exerts a dual function during axon branching through its ability to control mitochondrial distribution and metabolic activity.

## Abstract (web summary)

Mitochondria emerged as essential actors of neural circuits development. Here, the authors uncovered that the AMPK-related kinase NUAK1 controls axonal mitochondrial metabolism through the regulation of the mitochondrial microprotein BRAWNIN.

## Introduction

Axon morphogenesis is a multistep process culminating in the formation of axonal branches to establish a network, later refined through a process of selection of functional contacts and elimination by pruning^1,2^. The formation and stabilization of axonal branches, collectively referred to as ‘axon branching’, relies on the activation of intracellular signaling pathways mediating a cascade of cellular events—such as cytoskeleton remodeling, addition of membrane, and local protein translation^3–6^—that are highly taxing energetically and are thought to induce a local increase in the metabolic turnover. Evidence suggests that the rapid consumption of metabolic molecules such as ATP limits their spatial diffusion in the axon^7,8^, implying that cellular energy production must match the local demand. Understanding how these local mechanisms are set up and how they contribute to aspects of neuronal development such as the shaping of axonal complexity is therefore a key question in developmental neuroscience.

The AMP-activated protein kinase (AMPK) is a major sensor of cellular energy status, which is activated upon various metabolic stresses that lower the pool of ATP. Recently, AMPK was linked to the control of mitochondrial anchoring at presynaptic boutons in mature cortical neurons^9^, coupling local metabolic needs with mitochondrial positioning. Yet, AMPK activity is largely dispensable for cortical development^10^, suggesting that other metabolic regulators are involved in early axonal development. We previously identified that a signaling pathway formed by the kinases LKB1/STK11 and the AMPK-related kinase (AMPK-RK) NUAK1/ARK5 controls cortical axon branching through the regulation of mitochondrial capture at immature presynaptic sites^11^. Mutations of *NUAK1* are associated with several neurodevelopmental disorders including Autism Spectrum Disorders (ASD)^12,13^, Attention Deficit/Hyperactivity Disorders (AD/HD)^14^, cognitive impairment^15^, and hydrocephaly^16^. In mice, *Nuak1* heterozygosity affects cortical development, leading to an array of anatomical and behavioral deficits^17^. Although the cellular functions of NUAK1 are not fully understood, it is linked to the control of the Protein Phosphatase 1 activity through the regulation of regulatory subunits, such as MYPT1^18^ to regulate actomyosin contractility, or PNUTS^19^, linking NUAK1 to spliceosome assembly and RNA elongation. In parallel, c-Myc overexpressing cancer cells rely on *NUAK1* expression to maintain metabolic homeostasis and for survival^20,21^, suggesting a metabolic role for NUAK1. Yet the mechanism by which NUAK1 regulates mitochondrial activity and its relevance for neuronal development remain unknown.

In the present study, we determine a novel role for NUAK1 in the regulation of mitochondrial metabolism in the developing cortex. Through time-lapse imaging and Chromophore-Assisted Light Inactivation (CALI) of mitochondria^22,23^, we observed that mitochondria are required for branch stabilization rather than branch initiation in cortical pyramidal neurons (PNs). We furthermore report that NUAK1 controls not only mitochondrial trafficking, but also mitochondrial metabolic activity. Using pharmacological and genetic approaches, we provide causal evidence between mitochondrial activity and NUAK1-dependent axon branching in vitro and in vivo. Finally, we report a NUAK1-associated transcriptional signature and identify that NUAK1 controls mitochondrial activity and axon branching through the regulation of BRAWNIN, a mitochondria-targeted ‘microprotein’ involved in the formation and stabilization of the respiratory chain supercomplexes^24,25^. Overall, our results demonstrate that NUAK1 exerts a dual effect on mitochondrial trafficking and activity in cortical PNs through its previously unknown effector BRAWNIN, and provide a novel two-hit model by which branch stabilization relies not only on the proper localization of mitochondria, but also on their local activity.

## Results

### Mitochondrial recruitment to synaptic boutons supports branch stabilization rather than branch formation

In cortical PNs, axon branching depends upon the recruitment of mitochondria to nascent presynaptic boutons^11^. However, the position of boutons-associated mitochondria relative to axon branchpoints, and the dynamics of recruitment of mitochondria relative to branch formation, has not been characterized. To test this, we first expressed mitochondria-targeted DsRed and the synaptic vesicle marker vGlut1-GFP as a marker of presynaptic boutons, then performed an extensive correlation of mitochondrial position and presynaptic boutons along the axon after 5 days in vitro (DIV) (Fig. S1A–C). As previously demonstrated, virtually all branches had a vGlut1-positive cluster at their origin, and more than half of them also showed resident mitochondria (Fig. S1D–G). More interesting is the dynamic of these associations, which we investigated by performing time-lapse imaging of mitochondria over 24-h periods (Fig. 1A, B). Immediately following the turning of filopodia to new axonal branches (as defined by the formation of a growth-cone like structure, *T* = 0 min), mitochondria started clustering within 5 µm of branch origin (Fig. 1B and Supplementary Movie 1). Mitochondrial dwell time at branch origin was significantly longer than at other positions along the axon (Fig. 1C). Furthermore, mitochondria entered newly formed collateral branches shortly after the initial clustering at branch origin (Fig. 1B, *T* = 50 min and Fig. S1H–J). On average, there were more mitochondria in branches during growth period than during retraction (Fig. 1D), and the entry of mitochondria into branches correlated with increased length and lifetime (Fig. 1E, F). On the contrary fewer mitochondria relocated to the origin of transient branches, and remained there for a shorter time (Fig. S1I, J).

**Fig. 1:**
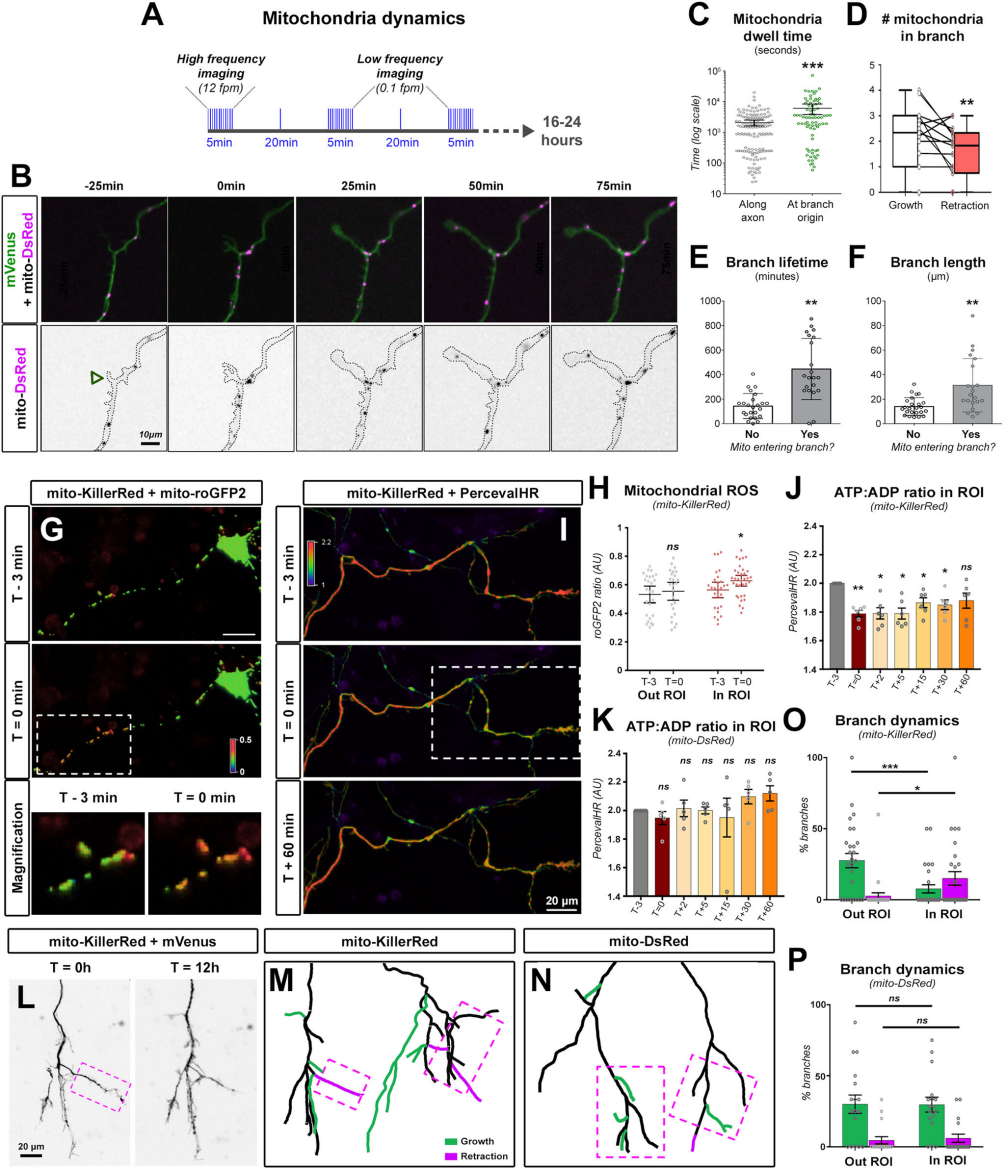
Presynaptic sites and mitochondria clustering at axonal branchpoints. **A** Strategy for long-time imaging of axonal mitochondria. Fpm: frame *per* minute. **B** Spontaneous branch formation from the axon of a cortical PN. Branch apparition defined by length > 5 μm and a growth-cone-like structure was considered T = 0 min. Arrowhead: site of branch formation. **C** Mitochondria dwell-time at branch origin (±5 µm) compared to dwell-time along the axon. *N*_(along axon)_= 143, *N*_(branch origin)_= 75 out of 14 axons. Data: median ± 95% CI. Statistical test: two-tailed Mann–Whitney. **D** Mitochondria occupancy in a branch during periods of growth or retraction. Dots represent average over period (per branch), *N* = 15 branches. Statistical test: two-sided Wilcoxon matched-pairs ranked test. Data: box-and-whisker plots. The horizontal line inside the box is the median value. The endpoints of the box represent the 25th–75th percentiles, with whiskers at minimum and maximum values. Correlation of mitochondria entry into a branch with lifetime (**E**) and length (**F**). Data: median ± 95% CI. Each dot represents a spontaneous branch formation event. *N*_(No)_= 24; *N*_(Yes)_= 21. Statistical test: two-tailed Mann–Whitney. **G** Typical neuron expressing mito-KillerRed. CALI was performed at T = 0 min in the Region of Interest (ROI, white box). Reactive Oxygen Species (ROS) were measured by mito-roGFP2 fluorescence (red = oxidized, blue = reduced). **H** Mitochondria ROS accumulation outside and inside of the ROI before and after CALI. Data: average±95% CI. Analysis: unpaired two-tailed *t* test. *N*_(T-3, OUT)_ = 26, *N*_(T=0, OUT)_ = 25, *N*_(T-3, IN)_ = 27, *N*_(T=0, IN)_ = 34 mitochondria out of 7 independent experiments. **I** Measurement of the ATP:ADP ratio with PercevalHR in the axon. **J**, **K** Average PercevalHR signal in the ROI. Data: average ± SEM. Analysis: repeated measures one-way ANOVA with Dunnett’s multiple comparison (two sided). *N* = 6 axons (**J**) or 5 axons (**K**) out of 5 independent experiments. **L** Time-lapse imaging of axon growth over 12 h (magenta box). **M**, **N** Examples of axon (schematic reconstruction). Growing/new branches (green) and retracting branches (magenta) were quantified over 12 h (**O**, **P**). Data: average ± SEM. Analysis: two-way ANOVA with Bonferroni’s multiple comparison test. *N*_(KillerRed)_ = 27 axons, *N*_(DsRed)_ = 17 axons out of 4 independent experiments. ns not significant, *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001. Source data are provided as a Source Data file.

Our results demonstrate that mitochondria follow rather than precede the formation of collateral branches, which suggests that mitochondria are involved in axonal branch stabilization rather than branch formation in mouse cortical PNs. To test this, we performed Chromophore-Assisted Light Inactivation (CALI)^22^ to assess the consequences of local mitochondria removal on axon branches. In HeLa cells, the expression of the genetically-encoded photosensitizer Killer-Red (mito-KR) targeted to the mitochondrial matrix led to a rapid (< 30 min after illumination) production of Reactive Oxygen Species (ROS) in mitochondria (Fig. S2A–D), accompanied by their fragmentation, specifically forming ring-shaped structures (Fig. S2E–G). ROS accumulation and mitochondrial fragmentation was restricted to the Region Of Interest (ROI) (Fig. S2B–E). Furthermore, there was no ROS increase in the cytosol, suggesting minimal ROS leakage from damaged mitochondria (Fig. S2H, I). CALI on control fluorescent protein mt-DsRed did not induce significant morphological changes in mitochondria or accumulation of ROS (Fig. S2D–G).

We subsequently expressed mito-KR in cortical PNs and targeted axonal mitochondria for photosensitization. As observed in HeLa cells, a 30 s laser pulse induced a rapid accumulation of ROS in mitochondria, restricted to the ROI (Fig. 1G, H). To assess local metabolic consequences of axonal CALI, we used PercevalHR^26^, a genetically-encoded biosensor for the ATP:ADP ratio. Following laser illumination, we measured an immediate drop in the ATP:ADP ratio (Fig. 1I), which lasted for at least 60 min after illumination and was largely restricted to the ROI (Fig. 1J). In contrast, PercevalHR signal was not affected by laser illumination upon expression of control mt-DsRed (Fig. 1K). Finally, we observed branch dynamics in axons over 12 h time-lapse movies following CALI (Fig. 1L). Localized photoinactivation of mitochondria significantly altered branch dynamics in the ROI, by promoting branch retraction and decreasing branch growth, whereas this effect was not observed on the same axon outside of the ROI, indicating that overall axonal viability is not affected (Fig. 1M–O). In contrast, laser illumination had little effect on branch dynamics upon expression of mt-DsRed (Fig. 1N–P). Taken together, our results demonstrate that axonal mitochondria are required locally to support branch stabilization, presumably through metabolic regulation.

### Collateral branching, but not axon elongation, relies on mitochondrial metabolism

We next sought to identify how a modulation of glucose metabolism in cultured neurons can affect axon morphogenesis. There was a marked dose-response effect of medium glucose concentration on axon development (Fig. 2A, B). Specifically, axonal length increased as a function of glucose concentration (Fig. 2C). In contrast, even low concentrations of glucose were able to sustain a high number of collateral branches (Fig. 2D). Even in the absence of glucose, directly fueling the tricarboxylic acid cycle with a low dose of pyruvate (1 mM) was sufficient to support axonal branching (Fig. 2D). Importantly, high glucose concentration such as the ones classically used for primary cortical and hippocampal neuronal culture favors the production of cellular ATP through glycolysis, whereas mitochondrial metabolism becomes more substantial in lower glucose concentrations that are closer to physiological conditions^27^. Combined with our results, this suggests that culture conditions that favor mitochondrial metabolism are sufficient to support axon branching.

**Fig. 2:**
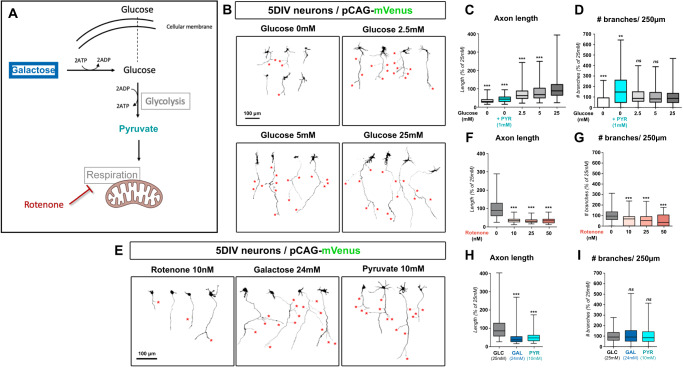
Differential requirement of glycolysis and oxidative metabolism for axon growth and branching. **A** Main pathways of glucose metabolism. Galactose was used to negate the metabolic effect of glycolysis. Pyruvate was used to support mitochondrial metabolism in a glucose-free medium. Low doses of rotenone were used to lower mitochondrial Complex I activity. Created with BioRender.com. **B** Representative images of mVenus-expressing cortical neurons (5DIV) cultured in neurobasal medium with the indicated concentrations of glucose. Red stars: collateral branches. **C**–**I** Quantification of axon length and collateral branches of 5DIV neurons in the indicated conditions: **C**, **D** medium containing increasing concentrations of glucose or pyruvate (PYR). **F**, **G** 25 mM glucose-containing medium with increasing doses of rotenone. **H**, **I** medium containing either glucose (25 mM, i.e., GLC), galactose (24 mM) + glucose (1 mM, i.e., GAL), or pyruvate (10 mM) without glucose (i.e., PYR). Data: box-and-whisker plots. The horizontal line inside the box is the median value. The endpoints of the box represent the 25th−75th percentiles, with whiskers at minimum and maximum values. Statistical test: Kruskal-Wallis test with Dunn’s post-test (each condition compared to untreated 25 mM condition). **C**, **D** *N*_(0mM)_= 48, *N*_(0mM+Pyr)_= 75, *N*_(2.5mM)_= 244, *N*_(5mM)_= 191, *N*_(25mM)_= 238. **E**, **F** *N*_(0nM)_= 120, *N*_(10nM)_= 102, *N*_(20nM)_= 82, *N*_(50nM)_= 44. **G**, **H** *N*_(Glucose)_= 246, *N*_(Galactose)_= 248, *N*_(Pyruvate)_= 130. ns not significant, *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001. Source data are provided as a Source Data file.

To test this hypothesis further, we used low doses of rotenone, an inhibitor of OXPHOS complex I, to downregulate mitochondrial oxidative phosphorylation capacity without affecting glycolysis. This led to a decrease of both axon length and collateral branching (Fig. 2E–G). Conversely, we bypassed glycolysis either by replacing glucose by galactose (a 6-carbon sugar catabolized by the glycolytic machinery that negates the net ATP production of glycolysis), or by adding pyruvate to a no-glucose medium. In both case, axon branching was largely equivalent to control conditions (25 mM glucose) despite a strong adverse effect on axon length (Fig. 2H, I). Taken together, our results show distinct metabolic requirements for axon elongation and collateral branching and suggest that mitochondrial oxidative metabolism is necessary and sufficient to support axon branching in cortical PNs.

### NUAK1 kinase controls axonal mitochondrial metabolism

We previously identified that the kinase NUAK1 regulates axon branching in cortical PNs through the control of mitochondrial capture at presynaptic boutons^11^. In light of this, we aimed at testing a potential role of NUAK1 in controlling mitochondrial metabolism, as recently shown in cancer models^20,21^. Through microplate-based respirometry, we measured the glycolytic and respiratory capacity of *Nuak1*^+/+^ (WT), *Nuak1*^+/-^ (HET) or *Nuak1*^-/-^ neurons (KO). Whereas glycolysis was largely unaffected, our results revealed a trend toward a lower basal respiratory rate, as well as a significant decrease in the maximal respiratory rate upon deletion of *Nuak1* (Fig. 3A–D). Importantly there was no difference in mitochondrial DNA content in *Nuak1* KO neuronal cultures as compared to WT conditions (Fig. 3E). In parallel, we detected a reduction in the activity of the Citrate Synthase (CS), a key enzyme of the tricarboxylic acid (TCA) cycle, from cortices of *Nuak1* KO embryos (Fig. 3F), thus confirming that *Nuak1* deletion also alters mitochondrial function in vivo.

**Fig. 3:**
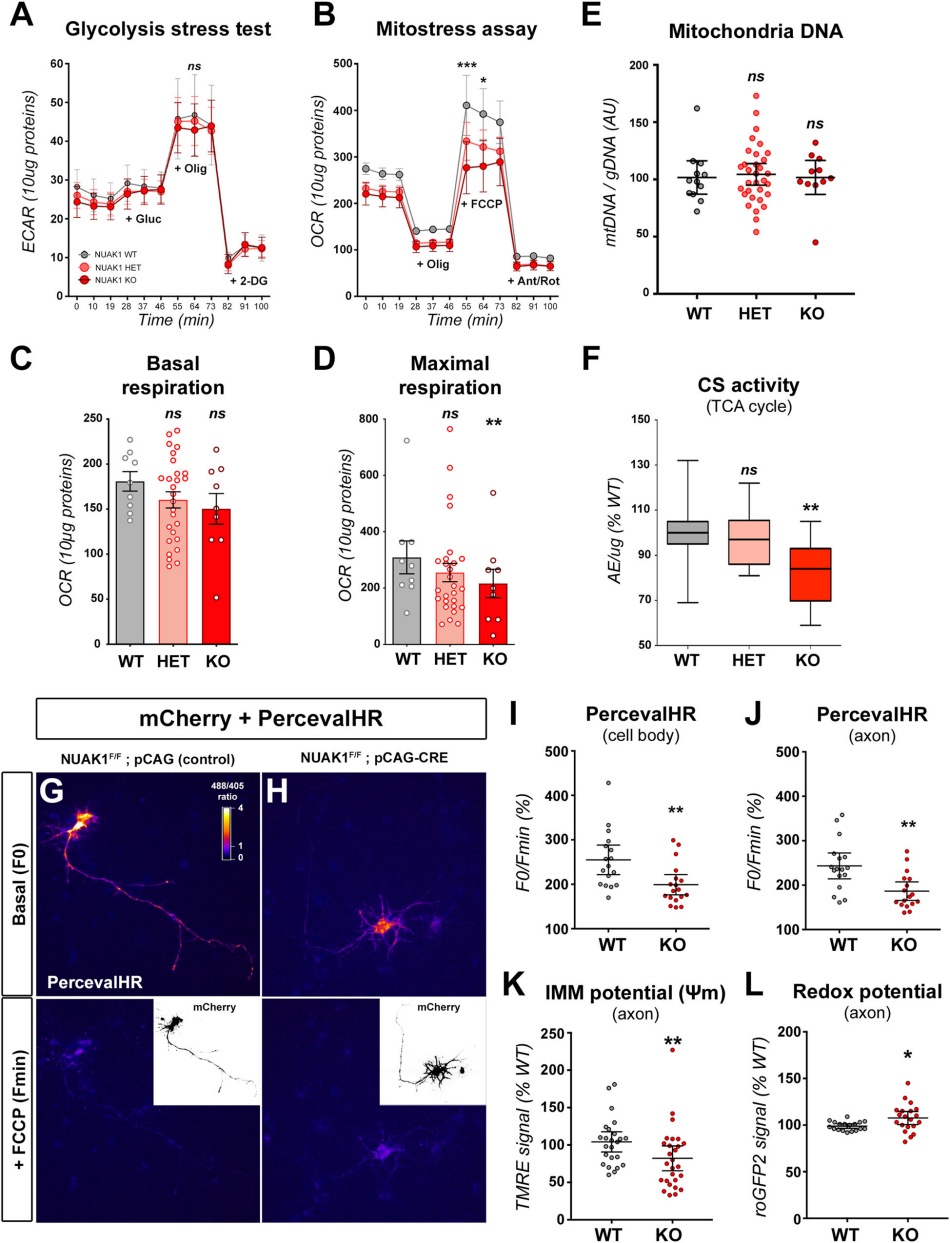
Mitochondrial metabolism is altered in NUAK1-deficient neurons. **A** ExtraCellular Acidification Rate (ECAR) normalized to protein dosage in 7DIV cortical neurons. Statistical test: Kruskal-Wallis test with Dunn’s post-test. Data: average ± SEM. *N*_(WT)_ = 5, *N*_(HET)_ = 16, *N*_(KO)_ = 5. **B** Oxygen Consumption Rate (OCR) normalized to protein dosage in 7DIV cortical neurons. Statistical test: two-way ANOVA with Bonferroni’s multiple comparison. Data: average ± SEM. **C**, **D** Basal and Maximal respiration were extracted from (**B**). Statistical test: two-way ANOVA with Bonferroni’s multiple comparison. Data: average ± SEM. *N*_(WT)_ = 9, *N*_(HET)_ = 27, *N*_(KO)_ = 9. Glucose (Gluc), Oligomycin (Olig), 2-Deoxy-D-Glucose (2-DG), Carbonyl cyanide p-trifluoromethoxyphenyl-hydrazone (FCCP), Antimycin A/Rotenone (Ant/Rot). **E** Measurement by qPCR of mitochondrial and genomic DNA in cortical neurons cultures. Data: average ± 95% CI. Analysis: Kruskal-Wallis test with Dunn’s post-test. *N*_(WT)_ = 12, *N*_(HET)_ = 32, *N*_(KO)_ = 11 distinct cultures. **F** Citrate Synthase enzymatic activity relative to protein quantity (normalized to WT). Analysis: one-way ANOVA with Dunnett’s multiple comparison test. *N*_*(*WT)_ = 13, *N*_(HET)_ = 8, *N*_(KO)_ = 10 independent samples. Data: box-and-whisker plots. The horizontal line inside the box is the median value. The endpoints of the box represent the 25th−75th percentiles, with whiskers at minimum and maximum values. ATP:ADP ratio in *Nuak1*^F/F^ neurons transfected with a control (**G**) or a CRE coding plasmid (**H**). Excerpt: mCherry fluorescence was used to determine neuronal morphophogy. PercevalHR signal is displayed as a fluorescence ratio between 488 and 405 illumination using a Fire LUT (White: high ratio. Blue: low ratio). **I**, **J** PercevalHR signal (F0) normalized by the minimal value after 5 min treatment with FCCP (Fmin). Analysis: unpaired *t* test. Data: average ± 95% CI. *N*_(WT)_ = 17, *N*_(KO)_ = 17 neurons out of 2 independent experiments. Raw data are provided in Supplementary Fig. 11. **K**, **L** Mitochondrial membrane potential (ΔΨ_m_) and redox potential in the axon of *Nuak1*^F/F^ neurons expressing a control (WT) or CRE-expressing plasmid (cKO). Data: average ± 95% CI. Analysis: unpaired two-tailed *t* test with Welch’s correction. **K** *N*_(WT)_ = 24, *N*_(KO)_ = 27 neurons out of 5 independent experiments. **L** *N*_(WT)_ = 18, *N*_(KO)_ = 20 neurons out of 4 independent experiments. ns not significant, *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001. Source data are provided as a Source Data file.

To further confirm that *Nuak1* inactivation disrupts neuronal mitochondrial metabolic activity, we used conditional KO (cKO) mice by breeding with the glutamatergic neuron-specific Nex^CRE^ line^28^. We observed a similar reduction in basal (albeit not statistically significant) and maximal (significant) respiration, further demonstrating that neuronal respiration is affected by *Nuak1* deletion (Fig. S3A–C). Total mitochondrial content (measured by TOM20) was unchanged, nor was the expression of proteins involved in mitochondria biogenesis (PGC1α), or fusion/fission (DRP1, MFN1, MFN2, OPA1) (Fig. S3D, E). Furthermore, we did not detect changes in markers of autophagy, suggesting that mitochondrial turnover was not altered (Fig. S3D, E). *Nuak1* inhibition had no effect on neuronal soma size, nor on mitochondria density in the soma and axon (Fig. S3F–H).

The decreased respiratory rate suggests that NUAK1 is required not only for mitochondrial trafficking, but also for proper mitochondrial function in axons. To test this, we turned to microscopy-based strategies to directly investigate neuronal mitochondrial metabolism with a subcellular resolution. First, we assessed the overall metabolic consequence of *Nuak1* knockout with PercevalHR, a biosensor for the cellular ATP:ADP ratio. The rapid decrease of PercevalHR signal upon application of Carbonyl cyanide-p-trifluoromethoxyphenylhydrazone (FCCP), a potent uncoupler of mitochondrial oxidative phosphorylation, indicates that the ATP:ADP ratio reflects mitochondrial oxidative metabolism (Fig. 3G, H). By comparing the basal (F0) and minimum (Fmin, following FCCP application) fluorescence, we observed a significant decrease of PercevalHR signal in the soma (−21,9%) and in the axon (−23.4%) of *Nuak1*^F/F^ neurons electroporated with CRE (*Nuak1* cKO neurons) (Fig. 3I, J), indicating a reduction of the ATP:ADP ratio in absence of NUAK1. Next using Tetra-Methyl-Rhodamine Ethyl-ester (TMRE), we measured a marked decrease in mitochondrial inner membrane potential (ΔΨ_m_) in the axon of *Nuak1* cKO neurons (Fig. 3K and Fig. S4A). In parallel, we expressed a mitochondria-targeted roGFP2 and observed an increased ROS production by axonal mitochondria in *Nuak1* cKO neurons (Fig. 3L and Fig. S4B). Importantly, there was no difference in either TMRE and roGFP2 fluorescence in wild-type neuronal cultures when we sorted out mobile versus stationary mitochondria (Fig. S4C–F). From this result, we conclude it is highly unlikely that the low ΔΨ_m_ and oxidized mitochondria state is a secondary consequence of increased trafficking in *Nuak1* cKO neurons. Altogether, our results demonstrate that NUAK1 regulates axonal mitochondrial metabolism.

### Differential roles of AMPK and NUAK1 on mitochondria association to presynaptic boutons and axon branching

We next investigated if our observations were specific to NUAK1 or shared by other AMPK-RKs. Specifically, we tested the role of AMPK, which was recently linked to the control of mitochondrial motility^29^ and association of mitochondria with synaptic boutons in mature (synaptically active) cortical neurons (14DIV)^9^. Following CRE expression in *Ampkα1*^F/F^; *Ampkα2*^F/F^ (hereafter *Ampk* cKO) cortical PNs, we observed longer axons (Fig. S5A, B) and no effect on axon branching (Fig. S5C). We next performed In Utero Cortical Electroporations (IUCE)^30^ of mVenus-coding plasmids in embryos with a strongly reduced AMPK activity (Fig. S5D–G). After CRE electroporation, there was no gross defect in neuronal migration or polarization (Fig. S5D, E). In addition, axonal branching was normal, both on the ipsilateral and contralateral sides (Fig. S5D–G). Thus, our results rule out a role for AMPK in supporting axon branching in cortical PNs.

We next tested whether AMPK activators promote mitochondria association with nascent presynaptic boutons in immature neurons (5DIV), as reported in mature neurons^9^. The treatment with the AMP analog 5-AminoImidazole-4-CarboxAmide Ribonucleotide (AICAR) resulted in a modest, but significant, increase in the association of mitochondria with vGlut1-positive puncta (Fig. 4A, B). Both short (90 min) and long (72 h) exposure to AICAR increased the association of mitochondria to presynaptic boutons (Fig. 4D). On the contrary, treatment with potent and direct allosteric AMPK activators A-796662 and Compound 991 (c-991) (that bind to the allosteric drug and metabolism site, a deep cleft between the β-carbohydrate-binding module and the N-lobe of the α-kinase domain)^31^ had no significant effect on the distribution of axonal mitochondria (Fig. 4C–E). AICAR is a pro-drug which is converted intracellularly to the AMP-mimetic ZMP and has been reported to elicit a number of AMPK-independent actions^32,33^. Accordingly, it has been suggested that AICAR could increase the activity of NUAK1 in cancer cells^34^. In full support to this observation, there was no change in the distribution of mitochondria in *Nuak1* cKO neurons after treatment with AICAR (Fig. 4F). In sharp contrast, the effect of AICAR was retained in *Ampk* cKO neurons (Fig. 4F). To confirm that AICAR activates NUAK1, we co-transfected the LKB1-deficient HeLa cells^35^ with plasmids encoding NUAK1 and its upstream activator LKB1, then treated the cells with AICAR or c-991. AICAR treatment led to a robust increase not only in AMPK, but also in NUAK1 phosphorylation at the Thr211 site, whereas c-991 only had an effect on AMPK but not on NUAK1 (Fig. 4G, H). Collectively, our results demonstrate that AICAR is a potent activator of NUAK1 and support the conclusion that its effects on axons are due to activation of NUAK1, but not AMPK.

**Fig. 4:**
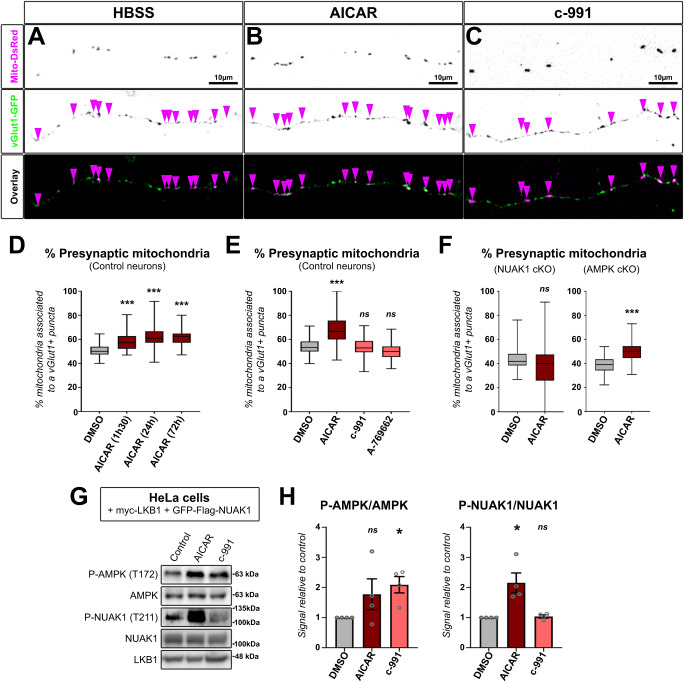
AICAR mediates mitochondria redistribution to presynaptic boutons through activation of NUAK1 in immature cortical neurons. Representative images of axon segments from 5DIV neurons in control conditions (**A**) or following treatment with AICAR (1 mM) (**B**) or c-991 (10 µM) (**C**). Arrowheads indicate the position of mitochondria. **D** Quantification of axonal mitochondria association to presynaptic bouton in neurons treated with AICAR for the indicated amount of time. Analysis: one-way ANOVA with Dunnett’s multiple comparison test. *N*_(DMSO)_ = 140, *N*_(1h30)_= 73, *N*_(24h)_= 63, *N*_(72h)_= 20 neurons from 3 independent experiments. Data: box-and-whisker plots. The horizontal line inside the box is the median value. The endpoints of the box represent the 25th−75th percentiles, with whiskers at minimum and maximum values. **E** Mitochondria association to presynaptic bouton after 72 h exposure to the indicated drugs. Analysis: one-way ANOVA with Dunnett’s multiple comparison test. *N*_(DMSO)_ = 335, *N*_(AICAR)_ = 150, *N*_(c-991)_ = 168, *N*_(A-769662)_ = 226 individual neurons from 2 (A-769662) to 4 (other conditions) independent experiments. Data: box-and-whisker plots. The horizontal line inside the box is the median value. The endpoints of the box represent the 25th−75th percentiles, with whiskers at minimum and maximum values. **F** Mitochondria association to presynaptic bouton in *Nuak1*^F/F^ or *Ampkα1*^F/F^; *Ampkα2*^F/F^ neurons transfected with a CRE-coding plasmid and following 72 h exposure to the indicated drugs. Analysis: one-way ANOVA with Dunnett’s multiple comparison test. *N*_(DMSO)_ = 103, *N*_(AICAR)_ = 48 for Nuak1 cKO, *N*_(DMSO)_ = 116, *N*_(AICAR)_ = 49 for *Ampk* cKO from 3 independent experiments. Data: box-and-whisker plots. The horizontal line inside the box is the median value. The endpoints of the box represent the 25th−75th percentiles, with whiskers at minimum and maximum values. **G** Western blot of protein extracts from HeLa cells co-transfected with NUAK1 and LKB1, and treated with AICAR (1 mM) or c-991 (10 µM) for 90 min before cell lysis. **H** Quantification of 4 independent experiments. Original (uncropped) blots are provided in Supplementary Fig. 10. Phosphorylated AMPK (P-AMPK). Phosphorylated NUAK1 (P-NUAK1). Data: average ± SEM. Statistical test: one-way ANOVA with Dunnett’s multiple comparison test. *N*_(DMSO)_ = 4, *N*_(AICAR)_ = 4, *N*_(c-991)_ = 4. ns not significant, *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001. Source data are provided as a Source Data file.

### Upregulation of mitochondrial function rescues axon branching in NUAK1 deficient neurons

We next devised rescue strategies to upregulate mitochondrial function in *Nuak1* cKO neurons. Based on published studies, we treated cortical PNs with L-Carnitine (L-Car)^36,37^, a cell-permeant, lysine-derived quaternary amine involved in the metabolism of long-chain fatty acids by the mitochondria. As previously reported^11^, NUAK1-null neurons had shorter axons with fewer collateral branches (red stars in Fig. 5A). L-Car had no effect on axon length in control or NUAK1-null cortical PNs (Fig. 5B). In contrast, when normalized to axonal length, L-Car induced a complete rescue of collateral branches in NUAK1 deficient neurons (Fig. 5B, C). As an alternative mean to promote mitochondrial function, we used the mitochondria-targeted electron carrier vitamin K2/menaquinone^38^. Similar to the effect of L-Car, we observed a normalization of axonal branching without affecting axonal length in neurons treated with menaquinone-4 (MK4), an active form of vitamin K2, but not with the inactive form menaquinone-3 (MK3) (Fig. S6A, B).

**Fig. 5:**
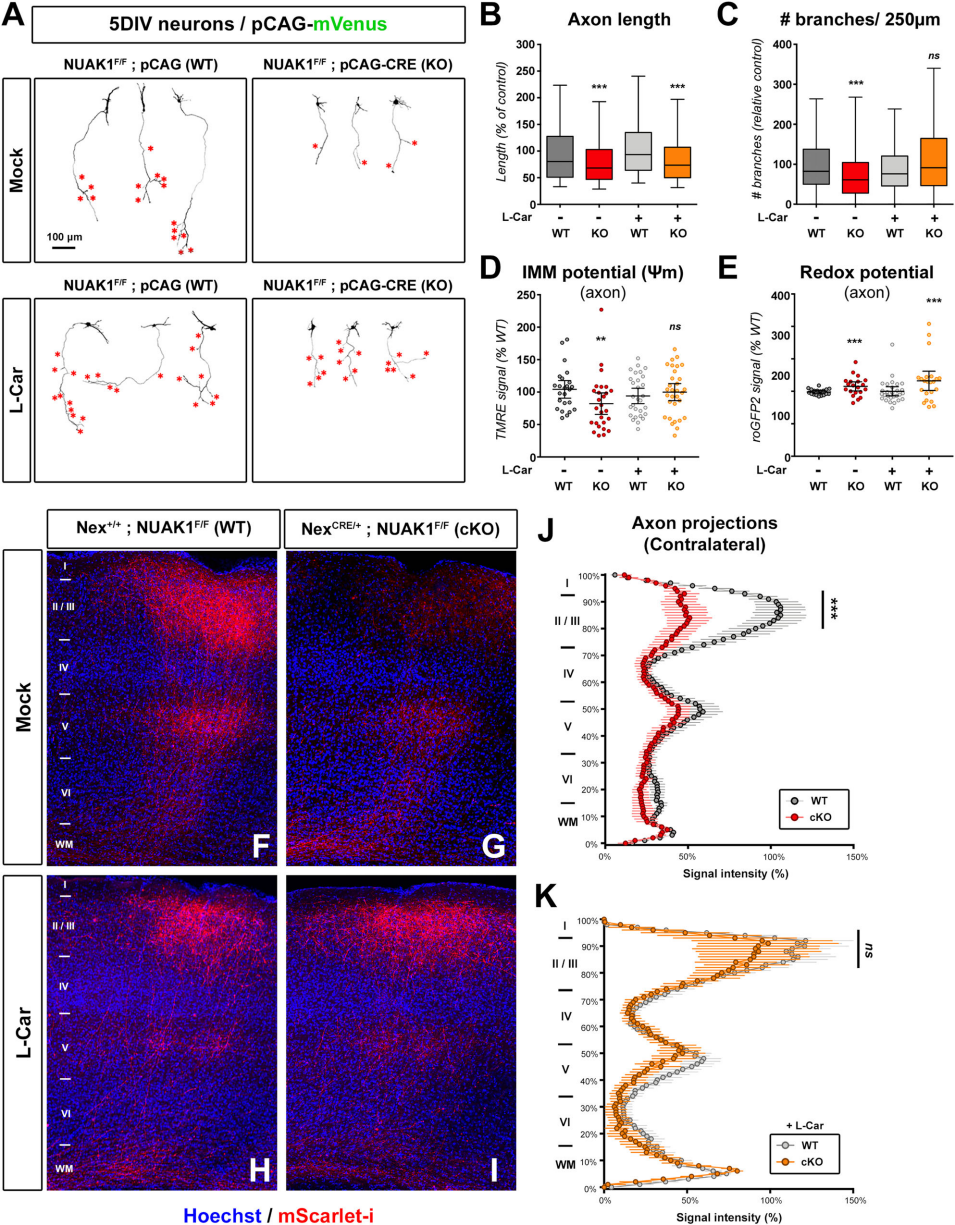
Upregulation of mitochondrial function rescues axon branching in NUAK1-deficient neurons. **A** Representative images of mVenus expressing cortical neurons of *Nuak1*^F/F^ background and electroporated with a control or CRE-coding plasmid. At DIV2 neurons were treated with L-Carnitine (L-Car) (1 mM). Red stars indicate collateral branches. **B**, **C** Quantification of axon length and collateral branches in the indicated conditions. Statistical test: Kruskal-Wallis test with Dunn’s post-test (each condition compared to untreated WT condition). *N*_(WT)_ = 399, *N*_(KO)_ = 232, *N*_(WT+L-Car)_= 387, *N*_(KO+L-Car)_= 256 out of 5 independent experiments. Data: box-and-whisker plots. The horizontal line inside the box is the median value. The endpoints of the box represent the 25th−75th percentiles, with whiskers at minimum and maximum values. **D**, **E** Effect of L-Car on the inner mitochondrial membrane potential (IMM, ΔΨ_m_) and redox potential of WT and KO neurons. Each point represents average values for a given neuron. Data: average ± 95% CI. Analysis: unpaired two-tailed *t* test with Welch’s correction. **D** *N*_(WT+L-Car)_= 29, *N*_(KO+L-Car)_= 31 out of 5 independent experiments. **E** *N*_(WT+L-Car)_= 28, *N*_(KO+L-Car)_= 22 out of 4 independent experiments. **F**–**I** Contralateral terminal axon branching in *Nuak1* cKO mice following IUCE with a plasmid coding mScarlet-i. The observed decrease in terminal axon branching in KO animals (**G**) was rescued upon L-Car treatment in drinking water (**I**). I–VI indicate cortical layers 1 to 6. WM: white matter. **J**, **K** Quantification of normalized mScarlet-i fluorescence along a radial axis in the contralateral cortex. Data: average ± SEM. Statistical test: two-way ANOVA with Bonferroni’s multiple comparison. *N*_(WT)_ = 8, *N*_(KO)_ = 6, *N*_(WT+L-CAR)_ = 10, *N*_(KO+L-CAR)_ = 6 animals. ns not significant, *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001. Source data are provided as a Source Data file.

We next measured TMRE uptake by mitochondria in 5DIV neuronal cultures. L-Car treatment normalized ΔΨ_m_ in *Nuak1* KO neurons (Fig. 5D), indicating a rescue of mitochondrial function. Interestingly, L-Car failed to rescue the increased mito-roGFP2 signal in *Nuak1*-null neurons (Fig. 5E), ruling out that L-Car promotes axonal branching through ROS scavenging. Accordingly, the ROS scavenger N-AcetylCystein (N-AC) did not rescue axon branching in *Nuak1*-deficient neurons despite the normalization of oxidative stress in treated neurons (Fig. S6C–E). In parallel, we measured mitochondrial respiration in neurons treated with vehicle or L-Car (Fig. S7A–C) and observed a normalization of basal and maximal respiration. Developing neurons rely primarily on pyruvate to fuel the TCA cycle and oxidative phosphorylation. Interestingly, L-Car treatment increased both basal and maximal respiration levels even upon inhibition of the mitochondrial pyruvate transporter using UK5099 (Fig. S7D–F), suggesting that the effect of L-Car rests on the activation of alternative metabolic routes for the mitochondria.

We finally tested if metabolic upregulation can rescue terminal axon branching in vivo by providing L-Car to *Nuak1* cKO mice. As previously demonstrated^17^, there is a marked decrease in terminal axon branching in *Nuak1* cKO mice (Fig. 5F, G, quantified in Fig. 5J). Strikingly, terminal axon branching was indistinguishable between WT and KO mice when mice were treated with L-Car upon detection of gestation (at E13.5) and during lactation (Fig. 5H, I, quantified in Fig. 5K). Taken together, our results demonstrate that the mitochondrial activator L-Car is sufficient to rescue axon branching defects following *Nuak1* deletion, in vitro and in vivo.

### A transcriptomic signature of NUAK1-deficient neurons

We next performed bulk RNA sequencing to uncover the mechanism by which NUAK1 regulates axonal mitochondria. Cortices from constitutive *Nuak1* KO mice were collected at E18.5, corresponding to the latest timepoint when we can collect samples from knockout animals that die at birth (Fig. 6A, ‘in vivo’). 

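RNA from the cortices of 4 Nuak1 KO and 4 WT embryos at E18.5 was sequenced, and the authors deposited the number of reads counted on each of 21165 gene rows, without normalization. The sample labels give 2 males among the KO embryos and 1 male among the WT embryos, drawn from 3 litters. The columns of the count table carry the genotype and a running number only, so no library was assigned a litter or a sex. Libraries are named here by genotype and by that running number, as in KO library R1. KO libraries held between 11027082 and 27014858 counts, with a median of 18601399.5, and WT libraries between 9643711 and 18940484, with a median of 14299405.5. No pair of libraries of a genotype differed by as little as sampling noise, since the smallest chi-square per degree of freedom was 6.28. From these counts, KO was compared with WT by edgeR's quasi-likelihood test after TMM normalization, on the 12699 genes that passed edgeR's filter on low counts, which hold 99.9% of all counts. Normalized counts are counts scaled to the mean effective library size. The choice between this test and the Wald test of DESeq2 moved the number of genes past an adjusted p of 0.05 most, from 9 with edgeR to 70 with DESeq2 on the same genes. Nuak1 itself, on chromosome 10 of NCBIM37 from 83833650 to 83903342, had 14.2 ± 4.35 normalized counts (SD, n = 4) in KO and 1204 ± 260 (SD, n = 4) in WT. The highest KO library had 20.5 normalized counts of Nuak1 and the lowest WT library 877, so every column followed its genotype label. The log2 fold change of Nuak1 was -6.49 (standard error 0.22, adjusted p = 1.2e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).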

A first analysis at low stringency (DEGs, Log2FC.threshold >0.25, *p* < 0.05) revealed 453 differentially-expressed genes (Fig. 6B). 

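At the thresholds of the paper, an absolute log2 fold change over 0.25 and an unadjusted p under 0.05, edgeR called 540 of the 12699 genes tested, 311 higher and 229 lower in KO. Without a fold change threshold, 977 genes had an unadjusted p under 0.05, where 635 would be reached with no difference at all. After Benjamini-Hochberg adjustment, 9 genes remained under 0.05, 4 higher and 5 lower in KO. DESeq2 on the same genes gave 70, of which 47 were higher and 23 lower. Leaving out each library in turn gave between 426 and 847 genes at the thresholds of the paper, the highest without WT library R4. Higher genes outnumbered lower ones in every such fit but the one without WT library R2, with 294 higher and 331 lower. Of the 35 ways to split the 8 libraries into 4 and 4, the split by genotype included, 8 gave at least 540 genes. A count of this size is thus within what regrouping these libraries gives. By the labels each litter gave as many KO as WT embryos, a balance that other splits need not keep. Litter or sex differences may add to the counts of other splits, so they do not measure noise alone. Only the split by genotype gave as many as 9 genes past an adjusted p of 0.05. All 453 genes of the in vivo list in Supplementary Data 1 were found in the table with the same direction, and 410 of them passed the thresholds with edgeR. That list was drawn from these libraries, so the overlap is not independent evidence.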

Over Representation Analyses (ORA) revealed that E18.5 cortices from WT and KO mice have distinct molecular features. Genes over-expressed following *Nuak1* KO (i.e., 267 genes) were associated with protein translation, oxidative processes as well as extracellular matrix production and organization (Fig. 6C and Supplementary Data 1). 

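The over-expressed categories were examined with sets of genes defined by symbol rules, each tested by camera with a preset correlation between genes of 0.01 and adjusted over 10 sets. The 78 cytosolic ribosomal protein genes had a median log2 fold change of 0.16, and 77 of them were higher in KO (camera adjusted p = 3.1e-30 from limma). The 79 nuclear-encoded OXPHOS subunits had a median of 0.10, with 62 higher (camera adjusted p = 2.7e-11 from limma), and the 61 extracellular matrix genes a median of 0.31, with 47 higher (camera adjusted p = 2.4e-07 from limma). With the correlation estimated from the data, or with fry, 0 of the 10 sets passed an adjusted p of 0.05, against 8 with the preset correlation. The fry adjusted p was 0.198 for the ribosomal proteins and 0.244 for both the OXPHOS subunits and the matrix genes (limma). Per library, the median deviation of the ribosomal proteins was 0.08 ± 0.12 (SD, n = 4) in KO and -0.08 ± 0.09 (SD, n = 4) in WT, and 3 of the KO libraries were above every WT library (2-sided exact permutation test, p = 0.0571). For the matrix genes KO library R1 was far above the others, and without it their median fell from 0.31 to 0.12.

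**Figure D1:**
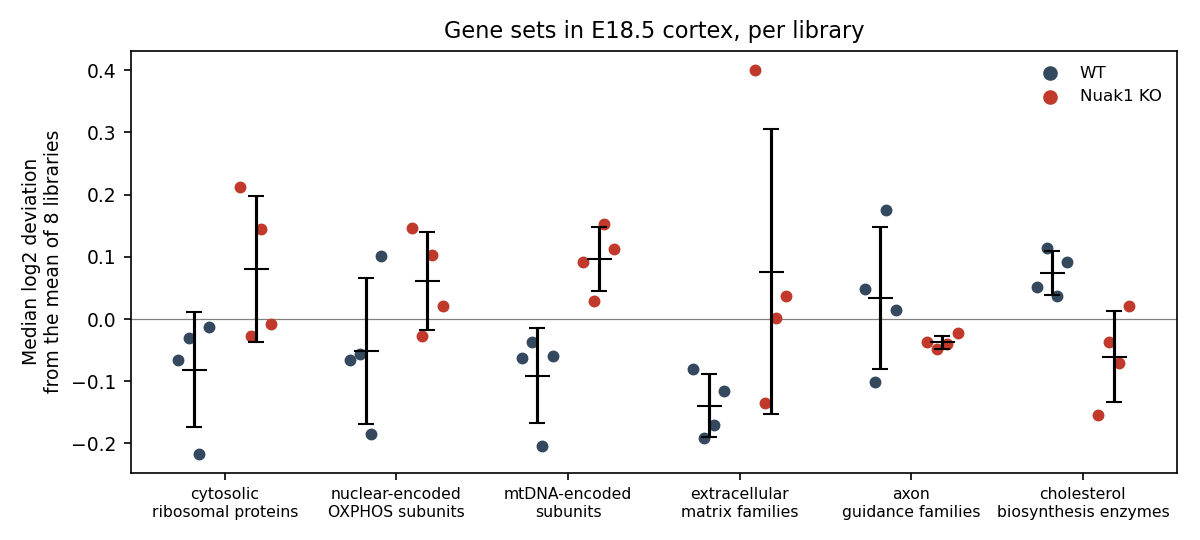
Median log2 deviation of each gene set from the mean of the 8 libraries, on the vertical axis, for WT and Nuak1 KO cortex. Points are libraries and bars are the mean ± SD of 4; KO library R1 is the highest point for the extracellular matrix genes, at 0.40.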

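Among the 71 genes of axon guidance families, 25 were higher and the median log2 fold change was -0.05, with 12 genes lower in KO at an unadjusted p under 0.05 (camera adjusted p = 0.00804 from limma). The call did not hold with fry, where the adjusted p was 0.244, nor without WT library R3, where camera gave an adjusted p of 0.184. The paper's categories, axonogenesis and synaptic transmission, came from over-representation among its under-expressed genes and are wider than the families tested here. The 54 genes of synaptic vesicle release families had a median of -0.01 and did not pass the threshold (camera adjusted p = 0.379 from limma). Their direction rested on single libraries, with a median of -0.06 without WT library R2 (camera adjusted p = 0.0123 from limma) and 0.09 without WT library R4 (camera adjusted p = 0.0574 from limma). The 18 cholesterol biosynthesis enzymes had a median of -0.13 with 1 gene higher in KO (camera adjusted p = 1.3e-07 from limma), and fry gave an adjusted p of 0.0554. Every KO library had a lower median for these enzymes than every WT library (2-sided exact permutation test, p = 0.0286, the smallest p that 4 against 4 allow).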

Interestingly, a large fraction of under-expressed genes (i.e., 186 genes), were related to neuron maturation and metabolism, in particular axonogenesis and synaptic transmission. Altogether, these transcriptional perturbations are compatible with an alteration of cortical neuronal maturation (Fig. 6C). To go further, we performed a second round of RNA sequencing from primary neuronal cultures isolated from E15.5 embryos (Fig. 6A, ‘in vitro’). Since neurons were grown in serum-free medium, there was limited astrocytic growth, allowing to focus our analysis more specifically on glutamatergic cortical neurons. Using similar criteria (Log2FC.threshold > 0.25, *p* < 0.05), we identified 336 DEGs (Fig. S8A) and observed a similar ORA signature. Genes under-expressed following *Nuak1* KO (i.e., 214 genes) were again associated with neuronal maturation, including axonogenesis and glutamatergic synapse formation/function (Fig. S8B).

**Fig. 6:**
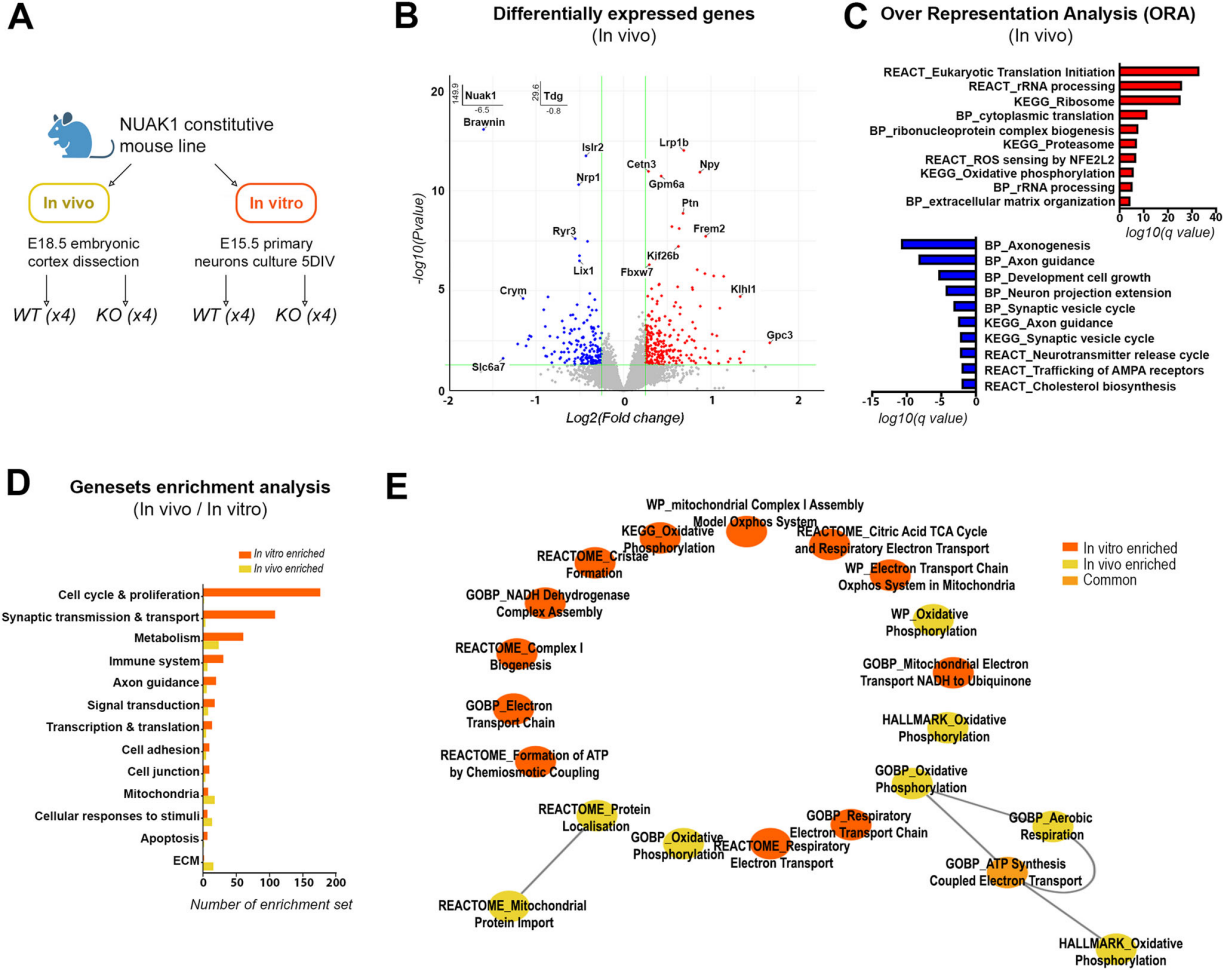
Transcriptomic signature associated to *Nuak1* knockout in cortical neurons. **A** Experiment design for in vivo and in vitro transcriptional analysis. Created with BioRender.com. **B** Volcano plot showing the differentially expressed genes (DEG) between *Nuak1* KO and WT cortices (in vivo*)*. Significant DEGs (|log2FC| > 0.25, *p*< 0.05, Wald test) appear in red (upregulated) or in blue (downregulated). Gene names appear for selected genes in *Nuak1* KO *vs* WT mice. See Supplementary data 1 for complete gene list. **C** Bar plots representing selected over-represented GO BP, KEGG or Reactome categories, associated to transcripts upregulated (red) or downregulated (blue) in E18.5 *Nuak1* KO *vs* WT cortex. **D** Gene set enrichment analysis (GSEA) for *Nuak1* KO vs WT in vivo (yellow) and in vitro (orange). Sets have a false discovery rate (*q* value) < 0.05 and are hand curated into thematic categories to illustrate specificities and similarities of transcriptional changes in both condition. **E** In vitro and in vivo enriched gene sets related to mitochondria metabolism. Source data are provided as Supplementary Data 1, 2.

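Of the 19 genes labelled in Fig. 6B, 10 were higher and 9 lower in KO, and 8 passed an adjusted p of 0.05 over all genes tested. Adjusted over the list alone, 18 passed, but the genes were picked from these libraries and that count is not independent evidence. In 16 of the 19 genes the genotypes did not overlap, against 4.49% of all genes tested and 2.86% by chance. Picking changed genes favours such a gap too. Lrp1b rose from 369 ± 32.7 normalized counts in WT to 590 ± 33.8 in KO (SD, n = 4 each), a log2 fold change of 0.68 (standard error 0.08, adjusted p = 0.0162 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Npy, Gpm6a and Cdh12, which is not labelled, also rose, by 0.87, 0.42 and 0.63 on the log2 scale. Islr2 and Nrp1 had log2 fold changes of -0.44 and -0.52. Slc6a7 was not called, with an adjusted p of 0.692 from edgeR. WT library R4 held 159 normalized counts of it and the WT mean was 57.8 ± 67.6 (SD, n = 4). Gpc3 rested on KO library R1, which held 169 normalized counts, and without that library its log2 fold change was 0.55 in place of 1.60.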

To strengthen these results and further highlight similarities between in vivo and in vitro samples, we performed a Gene Sets Enrichment Analysis (GSEA) that is not dependent on a cutoff to identify DEG, but relies on a ranking of all detected genes (Fig. 6D and Supplementary Data 2). Comparison of gene sets perturbed following *Nuak1* KO highlighted that numerous gene sets were similarly perturbed in both conditions (in vivo and in vitro) (Fig. 6D). Among those, gene sets related to mitochondria appeared particularly interesting, as they suggest perturbation in mitochondrial function (e.g., ATP production, oxidative phosphorylation), in agreement with results presented in this manuscript (Fig. 6E).

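In the cortex libraries, 10 subunits encoded by the mitochondrial genome had a median log2 fold change of 0.20, with 9 higher in KO (camera adjusted p = 6.2e-08 from limma), and fry gave an adjusted p of 0.0554. All 4 KO libraries were above all 4 WT libraries for this set (2-sided exact permutation test, p = 0.0286), and of the 35 splits of the libraries only the split by genotype gave so small a p with camera, though the category comes from the paper, which drew it in part from these libraries. Counts on mitochondrial genes made up 1.86 ± 0.10% of the library in KO and 1.57 ± 0.12% in WT (SD, n = 4 each; 2-sided exact permutation test, p = 0.0286). Reads of mt-Co2, mt-Co3, mt-Nd3 and mt-Atp6 cannot be assigned with certainty, since copies of these genes on chromosome 1 are at least 99.7% identical over their whole length. Mitochondrial ribosomal proteins had a median of 0.05 (camera adjusted p = 0.00352 from limma), which did not pass without WT library R3 or with fry. Citric acid cycle enzymes did not pass (camera adjusted p = 0.439 from limma). From the gene sets shared with cultured neurons, the paper proposes a perturbation of mitochondrial function.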

### Mitochondrial microprotein BRAWNIN is regulated by NUAK1

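At an absolute log2 fold change over 0.25 and an unadjusted p under 0.01, edgeR called 193 genes in the cortex, 119 higher and 74 lower in KO. Leaving out each library in turn gave between 131 and 350 genes, with 108 higher and 133 lower without WT library R2, and 6 of the 35 splits of the libraries gave at least 193. The median over the splits was 52 genes, and splits other than by genotype may also hold litter or sex differences.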

To identify key genes similarly perturbed by *Nuak1* KO, we performed a new DEGs analysis, using more stringent criteria (Log2FC.threshold > 0.25, *p* < 0.01). Intersections of results obtained in vivo and in vitro revealed 37 genes, the majority of which (67%) were affected in similar ways (Fig. 7A and Supplementary Data 3). Out of this list, we chose to focus on *Brawnin* (*Uqcc6*/*C12orf73*), a small open reading frame-encoded peptide that was recently identified as an essential factor for mitochondrial supercomplexes assembly^24,25^. Furthermore, BRAWNIN protein expression is increased in HEK293T cells upon treatment with AICAR^24^, which we demonstrated is a potent activator of NUAK1 (see Fig. 4).

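The count table holds Brawnin under the symbol 1190007I07Rik. The forward qPCR primer of the paper matches the transcripts of this gene and of no other among 55443 transcripts. The reverse qPCR primer and the reverse splicing primer matched 0 genes in the same search. Only exact matches over the full primer length were counted, so this does not show that these primers miss Brawnin. On NCBIM37 the gene lies on the minus strand of chromosome 10 from 82082596 to 82085973, with 3 exons, and its coding sequence lies in the exons from 82085453 to 82085569 and from 82082596 to 82082962. Tdg lies from 82092573 to 82113544 and Nuak1 from 83833650 to 83903342 on the same chromosome. In KO cortex Tdg had 1052 ± 66.1 normalized counts and in WT 1873 ± 123 (SD, n = 4 each), a log2 fold change of -0.83 (standard error 0.06, adjusted p = 0.000383 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between Nuak1 and Tdg, 10 genes were tested, 1 of which had an unadjusted p under 0.05. The 50 tested genes nearest to Nuak1 on each side were taken as its neighbours. Among these 100 genes, 12 had an unadjusted p under 0.05, a share of 12% against 7.65% of the other genes (2-sided Fisher's exact test, p = 0.127). With the 25 nearest genes on each side, the share was 18% (2-sided Fisher's exact test, p = 0.0129). It was 10% with the 100 nearest on each side (2-sided Fisher's exact test, p = 0.227). Leaving out Nuak1, Brawnin and Tdg gave 10.2% (2-sided Fisher's exact test, p = 0.338).

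**Figure D2:**
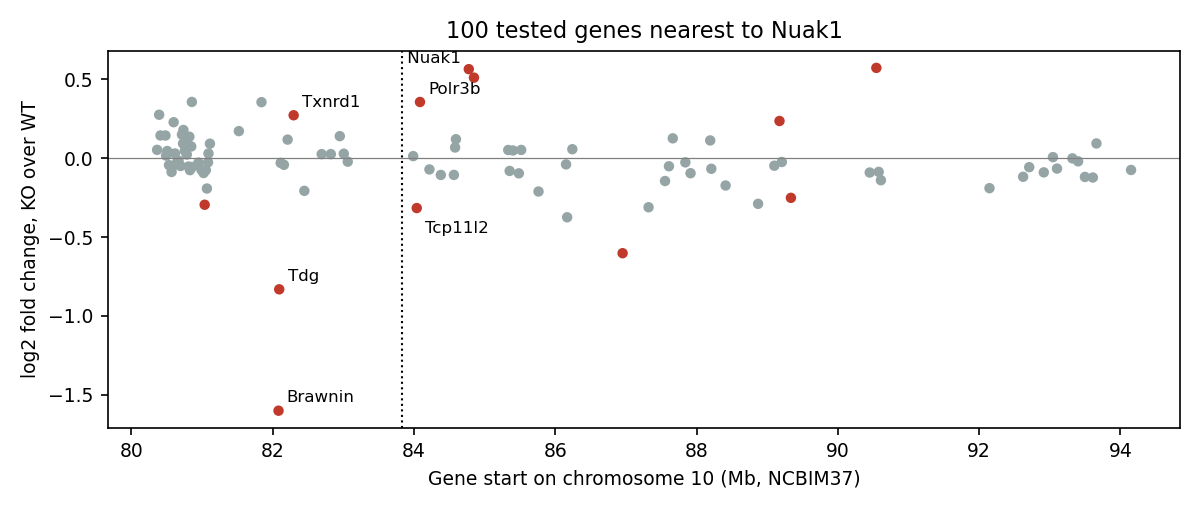
Log2 fold change of KO over WT, on the vertical axis, against gene start on chromosome 10, in megabases. Points are the 100 neighbours of Nuak1, the 50 nearest tested genes on each side. Red points are the 12 genes with an unadjusted p under 0.05 and the dotted line is Nuak1; Brawnin and Tdg lie side by side at the lower coordinates.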

**Fig. 7:**
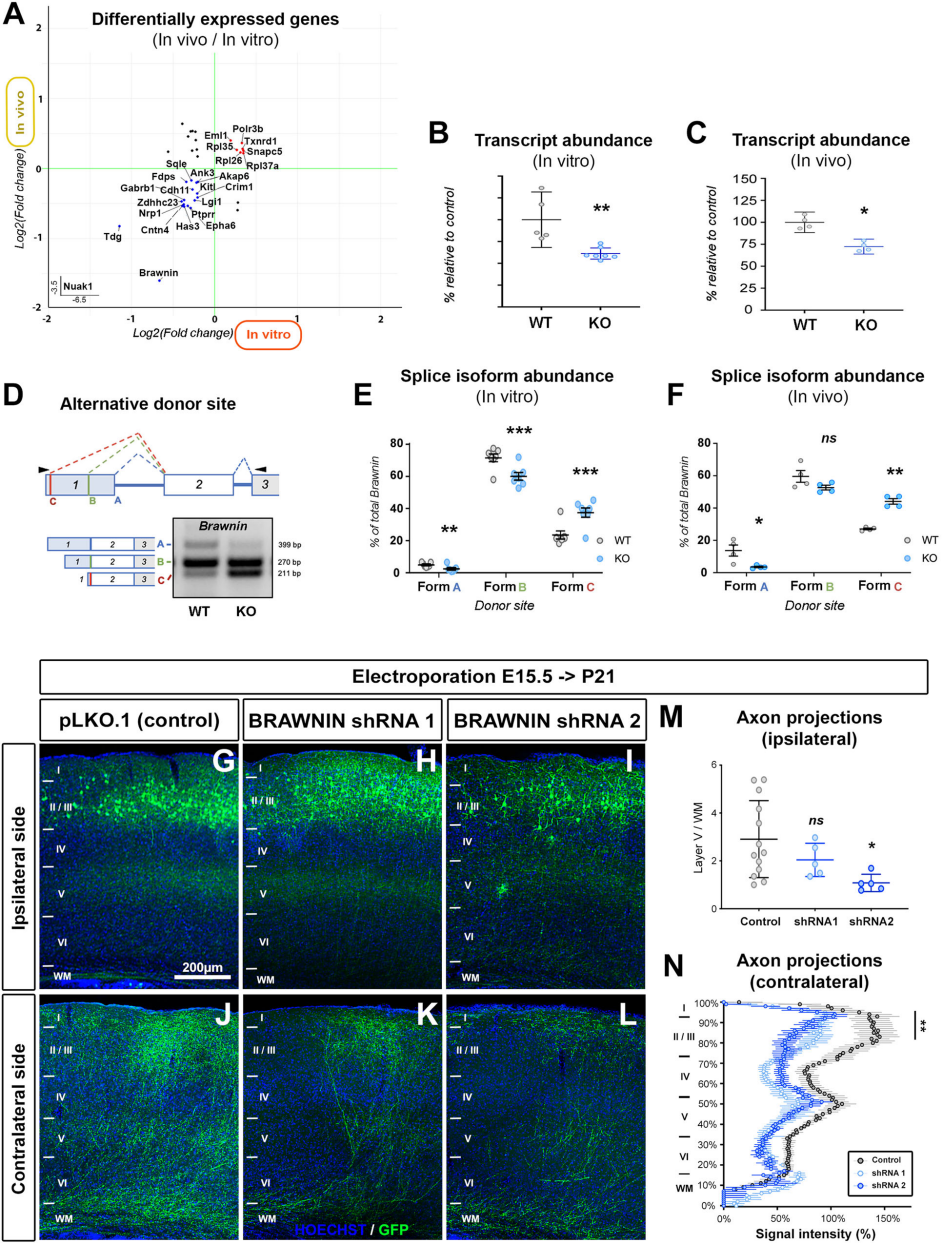
The microprotein BRAWNIN regulates cortical axon branching in vivo. **A** Graph comparing Differentially Expressed Genes (|log2FC| > 0.25, *p* < 0.01, Wald test) upregulated (red) and downregulated (blue) in vivo or in vitro following *Nuak1* KO. **B-C** RT-qPCR validation of *Brawnin* mRNA downregulation within the cortex of E18.8 *Nuak1* KO mice (**B**), as well as in primary neuronal cultures (**C**). *N*_(WT)_ = 5, *N*_(KO)_ = 7 (**B**). *N*_WT_ = 4, *N*_KO_ = 4 (**C**). Statistical test: two-tailed Mann-Whitney. Data: average ±﻿ SEM. **D** Schematic representation of the splicing donor sites of *Brawnin* transcript and corresponding splicing isoforms, and splicing profile in WT and *Nuak1* KO primary neurons (**E**) and cortices (**F**). Each form is represented as a percentage of total amount of *Brawnin* transcripts. *N*_(WT)_ = 7, *N*_(KO)_ = 7 (**E**). *N*_(WT)_ = 4, *N*_(KO)_ = 4 (**F**). Statistical test: two-way ANOVA with Bonferroni’s multiple comparison (**E**, **F**). Data: average ±﻿ SEM. bp: base pairs. **G**–**L** Coronal sections of mouse brains following *in utero* electroporation of shRNAs against *Brawnin*. mVenus expression was used to visualize electroporated neurons. I–VI indicate cortical layers 1 to 6. WM: white matter. **M** Quantification of normalized mVenus fluorescence on Layer V on the ipsilateral. Data: average ± SEM. Statistical test: one way ANOVA with Bonferroni’s multiple comparison. *N*_Control_ = 13, *N*_shRNA1_ = 6, *N*_shRNA2_ = 5 animals. **N** Quantification of normalized mVenus fluorescence along a radial axis in the contralateral cortex. Data: average ± SEM. Statistical test: two-way ANOVA with Bonferroni’s multiple comparison. *N*_(Control)_ = 13, *N*_(shRNA1)_ = 4, *N*_(shRNA2)_ = 6 animals. ns not significant, *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001. Source data are provided as a Source Data file and Supplementary Data 3.

*Brawnin* was ranked 3rd in the list of DEGs in both our in vivo (−67%, pAdj 3.16E-10) and in vitro (−66%, pAdj 4.79E-6) analyses. 

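In the cortex libraries, Brawnin had 41.9 ± 11.4 normalized counts (SD, n = 4) in KO and 125 ± 13.6 (SD, n = 4) in WT, a log2 fold change of -1.60 (standard error 0.19, adjusted p = 0.0154 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), or a change of -67.1%. It ranked 3 by p among the 12699 genes tested, after Nuak1 and Tdg. The highest KO library, R1, had 58.9 normalized counts and the lowest WT library 106, so the genotypes did not overlap (2-sided exact permutation test, p = 0.0286). With each library left out in turn, the log2 fold change stayed between -1.78 and -1.53, and the adjusted p from edgeR rose past 0.05 in 4 of the 8 fits, to at most 0.137 without KO library R3.

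**Figure D3:**
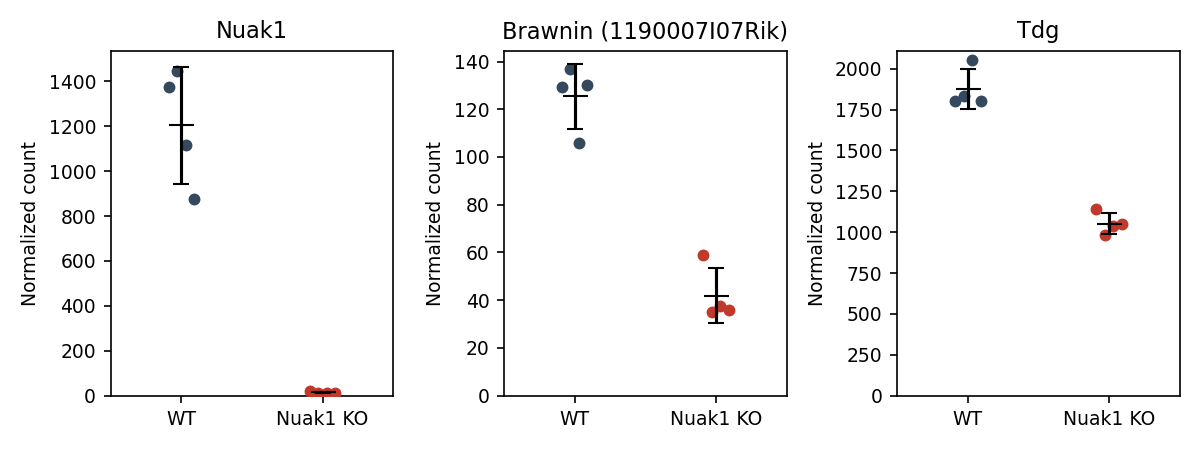
Normalized counts of Nuak1, Brawnin and Tdg, on the vertical axes, in WT and Nuak1 KO cortex. Points are libraries and bars the mean ± SD of 4; in all 3 genes the KO libraries sit below every WT library.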

We could confirm a significant decrease of *Brawnin* transcript abundance in total mRNA extracts from mouse embryo cortices (−27,6%) (Fig. 7B) as well as from primary neuronal cultures (−38.7%) (Fig. 7C). While analyzing the expression of *Brawnin* by RT-PCR, we observed a distinct pattern of mRNA splicing with the inclusion of alternative donor sites in the non-coding exon 1, producing three alternative splicing isoforms of *Brawnin* mRNA (Figs. 7D and S9A). The longest form, which we termed variant A, includes the whole sequence of exon 1 (Fig. S9B, C). Two alternative variants included shorter exon 1 and were termed variant B (−129bp) and variant C (−188bp). Strikingly, we observed by RT-PCR a marked decrease of variant A, and to a lesser extent of variant B, and a parallel increase of the shorter variant C, in both cortices and neurons from *Nuak1* KO embryos compared to controls (Fig. 7E, F). Thus, although the coding sequence of *Brawnin* is not affected by the alternative splicing, our data demonstrate that a loss of NUAK1 affects *Brawnin* mRNA abundance and splicing^21^.

We tested if BRAWNIN might convey the axonal functions of NUAK1 using an shRNA-based approach in mouse cortical neurons (Fig. S9D). We performed IUCE of two independent shRNA plasmids targeting *Brawnin*. There was no marked deregulation of neurogenesis, neuronal migration and axon formation upon reduction of BRAWNIN level (Fig. 7G–I). Quantification of axon branching suggested a reduction on the ipsilateral layer V at least upon electroporation of shRNA2 of *Brawnin* (Fig. 7M). The reduction of axon branching was more marked on the contralateral side, where either shRNA plasmid targeting *Brawnin* electroporation led to a marked reduction of terminal branching on both layer II/III and layer V, despite similar fluorescence levels in the WM indicating that axon growth and targeting are not affected (Fig. 7J–L, N). Taken together, our results demonstrate that *Brawnin* knockdown phenocopies the branching phenotype seen upon NUAK1 loss.

### BRAWNIN expression is required for cortical axon branching

So far, the neuronal functions of BRAWNIN are unknown. To test the functions of BRAWNIN in developing neurons, we turned to ex vivo cortical electroporations and neuronal cultures allowing to quantify axon morphogenesis and mitochondrial function with a single cell resolution. Inhibition of *Brawnin* expression had little effect on axon growth (Fig. 8A–C). In contrast, we observed a marked reduction of collateral branch formation (Fig. 8D). In parallel, the inhibition of *Brawnin* impaired mitochondrial ΔΨ_m_, to the same extent as *Nuak1* knock out (Fig. 8E). The decrease in BRAWNIN levels resulted in a marked reduction of both basal and maximal respiration (Fig. 8F–H), demonstrating that BRAWNIN is essential to support mitochondrial metabolic activity and collateral branching in developing neurons.

**Fig. 8:**
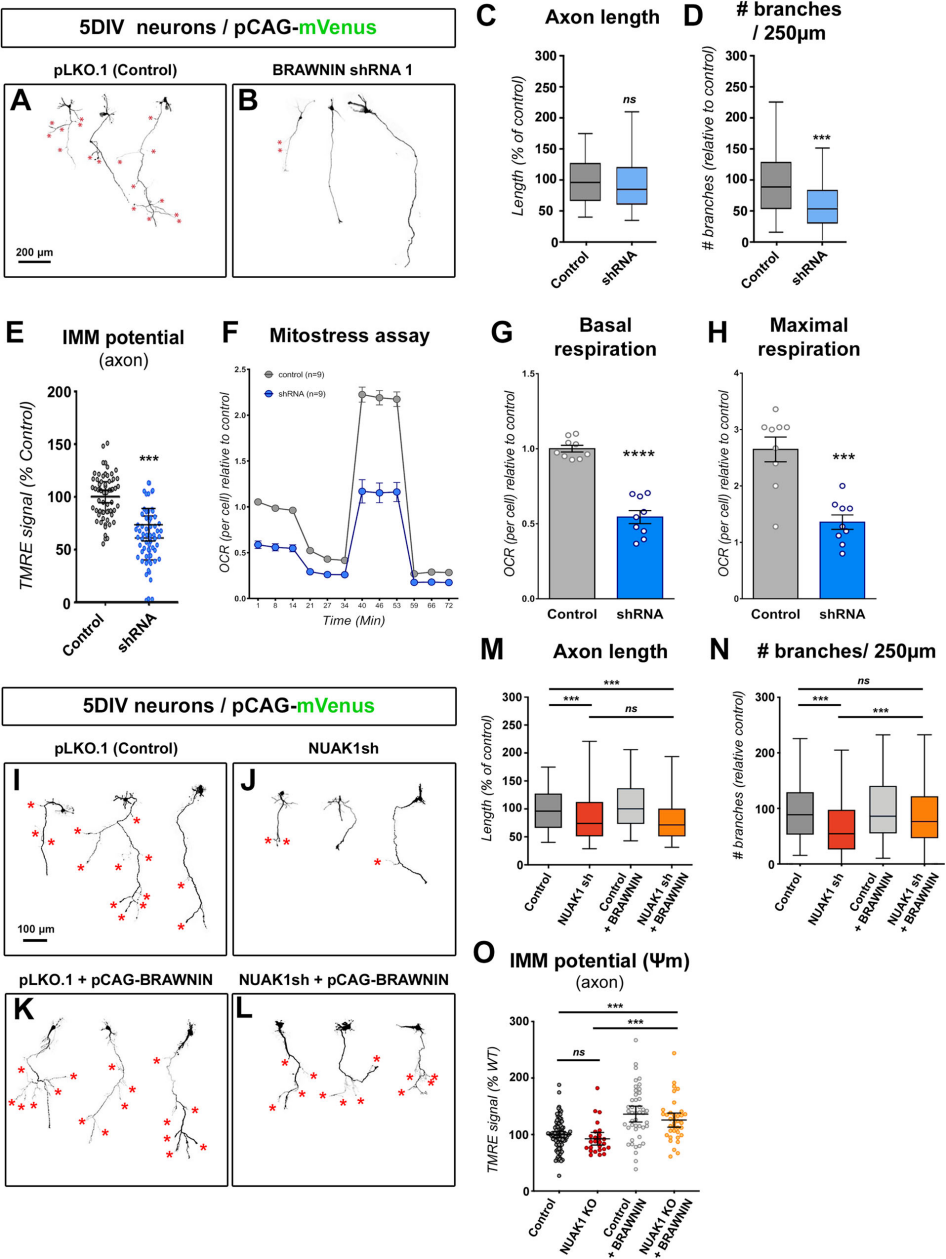
BRAWNIN is necessary and sufficient downstream of NUAK1 for cortical axons branching. **A**, **B** Representative images of mVenus expressing cortical neurons electroporated with an shRNA against *Brawnin*. Red stars indicate collateral branches. **C**, **D** Quantification of axon length and collateral branches in the indicated conditions. Statistical test: two-tailed Mann-Whitney. *N*_(control)_= 295, *N*_(shRNA)_= 277 neurons out of 3 independent experiments. Data: box-and-whisker plots. The horizontal line inside the box is the median value. The endpoints of the box represent the 25th−75th percentiles, with whiskers at minimum and maximum values. **E** Effect of *Brawnin* shRNA on the mitochondrial membrane potential (ΔΨ_m_). Each point represents average values for a given neuron. *N*_(control)_= 51, *N*_(shRNA)_= 53 out of 3 distinct cell cultures. Data: average ± SEM. Statistical test: two-tailed Mann-Whitney. **F**–**H** Measurement of oxygen consumption rate in 5DIV cortical neurons transduced with shRNA against *Brawnin*. OCR values are normalized to cell number. Basal and maximal respiration values are represented in (**G**) and (**H**) respectively. Data: average ± SEM. *N*_(control)_ = 9, *N*_(shRNA)_ = 9 different embryos out of 3 independent litters. Statistical test: two-tailed Mann-Whitney. **I**–**L** Representative images of cortical neurons electroporated with an shRNA against *Nuak1* and overexpressing BRAWNIN. Red stars indicate collateral branches. **M**, **N** Axon length and collateral branches of 5DIV neurons in the indicated conditions. Statistical test: Kruskal-Wallis test with Dunn’s post-test. *N*_(Control)_= 295, *N*_(NUAK1sh)_= 302, *N*_(Control+BRAWNIN)_ = 277, *N*_(NUAK1sh+BRAWNIN)_ = 316 neurons out of 3 independent experiments. Data: box-and-whisker plots. The horizontal line inside the box is the median value. The endpoints of the box represent the 25th−75th percentiles, with whiskers at minimum and maximum values. **O** Measurements of the inner mitochondrial membrane potential (IMM) in the indicated conditions. Data: average ± 95% CI. Statistical test: Kruskal-Wallis test with Dunn’s post-test (each condition compared to the control condition). Data: average ± 95% CI. *N*_(control)_= 97, *N*_(NUAK1 KO)_ = 26, *N*_(control+BRAWNIN)_ = 45, *N*_(NUAK1 KO+BRAWNIN)_ = 36 neurons out of 4 independent experiments. ns not significant, *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001. Source data are provided as a Source Data file.

Conversely, we performed rescue experiments by re-expressing BRAWNIN in *Nuak1* knockdown neurons in vitro. As described previously (^11^ and this study), the inactivation of *Nuak1* impaired axon development, leading to shorter axons and fewer collaterals at 5DIV (Fig. 8I, J). The overexpression of BRAWNIN had no impact on axon development in wild-type neurons (Fig. 8K). In contrast, BRAWNIN rescued the branching phenotype induced by *Nuak1*-targeting shRNAs (Fig. 8L–N), whereas it failed to rescue axon length, just as was the case with L-Car. The expression of BRAWNIN rescued axonal mitochondria ΔΨ_m_ in *Nuak1* cKO neurons (Fig. 8O). Overall, our results demonstrate that re-expression of BRAWNIN is sufficient to rescue mitochondria and axon branching phenotypes linked to NUAK1, proving that BRAWNIN is part of a signaling cascade linking NUAK1 to the control of axonal metabolism to support collateral branching in developing axons.

## Discussion

Previous studies demonstrated that a deregulation of mitochondrial positioning, morphology or function disrupts cortical neurons morphogenesis in vitro^39,40^, as well as the formation of cortical circuits in vivo^11,41,42^. In the present study, we provide evidence that mitochondria are preferentially recruited to branch-associated synaptic boutons to support branch stabilization, presumably through metabolic remodeling at the nascent synapse. Furthermore, we demonstrate for the first time that the ASD-linked kinase NUAK1 regulates mitochondrial metabolic activity within cortical neurons axons, through a novel effector, BRAWNIN, whose neuronal functions were previously unknown. Since BRAWNIN is involved in mitochondrial respiratory chain assembly^24,25^, our results support a role of BRAWNIN in mediating the effects of NUAK1 on the regulation of mitochondrial activity^20,21^.

Our experiments demonstrate that in mouse cortical neurons, axonal branches are formed first, and that a subsequent recruitment of mitochondria to presynaptic boutons stabilizes nascent branches. This model is compatible with previously described modalities of axon branching in Retinal Ganglion Cells (RGCs), where axonal branches originate from pre-existing presynaptic sites and are later stabilized by the formation of a novel presynaptic site^43–45^. Yet, this differs from observations in Peripheral Nervous System (PNS) neurons such as sensory neurons, where mitochondria recruitment to hot-spots of local translation is a prerequisite to the formation of axonal branches^6,46^. Although we do not rule out a possible role of NUAK1 and mitochondrial recruitment in supporting local protein synthesis in cortical neurons, it is likely that this discrepancy stems from distinct modalities of collateral branch formation within neurons of the CNS and PNS. Furthermore, the relevance of NUAK1 for PNS neuron development has not been investigated. Interestingly, studies suggest other AMPK-RKs can functionally operate in regulating axon branching in PNS neurons^47^, potentially explaining mechanistic differences in the modalities of branch formation.

Our results suggest that the recruitment of mitochondria to immature presynaptic boutons plays a specific role for synapse maturation, which supports branch stabilization. Although we did not observe changes in the levels of proteins involved in mitochondrial dynamics, we cannot exclude the possibility that NUAK1 plays a role in maintaining a pool of healthy mitochondria at the synapse by controlling mitochondrial turnover. Synapses account for the majority of ATP consumption in neurons^48–50^, and presynaptic mitochondria support synaptic function through a crosstalk between ATP-producing oxidative phosphorylation^50,51^ and calcium buffering^52–55^. Although the metabolic specificities of immature presynaptic boutons remain largely unknown, it is unlikely that ATP by itself is sufficient to support synapse maturation and branch stabilization. Indeed, the metabolic functions of mitochondria are not restricted to ATP production but contribute to most metabolic pathways in the cell including the metabolism of lipids, amino acids, nucleic acids or neurotransmitters^56^. Furthermore, axon outgrowth and branching are dependent on local calcium dynamics^57^ and calcium buffering by mitochondria is important for cortical PN axons branching^41^. Since mitochondrial ATP production and calcium dynamics are intertwined^51,58^, it is possible that impaired calcium dynamics at nascent presynaptic boutons contribute to the branching phenotype reported in *Nuak1* KO neurons, as demonstrated for the NUAK1 upstream kinase LKB1^54,59^. Further studies are needed to carefully dissect the metabolome of mitochondria captured at axonal branchpoints in developing axons.

One striking observation from our study is the fact that axon elongation and collateral branching are two distinct biological processes supported by distinct metabolic modalities. Firstly, axon elongation is directly dependent upon D-glucose concentration suggesting it is directly correlated to non-oxidative metabolism pathways, whereas collateral branching is supported in an all-or-nothing fashion by directly fueling mitochondrial metabolism. Secondly, BRAWNIN knockdown impairs axon branching without affecting axon elongation. Finally, upregulation of mitochondrial metabolism through L-Car and vitamin K2, or through re-expression of BRAWNIN, can rescue axon branching in a *Nuak1* null background, without significantly affecting axon length. This data, together with the selective effect of an autism-linked truncated *NUAK1* mutant in axon branching but not axon elongation^17^, converge in supporting an essential role for mitochondrial metabolism in collateral branching. Future work will determine what other metabolic pathways support axon elongation, and whether these are also dependent upon NUAK1 function.

Other studies in developing neurons suggest that AMPK activation with AICAR promotes PGC-1α-dependent mitochondria biogenesis^60^, as well as mitochondria transport and axon branching^29^. In mature neurons, it was reported that synaptic ATP depletion induces local AMPK activation and mitochondria capture at presynaptic boutons to restore energy homeostasis^9^. Furthermore, pharmacological activation of AMPK was reported to increase axon branching in dentate granule cells^29^. These observations, based on the use of non-selective AMPK activator AICAR or the promiscuous kinase inhibitor Compound-C (also known as Dorsomorphin), contradicting the fact that the genetic inactivation of *Ampk*, by knockout of the two catalytic isoforms (α1/α2)^10^ or the regulatory subunit ß1^61^ does not lead to apparent cortical development defects. Here, we demonstrate that AMPK is not required for axonal elongation and branching in cortical PNs in vitro and in vivo, suggesting that its functions might be restricted to more mature neurons. Rather, we observe that AICAR is equally potent at activating NUAK1. Although we did not demonstrate that AICAR (ZMP) acts directly on NUAK1, it is unlikely that its effects are mediated through an activation of the upstream kinase LKB1, since previous studies established that LKB1 is not altered in response to AICAR in mouse embryonic fibroblasts^35^ or rat skeletal muscles^62^. Notably, Compound-C and SBI-0206965, which are commonly used as AMPK inhibitors, are also potent inhibitors of NUAK1^63,64^. Thus, our work raises caution into interpreting the effects of non-selective AMPK activators or inhibitors in immature neurons, and suggests that some of the effects attributed to AMPK may instead be caused by NUAK1. Future studies are warranted to investigate the mechanism by which AICAR activates NUAK1 and screen for small-molecule NUAK1 selective activator.

We present evidence that NUAK1 regulates mitochondrial metabolism at least in part through the regulation the mitochondrial microprotein BRAWNIN. The discovery of numerous mitochondrial microproteins has contributed to deciphering the process of assembly and function of respiratory chain supercomplexes. Current literature has now demonstrated the importance of such proteins not only in mitochondrial function, but also in larger physiological processes such as unfolded protein response, activation of innate immunity and cardiac activity^65^. Furthermore, a DNA variant of the coding sequence of one such protein, SHMOOSE, has been associated with Alzheimer’s disease^66^ implicating this family of proteins in neurodegeneration. Despite the important advances in the field, data concerning the involvement of mitochondrion-located peptides in neurodevelopmental mechanisms remains scarce. Our study shows for the first time the crucial role of a mitochondrial microprotein (BRAWNIN) in the development of cerebral cortex and neural circuits. Furthermore, re-expression of BRAWNIN is sufficient to restore mitochondrial function and axon branching in NUAK1-deficient neurons, opening potential avenues for early therapeutic intervention in neurodevelopmental disorders by modulating the levels of mitochondrial microproteins^67^.

Finally, our work provides molecular insight into the mechanisms of metabolic regulation in developing neurons, opening perspective for future targeted therapeutics in neurodevelopmental disorders. Mounting evidence supports that altered mitochondrial metabolism is linked to an increased risk of various neurodevelopmental disorders including Autism Spectrum Disorders^68,69^. Mitochondrial proteins are over-represented in protein interaction network of ASD risk genes^70^. Mitochondrial defects can cause an increased ROS production, which has been linked to defects in cortical circuit formation^42^. The use of ROS scavenger can alleviate some of the anatomical and behavioral phenotypes in a mouse model of schizophrenia^71^. However, we did not observe any benefit of N-AC treatment in NUAK1-deficient neurons. On the contrary, the fact that L-Car rescued axonal branching in vitro and in vivo demonstrates the importance of mitochondrial metabolic function for cortical circuits development. Especially, L-Car has demonstrated some beneficial effects on axonal development and branching in sensory neurons^36^. Furthermore, L-Car has been shown to be neuroprotective in a wide variety of metabolic stresses^72,73^ and has clinical interest in the treatment of depression and anxiety^74,75^ by an upregulation of metabolic activity^75,76^. Our work provides further evidence that L-Carnitine might be of therapeutic interest in correcting mitochondrial dysfunction and metabolic imbalance during neurodevelopment.

## Methods

### Primary neuronal culture and Ex Vivo Cortical Electroporation

The electroporation of dorsal telencephalic progenitors was performed by injecting plasmid DNA (1–2 μg/μL of endotoxin-free plasmid DNA) plus 0.5% Fast Green (Sigma; 1:20 ratio) using a Picospritzer III microinjector (Harvard Apparatus) into the lateral ventricles of isolated E15.5 embryonic mouse heads. Electroporations were performed with gold-coated electrodes (GenePads 5 mm, BTX) using an ECM 830 electroporator (BTX) and the following parameters: five pulses of 100 milliseconds (ms), 150 ms interval, at 20 V. Immediately after electroporation, cortices were dissected in Hank’s buffered salt solution (HBSS) supplemented with HEPES (pH 7.4; 2.5 mM), CaCl_2_ (1 mM, Sigma), MgSO_4_ (1 mM, Sigma), NaHCO_3_ (4 mM, Sigma), and D-glucose (30 mM, Sigma), hereafter referred to as complete HBSS (cHBSS). Isolated cortices were dissociated in cHBSS containing papain (Worthington, 20 μ/mg at least) for 20 min at 37 °C. Cortices were washed once in cHBSS containing DNase I (2.5 mg/mL, Sigma), then 3 times in cHBSS before being dissociated. Cells were then plated at 125.10^3^ cells per 35 mm glass bottom dish (MatTek) coated with poly-D-lysine (0.1 mg/mL) and laminin (0.01 mg/mL) and cultured for 5–7 days in Neurobasal medium supplemented with B27 (1x), N2 (1x), Glutamax (2 mM), and penicillin (10 μ/mL)-streptomycin (0.1 mg/mL).

### In utero cortical electroporation

In Utero Cortical Electroporation were performed at E15.5 as described in^30^. A mix containing 1 μg/μl endotoxin-free plasmid DNA plus 0.5% Fast Green (Sigma; 1:20 ratio) was injected into one lateral hemisphere. Electroporation was performed using an ECM 830 electroporator (BTX) using four pulses of 45 V with 500 msinterval to target cortical progenitors. Animals were sacrificed at Postnatal day 21 by terminal perfusion of 4% paraformaldehyde (PFA, Electron Microscopy Sciences) followed by overnight post- fixation in 4% PFA.

### Immunohistochemistry

75 µm thick sections were performed using a Leica VT1000S vibratome. Slices were permeabilized for 30 min in Permeabilization Buffer (PB, PBS 1x, BSA 0.5%, Triton X-100 0.1%), then incubated overnight with primary antibodies (polyclonal chicken anti-GFP, Rockland) diluted at 1:2000 in PB. The following day, we performed 3 washes in PBS 1X, then incubated slices in secondary antibody-containing PB (polyclonal goat anti-chicken antibody, Alexa 488, 1:2000, Life technology). Nuclear DNA was stained using Hoechst 33258 (1:5000, Pierce).

### Cell lines, culture conditions, transfections, and drug treatments

Unless indicated otherwise, drugs were from Sigma-Aldrich and diluted in water. For in vitro rescue experiments, neurons were treated at 2 DIV with either Acetyl-L-Carnitine (1 mM), Vitamin K2 (Menaquinone K4) (1 µM in ethanol), Vitamin K2 (Menaquinone K3) (1 µM in ethanol), N-Acetyl-L-Cystein (1 mM).

For measurements of mitochondrial Inner Membrane potential, neurons were pre-incubated in cHBSS for 30 min at 37 °C, then incubated in cHBSS containing 20 nM of TMRE for 30 min at 37 °C. Medium was replaced by cHBSS containing 5 nM of TMRE immediately before live-imaging. FCCP (2 µM) was added after 5 min of imaging.

Human HeLa (ATCC CRL-1772) and HEK293T (ATCC CRL-3216) cells were grown at 37 °C under 5% CO2 in DMEM supplemented with 10% FBS. HeLa cell transfections were performed with pEGFP-Flag-mNUAK1 and pCIG2-mLKB1 using JetPrime-Polyplus reagent according to the manufacturer’s instructions. Cells were used for experiments 48 h after transfection. AICAR and c-991 were used at a final concentration of 1 mM and 10 mM respectively for 1 h. HEK293T cells were transfected with a control pLKO.1 vector or pLKO shRNA1 and shRNA2 against mouse *Brawnin* and pCAG-mBRAWNIN-V5tag. Cells were lysed 72 h after transfection.

### Image acquisition and analyses

Confocal images were acquired in 1024 × 1024 mode with a Nikon Ti-E microscope equipped with the C2 laser scanning confocal microscope. Time-lapse images were acquired in 1024 × 1024 mode using a CMOS ORCA-Flash 4.0 Camera (Hamamatsu). Microscope control and image analysis was performed using the Nikon software NIS-Elements (Nikon). We used the following objective lenses (Nikon): 10x PlanApo; NA 0.45, 20x PlanApo VC; NA 0.75, 60x Apo; NA 1.4. When live-cell imaging was carried out, the temperature was maintained at 37 °C and CO2 at 5% v/v in a humidified atmosphere. Live-cell imaging was performed in cHBSS. For live imaging of mitochondria, we detected 45 events of spontaneous branch formation over 24 neurons and quantified mitochondria localization at branchpoints and within branches, as well as axonal branch length and lifetime.

For axonal morphogenesis experiments, we performed large field acquisition of neuronal cultures (typically a 4 × 4 tiling scan using a 20x objective). All neurons on the reconstituted image were quantified and axon length was measured with the Nikon NIS Elements software. Axons shorter than 80 µm were not counted. To make figures, representative neurons were isolated from the rest of the image using ImageJ. Contrast was enhanced and background (autofluorescence of no transfected neurons in culture) removed for better illustration of axons morphology. Kymographs were created with NIS-Elements.

To assess putative defects in terminal axon branching in vivo, we measured GFP fluorescence intensity and normalized to GFP fluorescence intensity in the axons of the WM, which is correlated to electroporation efficiency. On the ipsilateral side, 5 ROIs were drawn in the axonal plexus on layer 5 using NIS-Elements. The same ROIs were then duplicated and placed in the corpus callosum (for normalization), and in the thalamus (background fluorescence). Signal was defined as (Average (layer 5) – Average (background)) / (Average (corpus callosum) – Average (background)).

On the contralateral side, we measured the signal intensity along a line from the ventricular zone to the pial surface using the profile plot function of ImageJ (width: 64 pixels on each side of the line). We used an excel spreadsheet to perform background subtraction and binning of data along the ventricular zone to pial axis (from 0 to 100%). Data was normalized by the quantity of signal in the white matter, which indicates the quantity of axons reaching the contralateral cortex. Briefly, the excel spreadsheet determined the maximum signal intensity value in the 0–20% bins (corresponding to the white matter), and this value was considered as 100%. Using this method, we could ensure that our macro detected changes in the branching pattern, regardless of the quantity of axons reaching the contralateral hemisphere.

### Statistical analyses

Statistical analyses were performed using Prism (GraphPad). Statistical tests and number of replicates are indicated in figure legends. Quantifications were performed blind to genotype.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Movie 1

Reporting Summary

### Source data

Source Data

## Data Availability

Data used to generate all quantification results presented in the figures of this manuscript are available upon reasonable request to the corresponding author. Source data are provided with this paper as a Source Data file. Transcriptomic data presented in Figs. 6, 7 and Supplementary Fig. 8 has been deposited on GEO. - RNAseq data (“in vitro”) can be accessed on GEO with accession code GSE227203 - RNAseq data (“in vivo”) can be accessed on GEO with accession code GSE226698. Source data are provided with this paper.

# Supplementary material for: The AMPK-related kinase NUAK1 controls cortical axons branching by locally modulating mitochondrial metabolic functions
**Source:** Nat Commun. 2024 Mar 21;15:2487. doi: 10.1038/s41467-024-46146-6
**Supplement:** Supplementary file 1 — Supplementary Information

# **The AMPK-related kinase NUAK1 controls cortical axons branching by locally modulating mitochondrial metabolic functions**

Marine Lanfranchi, Sozerko Yandiev, Géraldine Meyer-Dilhet, Salma Ellouze, Martijn Kerkhofs, Raphael Dos Reis, Audrey Garcia, Camille Blondet, Alizée Amar, Anita Kneppers, Hélène Polveche, Damien Plassard, Marc Foretz, Benoit Viollet, Kei Sakamoto, Rémi Mounier, Cyril F Bourgeois, Olivier Raineteau, Evelyne Goillot and Julien Curchet

## **Supplementary material**

## SUPPLEMENTARY FIGURES

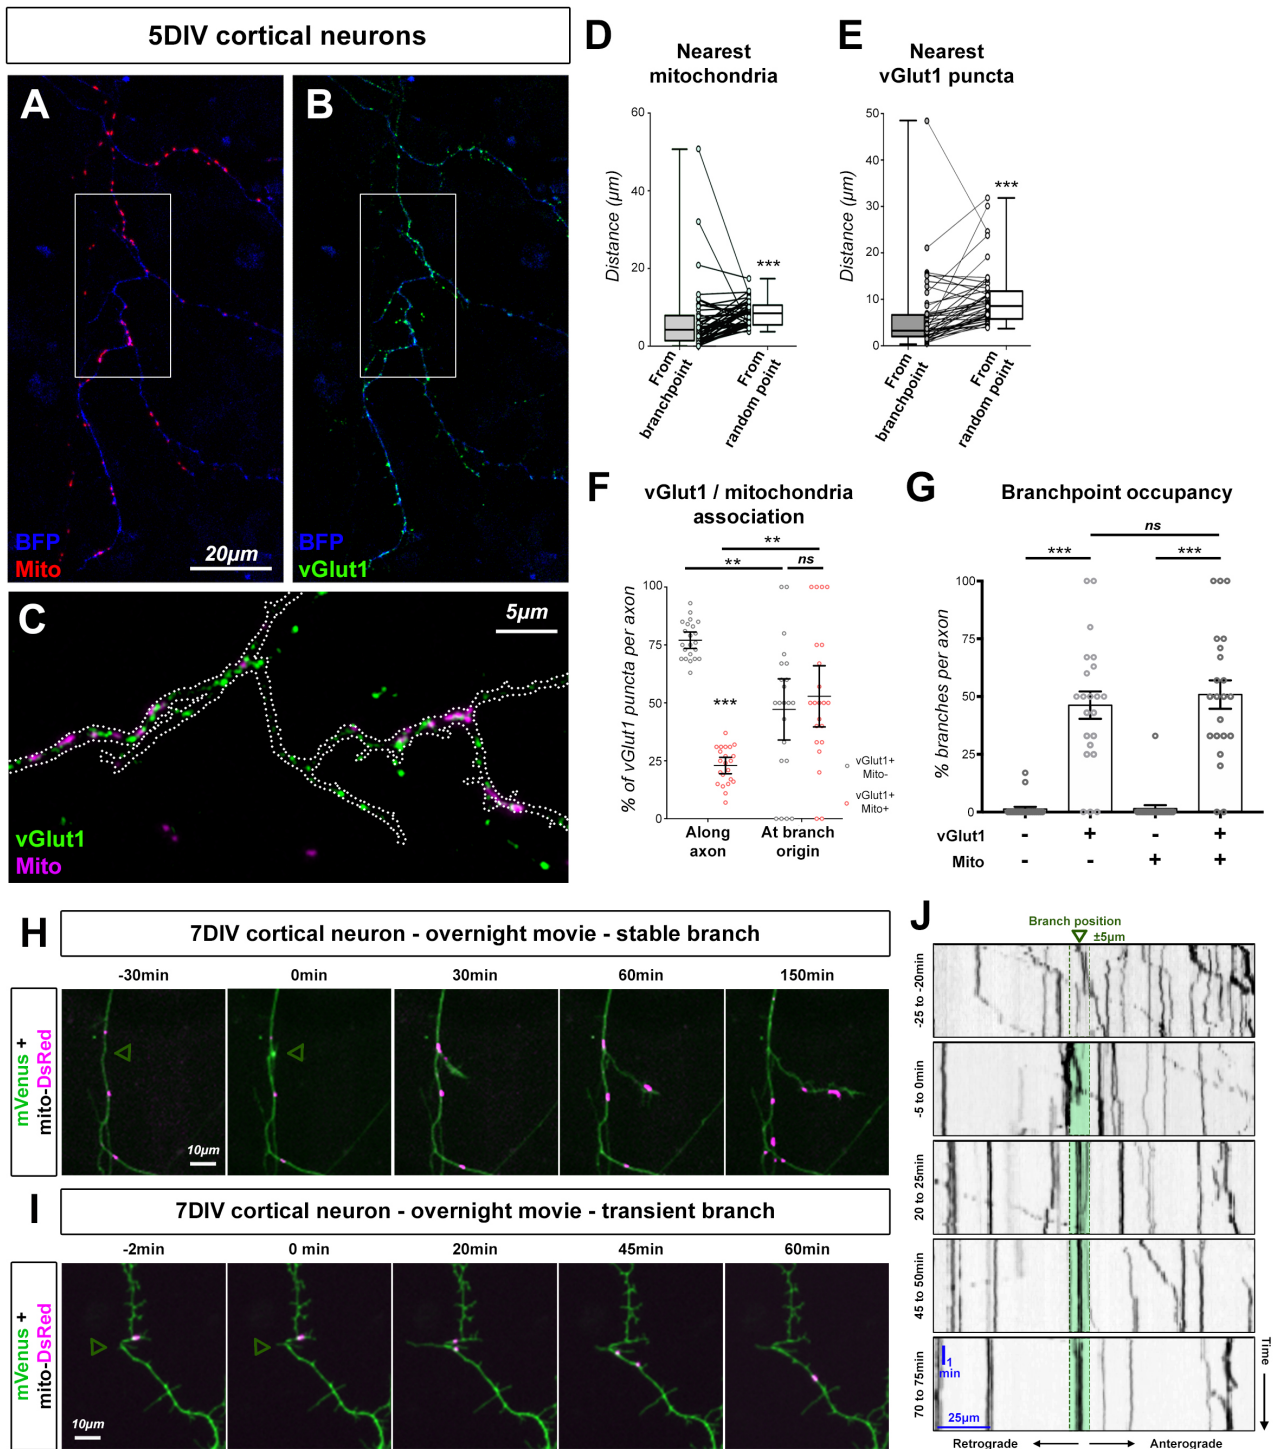

**Supplementary Figure 1 (related to Figure 1): dynamic correlation between presynaptic vesicle and mitochondria positioning and branch formation**

(A-B) Representative images of a 5DIV cortical neuron following expression of the mitochondrial marker mito-DsRed (A) or the presynaptic marker vGlut1-GFP (B). BFP was used to visualize neuronal morphology. Magnification of a segment of axon (C) shows vGlut1-GFP and mito-DsRed localization respective to branch origin (white dotted line).

(D-E) Observed minimal distance from a branchpoint compared to average distance from a random point along the axon, relative to the nearest mitochondrion (D) or synaptic puncta (E). Box-plot: 75<sup>th</sup> percentile, median and

25<sup>th</sup> percentile. Individual dots represent the average for one axon. Statistical tests: Wilcoxon matched-pairs ranked test.  $N_{(\text{mito})}=46$ ,  $N_{(\text{vGlut1})}=48$  out of 3 independent neuronal cultures.

(F) Proportion of vGlut1 puncta devoid (grey) or associated to (red) mitochondria along the axon, and at branchpoints. Data: median  $\pm$  95% CI. Statistical tests: two-way ANOVA with Bonferroni's multiple comparison test. N=22 axons out of 2 independent experiments.

(G) Quantification of branchpoint occupancy by either vGlut1+ puncta, mitochondria, or vGlut1+ puncta and mitochondria. Each point represents the value (%) for a given axon. Data: average  $\pm$  SEM. Statistical tests: Repeated measures ANOVA with Dunnett's multiple comparison test. N=22 axons out of 2 independent experiments.

(H-I) Examples of axons at 7DIV showing the distribution of mitochondria (magenta) before and after branch formation. Future branch position is indicated by a green arrowhead. Note the absence of mitochondria at the site of branch emergence prior to branch formation. mVenus was used as a space filler. (H) Stable branch typically recruited mitochondria at their origin and rapidly had mitochondria entering the branch. Eventually in some instances we could observe the pool of mitochondria at the branch origin moving into the branch. (I) On the contrary transient (unstable) branches failed to recruit and stabilize mitochondria at their origin.

(J) Kymographs of axonal mitochondria centered around branch position (green arrowhead) from axon in (Fig. 1C).

ns: not significant, \*:  $P \leq 0.05$ , \*\*:  $P \leq 0.01$ , \*\*\*:  $P \leq 0.001$ . Source data are provided as a Source Data file.

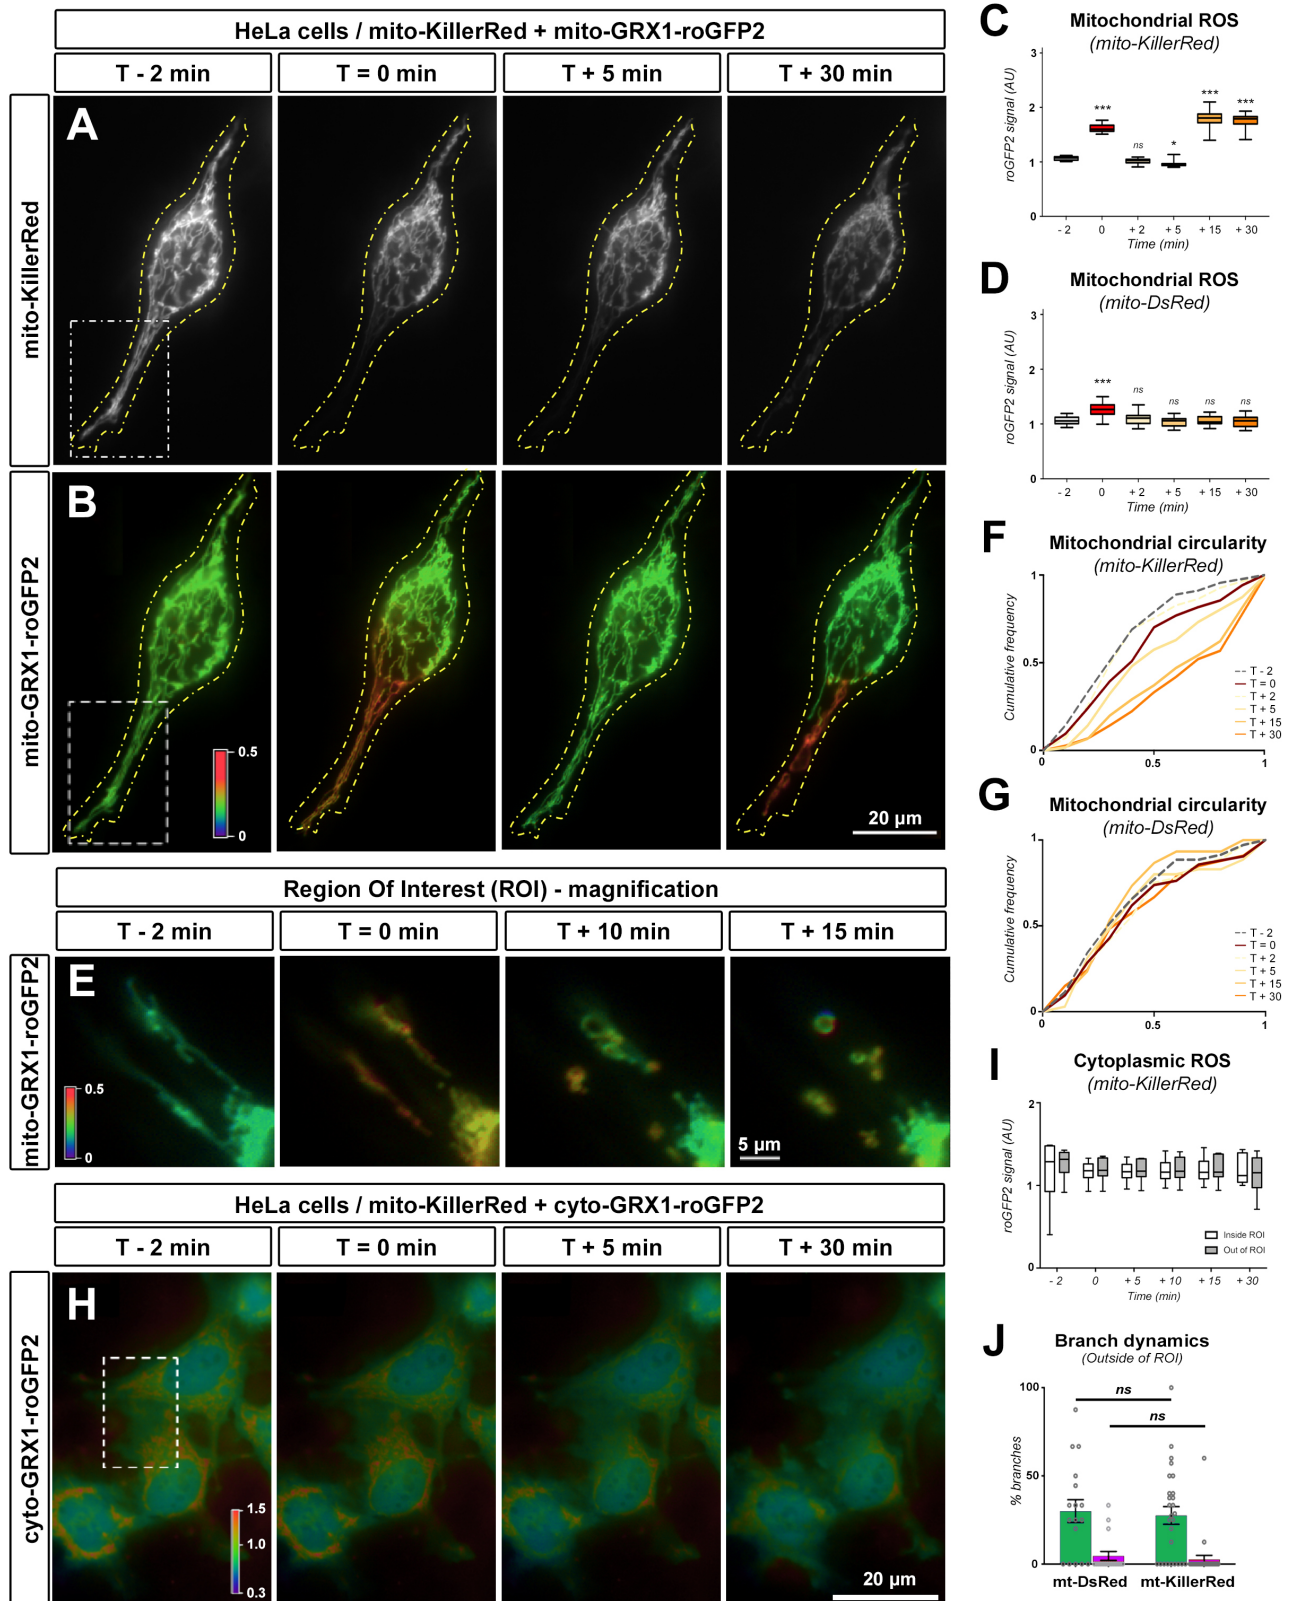

**Supplementary Figure 2 (related to figure 1): spatial and temporal validation of mitochondria photoinactivation using KillerRed**

(A-B) Example of a HeLa cell expressing mt-KR (A) and mito-GRX1-roGFP2 (B) before and after photoinactivation of mitochondria in the ROI (white box). Laser intensity 100%, 30 seconds. Cell boundary

indicated in yellow. mito-GRX1-roGFP2 is displayed as a fluorescence ratio between 405 and 488 illumination using a Rainbow LUT (Red: high ratio, oxidized. Blue: low ratio, reduced).

(C-D) Quantification of mitochondrial ROS accumulation (roGFP2 fluorescence ratio 405:488, normalized to T:-3 min, higher means more oxidized) at given time-points before, during and after CALI. Laser intensity 100%, 30 seconds. HeLa cells were co-transfected with mito-GRX1-roGFP2 and either mt-KR or the control mito-DsRed, as indicated. Box-plot: 75<sup>th</sup> percentile, median and 25<sup>th</sup> percentile. Analysis: Repeated measures ANOVA with Dunnett's multiple comparison test. N<sub>mt-KR</sub>=11 cells, N<sub>mt-DsRed</sub>=29 cells.

(E) Magnification of the ROI of a HeLa cell before and after CALI showing mitochondria fragmentation and rounding.

(F-G) Mitochondria circularity was measured in the ROI before and after CALI in HeLa cells. Graphs show the cumulative circularity of mitochondria in cells expressing mt-KR (F) or mt-DsRed (G). N<sub>mt-KR</sub>=9 cells. N<sub>mt-DsRed</sub>=9 cells. Values of individual mitochondria N<sub>mt-KR</sub> 90 to 150 individual mitochondria. N<sub>mt-DsRed</sub> 30 to 40 individual mitochondria

(H) Representative image of HeLa cells co-transfected with mt-KR and cyto-GRX1-roGFP2. roGFP2 signal is displayed as a fluorescence ratio between 405 and 488 illumination using a Rainbow LUT (Red: high ratio, oxidized. Blue: low ratio, reduced). CALI was performed in the indicated ROI (white box). Laser intensity 100%, 30 seconds.

(I) Quantification of cytoplasmic ROS accumulation by measuring cyto-GRX1-roGFP2 signal inside and out of the ROI showed no significant leakage of ROS in the cytoplasm of cells following photostimulation of mitochondria-targeted KillerRed. Box-plot: 75<sup>th</sup> percentile, median and 25<sup>th</sup> percentile. N<sub>mt-KR</sub>=7 cells. N<sub>mt-DsRed</sub>=7 cells.

(J) Comparison of the percentage of growing/new branches (green) and retracting branches (magenta) out of the ROI in neurons electroporated with mito-DsRed or mito-KillerRed. Branch dynamics was observed over 12 hours. Data: average  $\pm$  SEM. Analysis: two-way ANOVA with Bonferroni's multiple comparison test. N<sub>DsRed</sub>=17 axons, N<sub>KillerRed</sub>=27 axons out of 4 independent experiments.

ns: not significant, \*:  $P \leq 0.05$ , \*\*:  $P \leq 0.01$ , \*\*\*:  $P \leq 0.001$ . Source data are provided as a Source Data file.

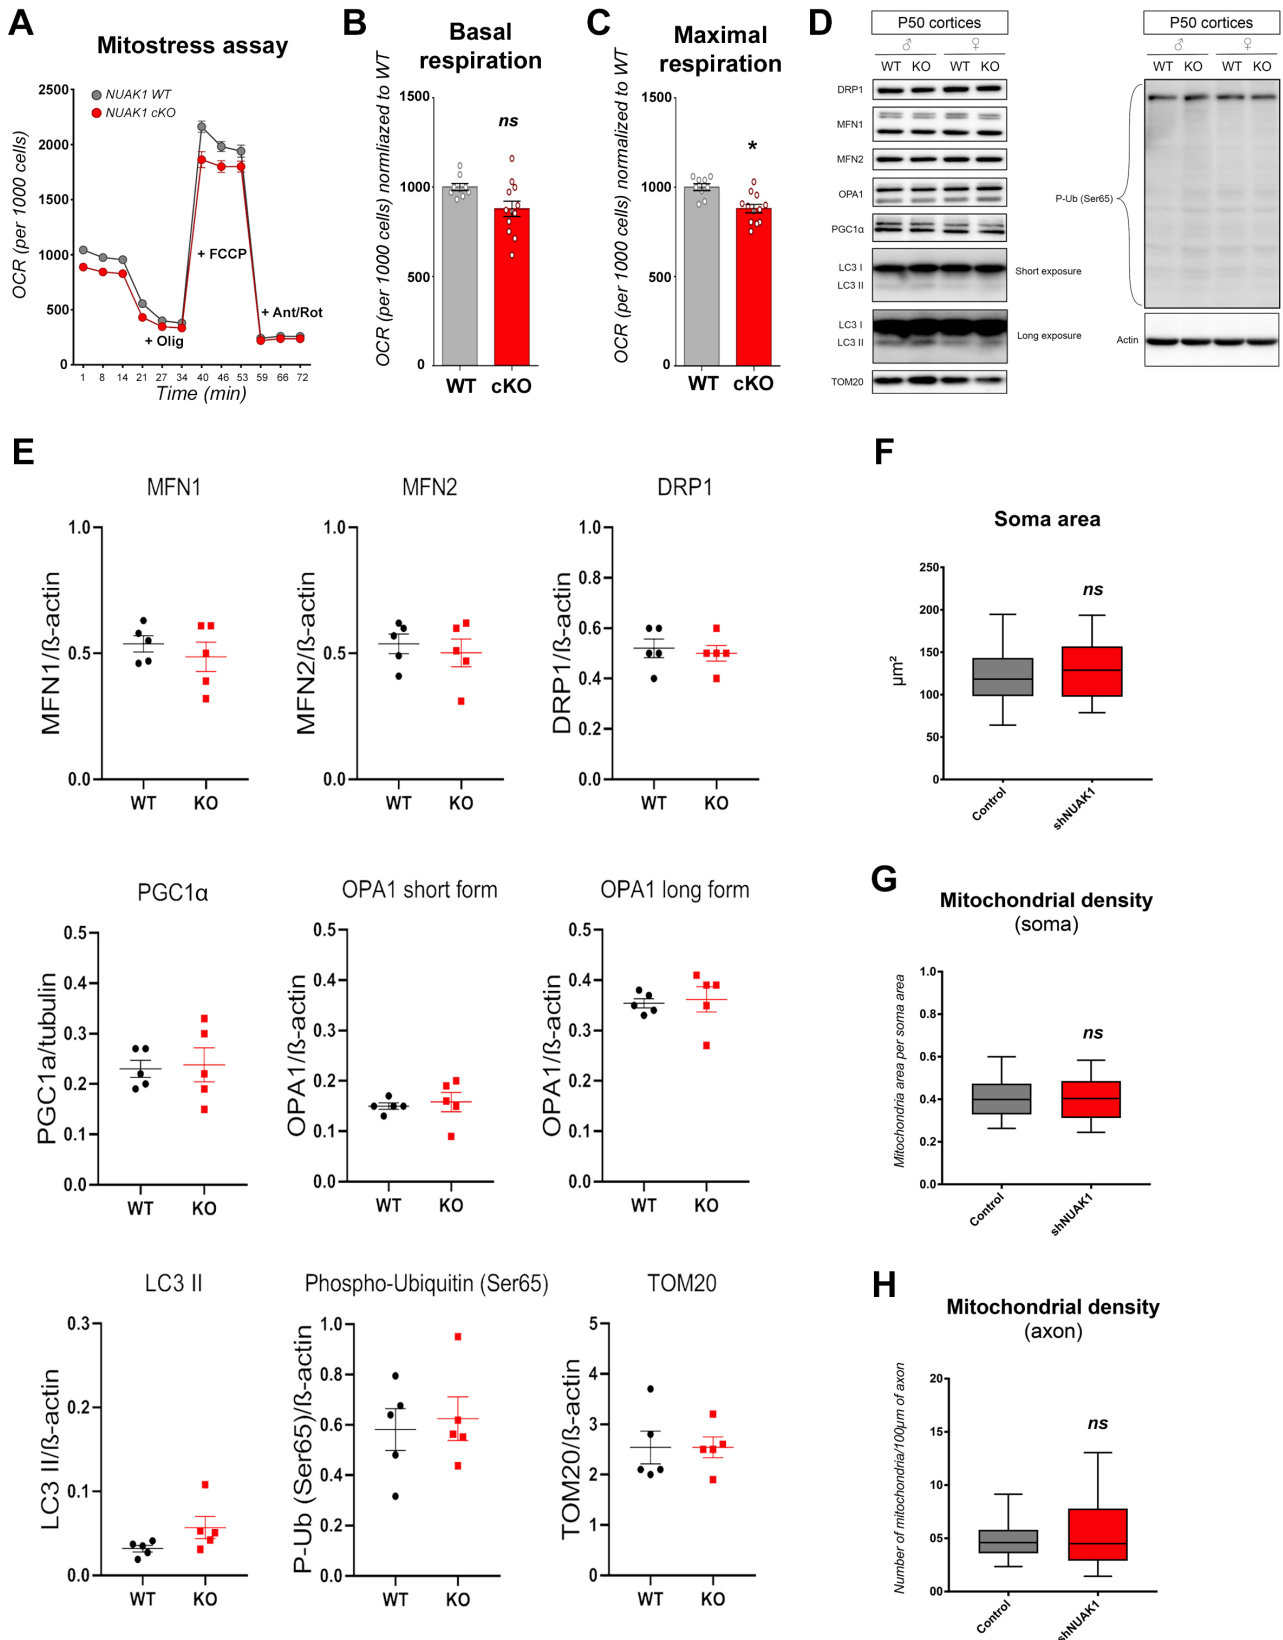

**Supplementary Figure 3 (related to figure 3): mitochondrial phenotypes in cortices of NUAK1 cKO mice**

(A) Measurement of oxygen consumption rate in 5DIV neuronal cultures from  $Nex^{+/+};NUAK1^{F/F}$  (WT) or  $Nex^{CRE/+};NUAK1^{F/F}$  (cKO) embryos. OCR values are normalised to cell number. Basal and maximal respiration values are represented in (B) and (C) respectively.  $N_{WT}=9$ ,  $N_{cKO}=12$  out of 4 independent experiments. Statistical test: Kruskal-Wallis test with Dunn's post-test. Data: average + SEM.

(D) Representative images of Western blots of protein extracts from Nex<sup>+/+</sup>;NUAK1<sup>F/F</sup> (WT) or Nex<sup>CRE/+</sup>;NUAK1<sup>F/F</sup> (cKO) mouse cortices at P50. (E) Quantifications of Western blots shown in D normalized to beta-actin or tubulin. Data: average + SEM. N<sub>WT</sub>=5. N<sub>cKO</sub>=5. Statistical test: Two-tailed Mann-Whitney. Original (uncropped) blots are provided in **Supplementary figure 10**.

(F-H) Quantifications of neuronal soma surface area (F), total surface area of somatic mitochondria (G), and density of axonal mitochondria (H) in WT and KO neurons. (F-G) N<sub>Control</sub>=42, N<sub>shNUAK1</sub>=37 out of 3 independent experiments. (H) N<sub>Control</sub>=49, N<sub>shNUAK1</sub>=57 out of 3 independent experiments. Statistical test: Two-tailed Mann-Whitney. Data: average + SEM.

ns: not significant, \*: P ≤ 0.05, \*\*: P ≤ 0.01, \*\*\*: P ≤ 0.001. Source data are provided as a Source Data file.

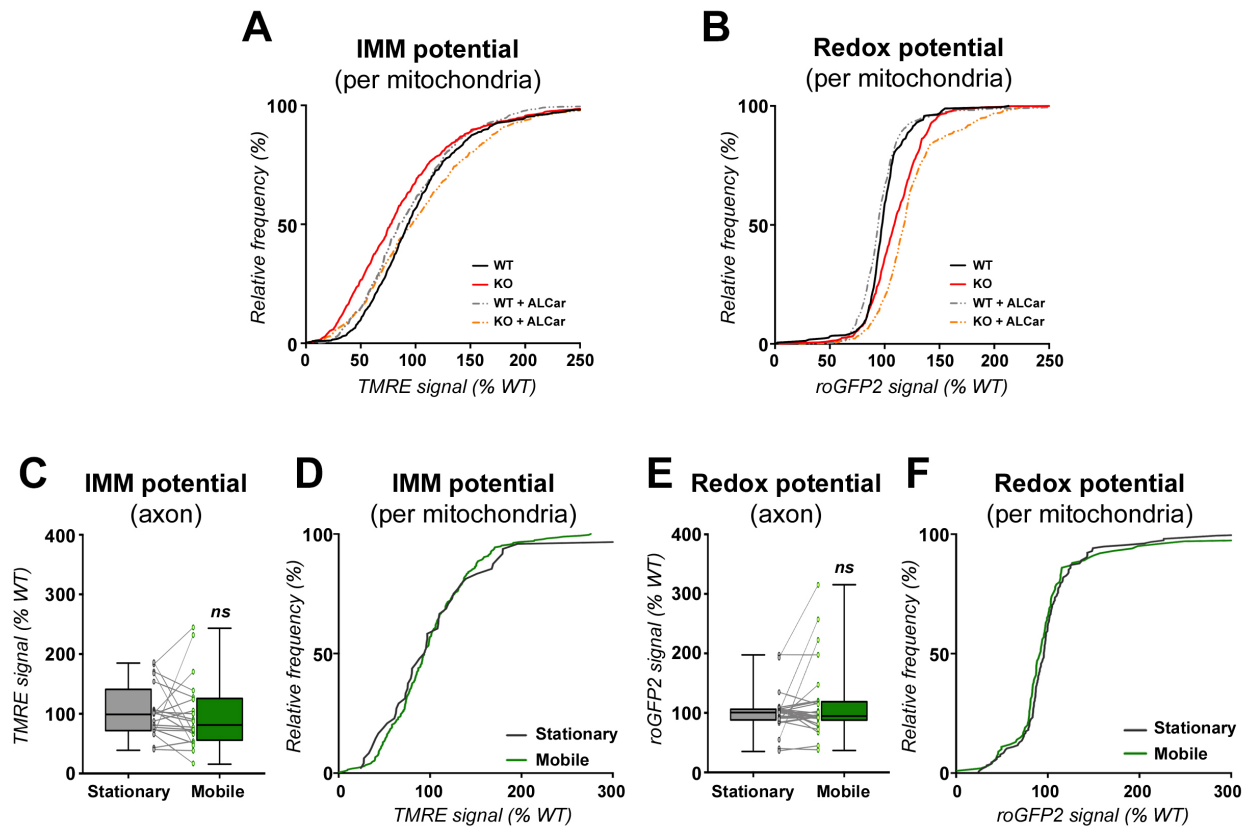

#### Supplementary Figure 4 (related to figure 3): mitochondrial membrane potential and redox potential are not correlated with mitochondrial motility

(A-B) Frequency distribution of individual mitochondria in the axon of NUAK1<sup>F/F</sup> neurons in conditions from Figure 5D-E. Plot of mitochondrial membrane potential ( $\Delta\Psi$ m) (A) or redox potential (GRX1-roGFP2) (B).

(C-F) Effect of mitochondrial motility on IMM and redox potential in Wild-Type neurons. Time-lapse imaging was performed to sort out mobile (>5 $\mu$ m displacement) or stationary mitochondria. (C, E) Graphs represent the average values for axonal mitochondria in a given axon. Box-plot: 75<sup>th</sup> percentile, median and 25<sup>th</sup> percentile. Individual dots represent average (per axon). Statistical tests: Wilcoxon matched-pairs ranked test. N<sub>(TMRE)</sub>=20, N<sub>(roGFP2)</sub>=26 individual neurons of 5 independent neuronal cultures. (D, F) Frequency distribution of individual mitochondria in the axon.

ns: not significant, \*: P ≤ 0.05, \*\*: P ≤ 0.01, \*\*\*: P ≤ 0.001. Source data are provided as a Source Data file.

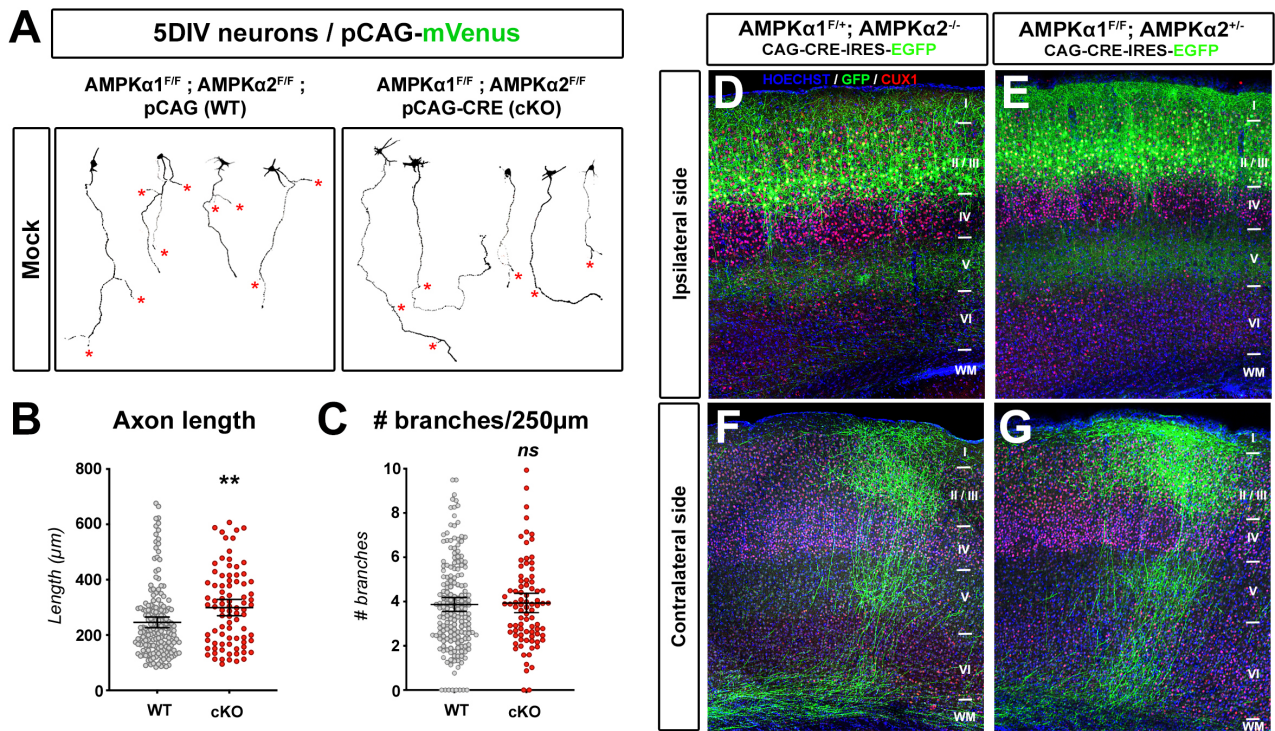

**Supplementary Figure 5 (related to figure 4): reduction in AMPK activity does not impact cortical axon branching**

(A) Representative images of cortical neurons from  $AMPK\alpha1^{F/F};AMPK\alpha2^{F/F}$  embryos and electroporated with either a control, empty vector (left) or a plasmid encoding CRE (right). Neuron morphology was achieved by expressing the green fluorescent protein mVenus. Red stars indicate collateral branches.

(B and C) Quantification of axonal length (B) and collateral branches (C) of neurons at DIV5 under the indicated conditions. Data: averages + 95 % CI. Statistical test: Mann-Whitney test.  $N_{(WT)}=174$ ,  $N_{(cKO)}=85$  individual neurons of 2 independent neuronal cultures.

(D-G) Representative images of coronal sections following *in utero* electroporation of CRE coding plasmid. Embryos were obtained from crosses between mice carrying a conditional allele for  $AMPK\alpha1$  (F/+) and a constitutive allele for  $AMPK\alpha2$  (+/-). These crosses enabled us to obtain animals in which the expression of AMPK was greatly reduced ( $AMPK\alpha1^{F/F};AMPK\alpha2^{+/-}$  or  $AMPK\alpha1^{F/+};AMPK\alpha2^{-/-}$ ). mVenus expression was used to visualize electroporated neurons. Immunohistochemistry with CUX1 (red) indicates superficial cortical layers. There was no effect of a reduction of AMPK activity on neurogenesis, neuron migration and ipsilateral axon branching (D; E) nor on terminal axon branching on the contralateral side (F; G).

ns: not significant, \*:  $P \leq 0.05$ , \*\*:  $P \leq 0.01$ , \*\*\*:  $P \leq 0.001$ . Source data are provided as a Source Data file.

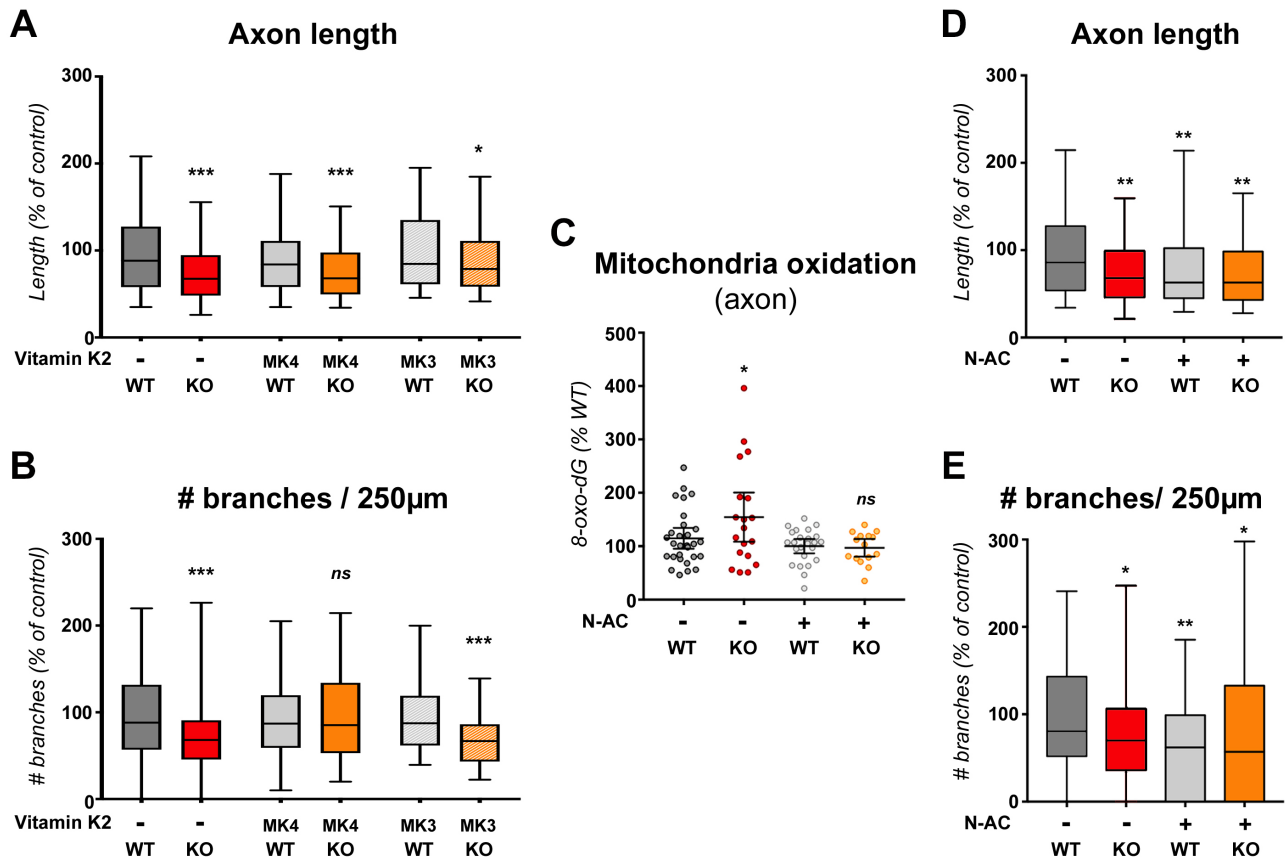

**Supplementary Figure 6 (related to figure 5): differential effects of VK2 and N-AC on axon development**

(A-B) Quantification of axon length and collateral branches of 5DIV neurons upon treatment with either Menaquinone-4 (MK4) (1µM), the active form of Vitamin K2, or the inactive for Menaquinone-3 (MK3) (1µM) from DIV2 to DIV5. Box-plot: 75<sup>th</sup> percentile, median and 25<sup>th</sup> percentile. Statistical tests: Kruskal-Wallis test with Dunn's post-test (each KO condition compared to the corresponding WT condition).  $N_{(WT)}=290$ ,  $N_{(KO)}=164$ ,  $N_{(WT+MK4)}=239$ ,  $N_{(KO+MK4)}=147$ ,  $N_{(WT+MK3)}=79$ ,  $N_{(KO+MK3)}=76$  out of 2 independent experiments.

(C) Measurement of mitochondrial DNA oxidation by immunostaining with 8-hydroxy-2-deoxyGuanosine (8-oxo-dG) antibody. Fixed neuronal cultures at 5DIV were stained with 8-oxo-dG and neuronal fluorescence was measured as a readout of oxidative stress. For each field imaged, electroporated neurons (GFP positive) signal was normalized to non-electroporated neurons to account for variations in signal to noise. Data: average  $\pm$  95% CI. Statistical tests: Kruskal-Wallis test with Dunn's post-test (each KO condition compared to the corresponding WT condition).  $N_{(WT)}=29$ ,  $N_{(KO)}=19$ ,  $N_{(WT+N-AC)}=24$ ,  $N_{(KO+N-AC)}=15$  out of 12 independent fields (2 independent cultures).

(D-E) Quantification of axon length and collateral branches of 5DIV neurons treated with N-AcetylCysteine (N-AC) (1mM) from DIV2 to DIV5. Box-plot: 75<sup>th</sup> percentile, median and 25<sup>th</sup> percentile. Statistical tests: Kruskal-Wallis test with Dunn's post-test (each condition compared to untreated WT condition). WT and KO conditions are the same as (A-B).  $N_{(WT)}=202$ ,  $N_{(KO)}=83$ ,  $N_{(WT+N-AC)}=168$ ,  $N_{(KO+N-AC)}=68$  out of 2 independent experiments. ns: not significant, \*:  $P \leq 0.05$ , \*\*:  $P \leq 0.01$ , \*\*\*:  $P \leq 0.001$ . Source data are provided as a Source Data file.

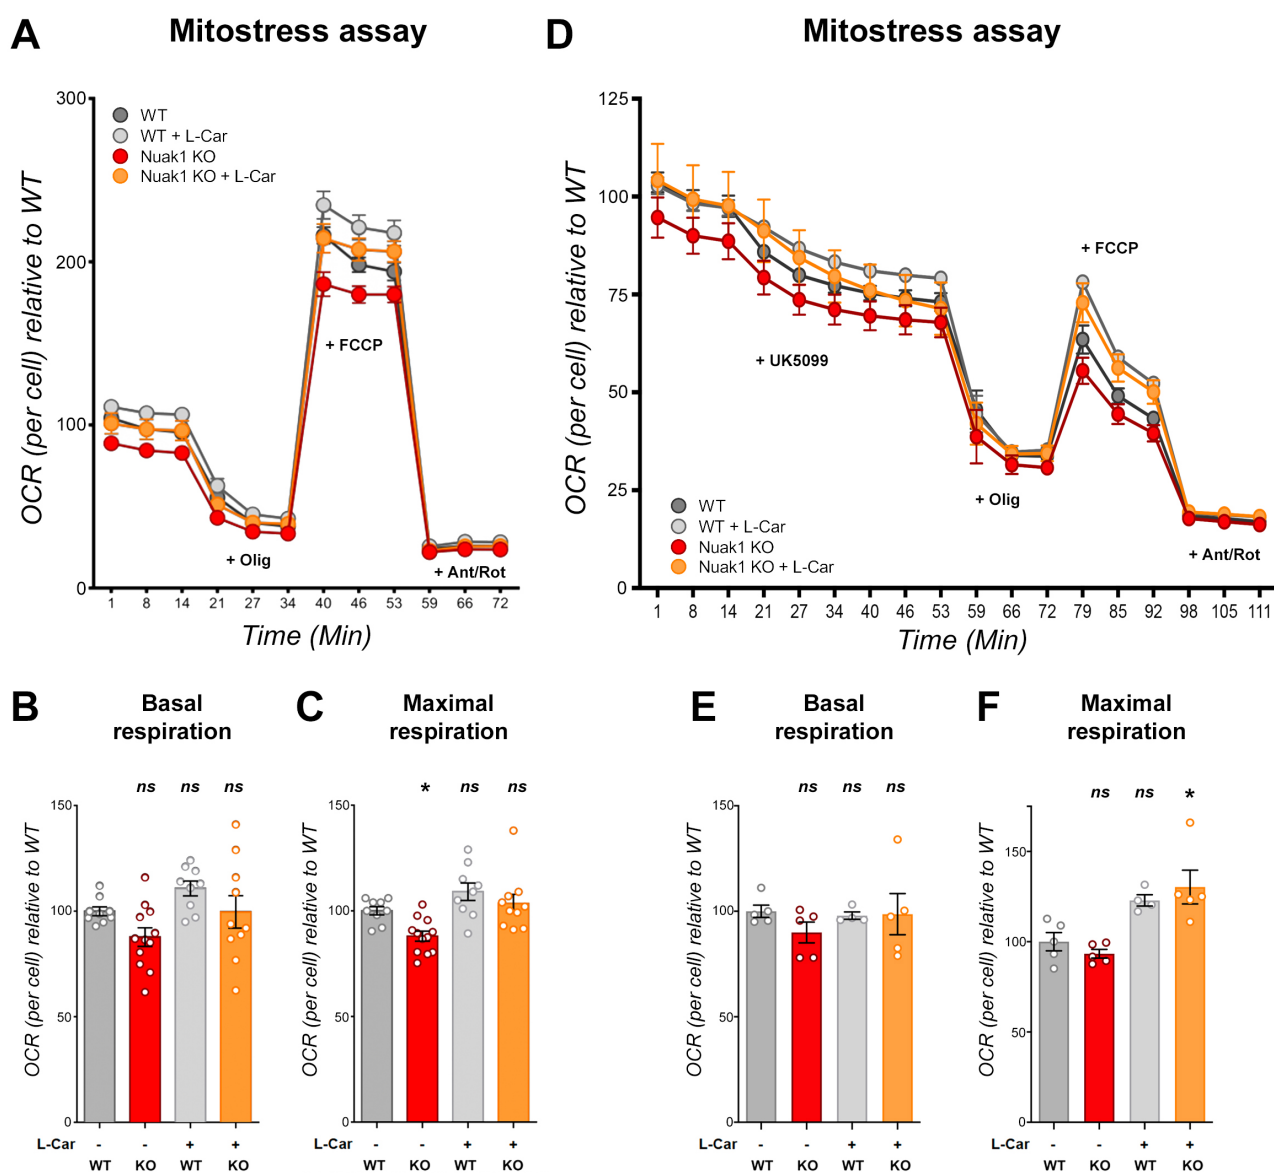

**Supplementary Figure 7 (related to figure 5): L-Car treatment rescues mitochondrial respiration in NUA1 cKO neurons**

(A) Measurement of oxygen consumption rate in 5DIV WT or NUA1 KO cortical neurons treated with L-Carnitine (1mM) (A). OCR values are normalised to cell number. Basal and maximal respiration values are represented in (B) and (C) respectively.  $N_{WT}=9$ ,  $N_{KO}=12$ ,  $N_{WT+L-Car}=9$ ,  $N_{KO+L-Car}=10$  out of 4 independent experiments. Statistical test: Kruskal-Wallis test with Dunn's post-test. Data: average + SEM.

(D) Measurement of oxygen consumption rate in 5DIV WT or NUA1 KO cortical neurons treated with L-Carnitine (1mM) upon inhibition of pyruvate import inside mitochondria with UK5099. OCR values are normalized to cell number. Basal and maximal respiration values are represented in (E) and (F) respectively.  $N_{WT}=5$ ,  $N_{KO}=5$ ,  $N_{WT+L-Car}=4$ ,  $N_{KO+L-Car}=5$  out of 2 independent experiments. Statistical test: Kruskal-Wallis test with Dunn's post-test. Data: average + SEM.

ns: not significant, \*:  $P \leq 0.05$ , \*\*:  $P \leq 0.01$ , \*\*\*:  $P \leq 0.001$ . Source data are provided as a Source Data file.

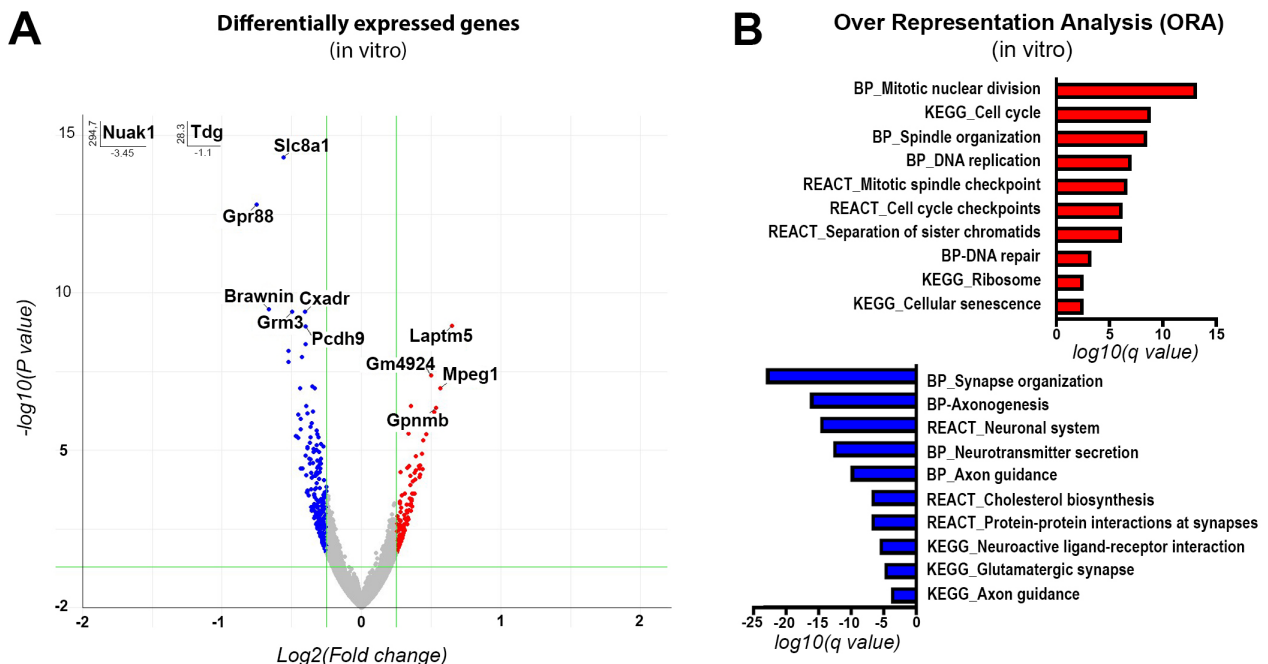

**Supplementary Figure 8 (related to figure 6): Gene expression analysis of *Nuak1* knockout in cortical neurons**

(A) Volcano plot showing the differentially expressed genes (DEG) between *Nuak1* KO and WT E15.5 cortical neurons following isolation and culturing 5 days in vitro. Significant DEGs ( $\log_2\text{FC} > 0.25$ ,  $p \text{ value} < 0.05$ ) appear in red (upregulated) or in blue (downregulated). Gene names appear for selected genes in *NUAK1* KO vs WT mice. See table 1 for complete gene list.

(B) Bar plots representing selected over-represented GO BP, KEGG or Reactome categories, associated to transcripts upregulated (red) or downregulated (blue) in cultured *Nuak1* KO vs WT neurons.

See also **Supplementary data 1-2**

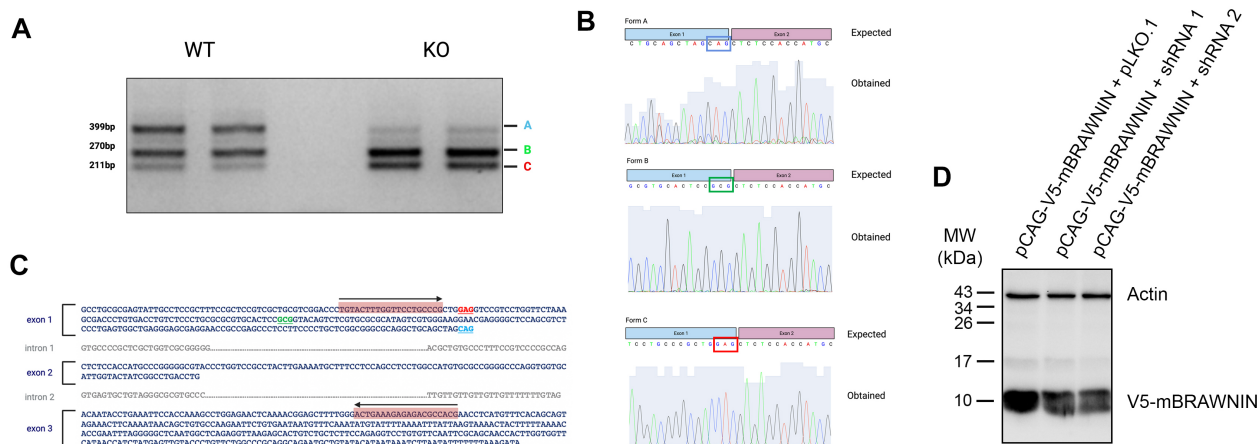

### Supplementary Figure 9 (related to figure 6): Sequence confirmation of alternative splicing isoforms of mouse *Brawnin*

(A) Typical agarose gel following the amplification of *Brawnin* by PCR. PCR was done on total mRNA extracts samples following reverse transcription, from WT and NUAK1 KO 5DIV neurons. Each lane represents a separate culture. The three isoforms indicated with the predicted size were isolated and purified from the gel and sent for sequencing.

(B) Sequencing results for exon 1 – exon 2 junction sites for each *Brawnin* isoform isolated from an agarose gel. Sequences obtained were compared to and matched to the publicly available (Ensembl) sequences of *Brawnin*.

(C) Representation of exons (in blue) and introns (in grey) composing the mouse *Brawnin* DNA sequence. Three predicted alternative splicing donor sites are situated in the first exon and are highlighted in blue (form A), green (form B) and red (form C). These sites match with the exon-exon junction sites identified after sequencing. Primers used to amplify the fragments are highlighted in pink.

(D) Validation of shRNA plasmids targeting mouse *Brawnin*. V5-tagged mouse *Brawnin* was expressed in HEK293T cells together with a control vector (pLKO.1) or two distinct shRNAs targeting *Brawnin*. Western blot with the indicated antibodies validating shRNA potency at decreasing BRAWNIN expression.

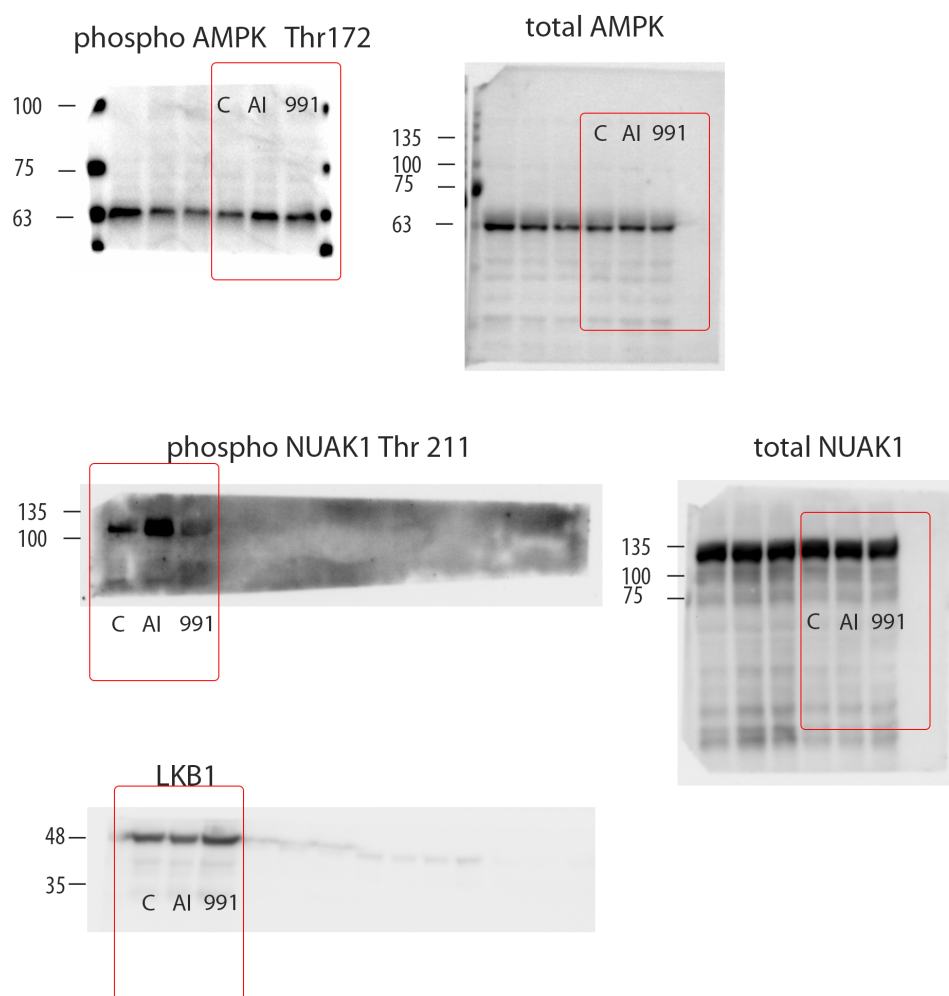

**Supplementary Figure 10 (related to figure 4): uncropped Western blots used in this article (1/2)**

Western-blots were imaged using the ChemiDoc Touch imager (Bio-Rad). Images were cropped and size was adjusted for making panel G in Figure 4. Contrast was not altered. Luminosity was adjusted for phospho NUA1 Thr211 blot. C: control; AI: AICAR and 991 compound.

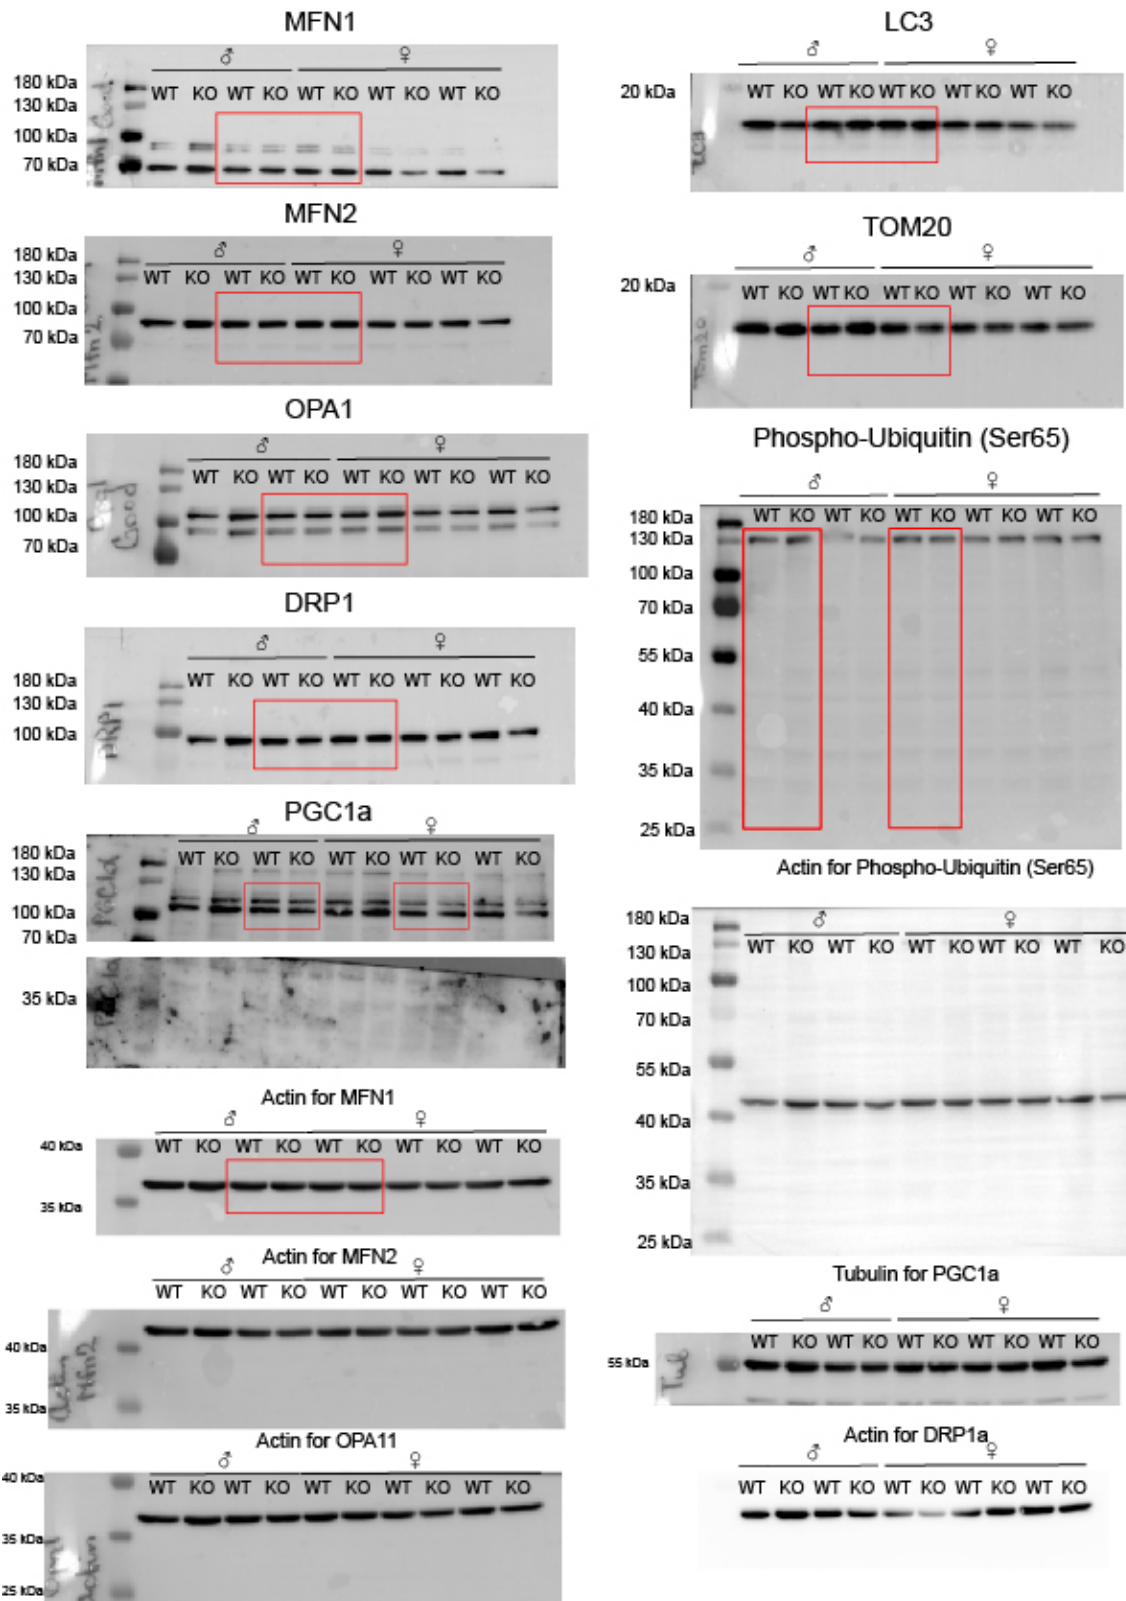

**Supplementary Figure 10 (related to Supplementary Figure 3): uncropped Western blots used in this article (2/2)**

Western-blots were imaged using the ChemiDoc Touch imager (Bio-Rad). Images were cropped and size was adjusted for making panel D in Supplementary Figure 3. Contrast and luminosity were not altered. WT and KO refer to  $Nex^{+/+};NUAK1^{F/F}$  and  $Nex^{CRE/+};NUAK1^{F/F}$  animals, respectively.

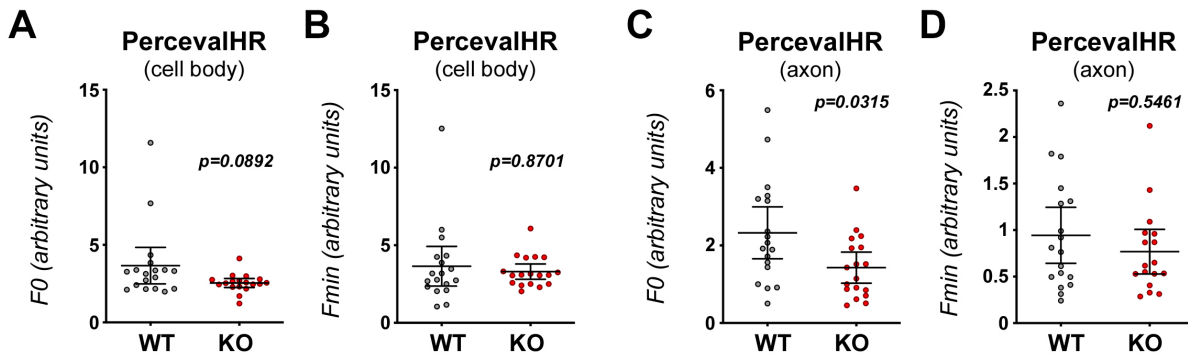

**Supplementary Figure 11 (related to Figure 3): raw data of PercevalHR measurement in the soma and axon**

Values (expressed as arbitrary units corresponding to the ratio  $\text{Perceval}_{\text{green}} / \text{Perceval}_{\text{blue}}$ ) before and after addition of FCCP in the soma (A-B) and in the axon (C-D). Data: average  $\pm$  95% CI.  $N_{\text{(WT)}}=17$ ,  $N_{\text{(KO)}}=17$  neurons out of 2 independent experiments. Statistical test: Two-tailed Mann-Whitney test.

ns: not significant, \*:  $P \leq 0.05$ , \*\*:  $P \leq 0.01$ , \*\*\*:  $P \leq 0.001$ . Source data are provided as a Source Data file.

## SUPPLEMENTARY METHODS

### Animals

Mice breeding and handling was performed by following National Institutes of Health guidelines and the French and European legislation. Experimental protocols were approved by the CECCAPP Ethics committee (C2EA15) of the University of Lyon. Animals were used for breeding between 7 and 30 weeks of age. Animals were housed in standard conditions, kept in group and fed ad libitum with Safe A04 chow. Time-pregnant females were maintained in a 12hour light/dark cycle and obtained by overnight breeding with males of the same strain. Noon following breeding was considered as E0.5. Floxed *Nuak1* mice (*Nuak1*<sup>tm1a(KOMP)Wtsi</sup>) have been described previously<sup>1</sup>. The NexCRE mouse line (*Neurod6*<sup>tm1(cre)Kan</sup>)<sup>2</sup> were provided by Sandrine Humbert (Grenoble Institute of Neuroscience, France). The *Ampka1*<sup>-/-</sup>, *Ampka2*<sup>-/-</sup> and *Ampka1*<sup>F/F</sup>; *Ampka2*<sup>F/F</sup> mice have been described previously<sup>3-5</sup>. Animals were maintained on a C57Bl/6JRj background and animals for backcrosses were purchased from Janvier labs. Both sexes were used for cellular and molecular analysis without distinction except for RNA sequencing where sex was determined by PCR. For experiments including shRNA time-pregnant WT RjOrl:SWISS females were purchased from Janvier labs.

Number of animals per experiment:

1. Axonal length and branching analysis: At least 3 animals per condition.
2. Seahorse analysis: At least 4 animals per condition.
3. Analyses including fluorescent probes and biosensors: At least 3 animals per condition.
4. Western Blot analysis: 5 animals per condition.
5. In vivo axonal projection analysis: at least 5 animals per condition.
6. Colocalization analyses: At least 3 animals per condition.
7. RNA sequencing and related analysis: 4 animals per condition.

### Genotyping:

The following primers were used for genotyping:

1) For CRE detection (CRE band: ~350 bp, unspecific band: ~250 bp)

CRE-F: 5'-GAACCTGATGGACATGTTTCAGG-3'

CRE-R: 5'-AGTGCGTTTCGAACGCTAGAGCCTGT-3'

MYO-F: 5'-TTACGTCCATCGTGGACAGC-3'

MYO-R: 5'-TGGGCTGGGTGTTAGCCTTA-3'

2) For NUA1 conditional allele detection (WT band: 216 bp, Floxed band: 320 bp)  
 NUA1F\_5\_F: 5'-GTCTGTTACGCGCTTTGTAATG-3'  
 NUA1F\_5\_R: 5'-AGCATTTAGTTCCTTGTGAGGC-3'

3) For NUA1 constitutive allele detection (LacZ band: 390bp, unspecific band: 200 bp)  
 LacZ\_F: 5'-GTTGCAGTGCACGGCAGATACACTTGCTGA-3'  
 LacZ\_R: 5'-GCCACTGGTGTGGGCCATAATTCAATTCGC-3'  
 Fabpi-200-F: 5'-TGGACAGGACTGGACCTCTGCTTTCCTAGA-3'  
 Fabpi-200-R: 5'-TAGAGCTTTGCCACATCACAGGTCATTGAG-3'

4) For AMPK $\alpha$ 1 conditional allele detection (Floxed band: 310bp, WT band: 260 bp)  
 AMPKA1\_Flox\_F: 5'-TATTGCTGCCATTAGGCTAC-3'  
 AMPKA1\_Flox\_R: 5'-GACCTGACAGAATAGGATATGCCCAACCTC-3'

5) For AMPK $\alpha$ 2 conditional allele detection (Floxed band: 310bp, WT band: 260 bp)  
 AMPKA2\_Flox\_F: 5'-GCTTAGCACGTTACCCTGGAT-3'  
 AMPKA2\_Flox\_R: 5'-GTCTTCACTGAAATACATAGCA-3'

6) For sex detection (Y-specific SRY band: 402bp, unspecific band 544bp)<sup>6</sup>  
 SRY\_F: 5'-TGGGACTGGTGACAATTGTC-3'  
 SRY\_R: 5'-GAGTACAGGTGTGCAGCTCT-3'  
 IL3\_F: 5'-GGGACTCCAAGCTTCAATCA-3'  
 IL3\_R: 5'-TGGAGGAGGAAGAAAAGCAA-3'

## DNA and plasmids

Endotoxin-free plasmid DNA was obtained using Macherey Nagel midi-prep kit. We used the following, previously described plasmids: empty vector pCAG-IRES-GFP (pCIG2), CRE-expressing vector pCAG-CRE-IRES-GFP (pCIG2-CRE)<sup>7</sup>, mVENUS expressing vector pSCV2<sup>8</sup>, pLKO, pCIG2-shSNPH, pCAG-mitoDsRed<sup>9</sup>, pFUGW-PercevalHR<sup>10</sup>, pCAG-mTagBFP2 and pCAG-mito-mTagBFP2<sup>11</sup>.

pCAG-mito-KillerRed was created by cloning the photosensitizer KillerRed targeted to the mitochondria with two mitochondria targeting sequences (MTS, derived from subunit 8 of human cytochrome C oxidase) into a pCAG vector between XhoI and NotI sites, following PCR amplification from a pCMV-mito-KillerRed plasmid (Evrogen). mScarlet-i cDNA was amplified by PCR from a pmScarlet-i\_C1 plasmid (from Doris Gadella, Addgene #85044)<sup>12</sup> and cloned into a pCAG2 backbone between XhoI and EcoRI sites. pCAG-mito-Grx1-roGFP2 and pCAG-cyto-Grx1-roGFP2<sup>13</sup>, pCAG-CRE, and pCAG-vGlut1-GFP<sup>14</sup> were a kind gift from Tommy L Lewis (OMRF, USA), Seok-Kyu Kwon (KIST, Korea) and Etienne Herzog (U

Bordeaux, France), respectively. psPax2 and pMDG.2 (from Didier Trono, Addgene #12260 and #12259) were kindly provided by Patrick Lomonte (CNRS/PGNM, Lyon, France).

pCAG-mito-eGFP was created by cloning the eGFP sequence from peGFP-C1 inside a pCAG-mito-DsRed<sup>9</sup> digested with XhoI and NotI to remove the DsRed sequence. Plasmids pCAG-mouseBRAWNIN-V5tag, pEF1alpha-Brawnin-IRES-GFP and pEF1alpha-IRES-GFP were created by VectorBuilder GmbH (Germany).

## **shRNAs**

shRNAs against mouse NUA1 were previously described<sup>9</sup>. shRNAs against mouse BRAWNIN (shRNA1: TRCN0000269184; shRNA2: TRCN0000269131) were selected from The RNAi Consortium shRNA Library (TRC) from the Broad Institute. The pLKO.1 TRC-cloning vector was digested with AgeI-HF and EcoRI-HF, then purified with the NucleoSpin Gel and PCR clean up kit (Macherey-Nagel 740609.50). shRNA primers were annealed in NEBuffer 2 (NEB) and then ligated into the linearized pLKO.1 in rCutSmart buffer (NEB).

The following oligonucleotide sequences were used:

ShRNA1 (TRCN0000269184)

F: 5'-CCGG-ATACCTGAAATTCCACCAAAG-CTCGAG-CTTTGGTGAATTTTCAGGTAT-TTTTTG-3'

R: 5'-AATTCAAAAA-ATACCTGAAATTCCACCAAAG-CTCGAG-CTTTGGTGAATTTTCAGGTAT-3'

ShRNA2 (TRCN0000269131)

F: 5'-CCGG-ACGCCACGAACCTCATGTTTC-CTCGAG-GAAACATGAGGTTTCGTGGCGT-TTTTTG-3'

R: 5'-AATTCAAAAA-ACGCCACGAACCTCATGTTTC-CTCGAG- GAAACATGAGGTTTCGTGGCGT-3'

## **Retro-transcription and PCR**

RNA from Nuak1 KO cortical neurons and cortices was extracted using Trizol Reagent (Ambion by Life Technologies) and the PureLink RNA MiniKit 12183018a (Invitrogen). cDNA synthesis was done using 500ng of RNA with SuperScript II (Invitrogen) and Oligo(dT)12-18 (Invitrogen) primers.

Splicing PCR reaction (supplementary Figure 7) was done using Dream Taq DNA polymerase (ThermoScientific) and C1000 Touch ThermoCycler (BioRad). The following primers were used:

mBRAWNIN\_splice\_F: 5'-TGTA CTTTGGTTCCTGCCCCG-3'

mBRAWNIN\_splice\_R: 5'-CGTGGCGTCTCTTTTCAGT-3'

Following the splicing PCR, each band corresponding to an isoform of BRAWNIN was isolated using UV transilluminator (FLX-20M) and purified with NucleoSpin Gel and PCR

clean up (Macherey-Nagel 740609.50). Obtained DNA was then sequenced via Sanger method by EurofinGenomics.

qPCR reaction was performed using FastStart Universal SYBR Green Master Mix – ROX (Roche) and CFX Machine Connect Optics Module (BioRad).

The following primers were used:

mBRAWNIN\_qPCR\_F: 5'-CCAGGTGGTGCATTGGTACT-3'

mBRAWNIN\_qPCR\_R: 5'-GAAACATGAGGTTCTGTGGCG-3'

RPL41\_F: 5'-GCCATGAGAGCGAAGTGG-3'

RPL41\_R: 5'-CTCCTGCAGGCGTCGTAG-3'

GUSB\_F: 5'-GAGGATTGCCAACGAAACCG-3'

GUSB\_R: 5'-GTGTCTGGGGACCACCTTTGA-3'

For gene expression analysis, delta-delta CT (threshold cycle) method was used<sup>15</sup>. The CT of the target gene was normalized to two control genes (RPL41 and GUSB).

### **Immunocytochemistry**

Cells were fixed for 15 min at room temperature in 4% paraformaldehyde in PBS, washed 3 times in PBS, then permeabilized for 1 hr in Permeabilization buffer (PB: 0.3% Triton X-100, 0.3% BSA (Sigma), in PBS). Primary antibodies were incubated for 2 hr at room temperature in PB. Secondary antibodies were incubated for 1 hr at room temperature. Coverslips (BioCoat) were mounted on slides with Fluoromount G (EMS). Primary antibodies used for immunohistochemistry and immunocytochemistry in this study are polyclonal chicken anti-GFP (Rockland) (1:2000) and monoclonal rabbit anti-CRE (D7L7L) (1:1000, Cell Signaling). Secondary antibodies were polyclonal anti-chicken Alexa 488 (1:1000, Invitrogen) and polyclonal anti-rabbit Alexa 562 (1:1000, Invitrogen). Nuclear DNA was stained using Hoechst 33258 (1:10000, Pierce).

### **Ratiometric probes signal quantification**

For experiments using the biosensor PercevalHR, we used sequentially a blue (405nm - Perceval<sub>blue</sub>) and green (488nm - Perceval<sub>green</sub>) laser, and acquired images in 1024x1024 mode using the Nikon C2 confocal microscope. We acquired one frame every minute for 15 minutes to measure the basal signal ( $F_0$ ), then added FCCP (2 $\mu$ M) and imaged for 25 more minutes to determine the minimal signal ( $F_{min}$ ). ROIs were drawn in the soma, axon and outside of the cell (for background correction). Signal was defined as the ratio: PercevalHR = (Perceval<sub>green</sub> – background) / (Perceval<sub>blue</sub> – background). We next expressed the basal

signal as a fraction of the minimal signal by the following conversion  $F_0/F_{\min}$ , which is presented in Figure 3 J and K. Raw values of  $F_0$  and  $F_{\min}$  are presented in Supplementary Figure 11.

For experiments using roGFP2, we used sequentially a blue (405nm - roGFP2<sub>blue</sub>) and green (488nm - roGFP2<sub>green</sub>) laser, and acquired images in 1024x1024 mode using the Nikon C2 confocal microscope. Signal was defined as the ratio: roGFP2 = (roGFP2<sub>blue</sub> – background) / (roGFP2<sub>green</sub> – background). We normalized the signal to the average of WT condition to account for inter-culture variability.

For TMRE measurements, we used a 561nm laser and acquired images in 1024x1024 mode using the Nikon C2 confocal microscope. We acquired one frame every 30 seconds for 5 minutes to measure the basal signal ( $F_0$ ), then added FCCP (2 $\mu$ M) and imaged for 10 more minutes to determine the minimal signal ( $F_{\min}$ ). ROIs were drawn around axonal mitochondria and outside of the cell (for background correction). Signal was defined as following:  $F_{\text{TMRE}} = F_0 - F_{\min}$ . We normalized the signal to the average of WT condition to account for inter-culture variability.

## Western blotting

Total proteins from HeLa cells were extracted with a lysis buffer containing 50 mM Tris, pH 8; 550 mM NaCl; 2% NP40; 0,1% SDS and 0,5% sodium deoxycholate (For total AMPK). Brain cortical samples were mechanically-dissociated with plastic pestles in the following lysis buffer: 50 mM Tris, pH 7,5; 600mM NaCl; 1% NP-40; 0,1% SDS; 0,5% sodium deoxycholate. Protease inhibitor cocktail (SIGMAFAST; Sigma-Aldrich) and phosphatase inhibitor cocktail (PhosSTOP; Roche) were added according to manufacturer's instructions. Cell lysates were sonicated, incubated for 30 min on ice and then centrifuged at 20,000 g for 5 min to remove cell debris. Protein concentration was determined with a colorimetric Lowry-like assay (DC protein assay kit, Bio-Rad). Equal amounts of proteins (10-20  $\mu$ g) were then separated by SDS-PAGE and transferred onto PVDF Immobilon-P membranes (Millipore). Membranes were blocked with TBST (Tris-buffered saline [50 mM Tris, 150 mM NaCl, pH 7.4] + 0.1% Tween 20) containing 5% bovine serum albumin (Euromedex) and incubated overnight at 4°C with primary antibodies. Membranes were washed 3 times in TBST for 10 min and incubated for 1h with horseradish peroxidase-conjugated secondary antibodies. After 3 washes in TBST, membranes were incubated with enhanced chemiluminescence reagents (Amersham ECL, GE Healthcare) for 5 minutes and signals were acquired using Chemidoc technology. Quantification of band intensities was made with ImageJ software.

## **Antibodies for Western blotting**

The following commercial primary antibodies were used in this study: mouse anti-Actin antibody (C4 clone) (1:5000, MP Biomedicals), rabbit anti phospho-AMPK $\alpha$  (Thr172) (D4D6D) (1:800, Cell Signaling Technology), rabbit anti-AMPK $\alpha$  (D63G4) (1:1000, Cell Signaling Technology), sheep anti-phospho-NUAK1 Thr211 (S234B) with non phosphopeptide NUAK1 (Thr211) (1:1000, MRC Protein Phosphorylation Unit, United Kingdom), rabbit anti-NUAK1 (E4T2A) (1:1000, Cell Signaling Technology), rabbit anti-LKB1 (D60C5) (Cell Signaling Technology), rabbit anti-OPA1 (1:2000, Abcam), mouse anti-MFN1 (11E91H12) (1:1000, Abcam), mouse anti-MFN2 (6A8) (1:1000, Abcam), mouse anti-DRP1 (Clone 8/DLP1) (1:2000, BD Biosciences), mouse anti-PGC1 $\alpha$  (4C1.3) (1:1500, Millipore), mouse anti-beta-Tubulin 3/Tuj1 (GT11710) (1:5000, GeneTex), rabbit anti-TOM20 (D8T4N) (1:5000, Cell Signaling Technology), polyclonal anti-LC3 (1:1000, Cell Signaling Technology 2775) and mouse anti-V5 (SV5-Pk1) (1:5000, Invitrogen). Horseradish peroxidase-coupled secondary polyclonal antibodies were goat anti-mouse IgG and Sheep Ig (Invitrogen) and donkey anti-rabbit (Novex, Lifetechnologies).

## **Metabolomic flux analyzes**

We used a Seahorse XFe24 (NUAK1 constitutive KO neurons – Figure 3) and XFe96 analyzers (all other experiments – Figure 8, Supplementary figure 3, Supplementary figure 7) (Agilent) for oxygen consumption and extracellular acidification measurements with the Glycolysis and Mito Stress test kits. Neurons were plated at 100,000 cells per well in Seahorse compatible 24-well plates or at 70 000 cells per well in Seahorse compatible 96-well plates. Metabolic activity was measured at 7 days in vitro (24-well plates assay) or 5 days in vitro (96-well plates assay). The assay was conducted in Modified HBSS (1XHBSS supplemented with glucose (3.5g/L), Sodium pyruvate 1mM, Glutamax 1X, CaCl<sub>2</sub> 1mM, MgSO<sub>4</sub> 1mM, pH 7.4). Following measurement, for 24-well plates, neurons were lysed in ice-cold lysis buffer (150mM NaCl, 0.5M EDTA pH8, 50mM Tris pH 8; 1% NP-40, 0.5% sodium deoxycolate, 0.1% SDS) and protein concentration was measured by Bradford for post-hoc normalization. For 96-well plates, neurons were fixed for 10 minutes in PFA 4% containing TritonX100 (0.3%) and Hoechst 33258 (1:10 000, Pierce) and imaged with an EVOS M5000. Nuclei number was counted per microchamber per well using FIJI Stardist plugin<sup>16</sup> and used for OCR normalization.

## **Mitochondria DNA**

Mitochondrial DNA was measured by qPCR following a protocol described elsewhere (Oruganty-Das et al., 2012). 7DIV primary neurons DNA was extracted by whole cell lysis in lysis buffer (Tris pH8 100mM, EDTA 5mM, SDS 0.2%, NaCl 200mM, proteinase K 0.5mg/mL) followed by isopropanol precipitation. Quantitative PCR was performed with the CFX-connect thermal cycler (BioRad). The following primers were used: mtDNA\_F: ACCATTTGCAGACGCCATAA, mtDNA\_R: TGAAATTGTTTGGGCTACGG, betatub\_F: GCCAGAGTGGTGCAGGAAA, betatub\_R: TCACCACGTCCAGGACAG.

### **Biochemical Assay**

Biochemical assays were performed on mouse cortex samples from NUA1 KO or NUA1 WT mice. Samples were subjected to a chemical lysis using RIPA buffer (150mM NaCl, 0.5M EDTA pH8, 50mM Tris pH 8; 1% NP-40, 0.5% sodium deoxycolate, 0.1% SDS) and followed by a mechanical lysis using the Precellys Evolution.

Citrate Synthase enzymatic activity (EA) was determined by measuring absorbance using a PowerWave XS plate reader (BioTek). We used the Beer Lambert law  $EA = \text{Mean } V(\epsilon \times l)$  where  $l$  is the width of the tank ( $l = 0.4 \text{ cm}$ ),  $\epsilon = 13600 \text{ uA/M/cm}$  and Mean  $V$  was expressed in mDO/min. CS activity was measured from a volume of 20 $\mu$ L (100 $\mu$ g of total proteins) diluted in 90 $\mu$ L of specific reaction buffer (65 $\mu$ L of 50mM KH<sub>2</sub>PO<sub>4</sub>, pH 7.5, 10 $\mu$ L of Acetyl-CoA 4.4mM, 10 $\mu$ L of Oxaloacetate 4.4mM, 10 $\mu$ L of 150mM DTNB). Absorbance at 600nm was performed over 15 minutes at room temperature (one read per 10 seconds).

### **Lentiviral production and infection**

HEK293T cells were plated in 60-mm dishes at  $1.2 \times 10^6$  cells per plate the day before the transfection. Cell transfections were performed with psPax, pMDG.2 and pLKO.1/pLKO-shBRAWNIN using the calcium phosphate method. Medium was replaced 12 hours post-transfection. Supernatants were collected 48 hours post-transfection and filtered through low-protein-binding 0.45- $\mu$ m filters (Millipore), precipitated with PEG-It 5X (System Biosciences) overnight at 4 degrees and centrifuged for 30 minutes at 4 degrees 1500g. Neurons were transduced with the multiplicity of infection of 5 at 1DIV. The medium was replaced once at 2DIV.

### **L-Carnitine supplementation to animals**

For the L-Carnitine supplementation experiment, pregnant mice were treated with veterinary-approved L-Carnitine (Isulik 20, Sogeval laboratories) in the drinking water since detection of

gestation (E13.5). Drug treatment was continued after birth and during lactation, and pups were sacrificed at weaning (P21) when cortical layer 2/3 PN axons display complete branching patterns.

## **RNA sequencing**

RNA-Seq libraries for poly-A-enriched fractions were generated from total RNA using TruSeq Stranded mRNA Library Prep Kit and TruSeq RNA Single Indexes kits A and B (Illumina, San Diego, CA), according to manufacturer's instructions. High throughput sequencing (1x50 and 2x100 base reads for in vitro and in vivo experiments, respectively) was carried out on an Illumina HiSeq 4000 platform (GenomEast Platform, a member of the "France Génomique" consortium - ANR-10-INBS-0009, Illkirch, France).

In vivo RNA-seq: Cutadapt (1.13)<sup>17</sup> and Prinseq (0.20.4) were used for read preprocessing: adapter and low-quality (Phred quality score below 20) bases trimming, removal of reads shorter than 25bp after trimming. Reads were then mapped into the mm9 assembly of the mouse genome using Tophat2 (2.0.13)<sup>18</sup> and Samtools (0.1.19)<sup>19</sup>. Gene expression was quantified using HTSeq-count<sup>20</sup> and differential gene expression analysis was carried out using the DESeq2 package<sup>21</sup>, with the following parameters:  $|\text{Log2FC}| > 0.25$ ,  $p < 0.05$ .

In vitro RNA-seq: Cutadapt<sup>17</sup> version 1.10 was used for read preprocessing: adapter and low-quality (Phred quality score below 20) bases trimming, removal of reads shorter than 40 bp after trimming. Reads mapping to rRNA were also discarded. Reads were then mapped onto the mm10 assembly of the mouse genome using STAR<sup>22</sup> version 2.5.3a. Gene expression was quantified from uniquely aligned reads using HTSeq-count<sup>20</sup> version 0.6.1p1 with gene annotations from Ensembl release 92 and union mode. Statistical analysis was performed using R 3.3.2 and DESeq2 1.16.1 Bioconductor library<sup>21</sup>. More precisely, counts were normalized from the estimated size factors using the median ratio method and a Wald test was used for the statistical test. Unwanted variation was identified using SVA<sup>23</sup> and considered in the statistical model. To reduce false positive, p-values were adjusted by IHW method<sup>24</sup>.

## **Transcriptional analysis**

Both "over representation analysis" (ORA) and "gene set enrichment analysis" (GSEA) were done using the R package "Cluster Profiler" (<https://guangchuangyu.github.io/2016/01/go-analysis-using-clusterprofiler/>)<sup>25</sup>.

ORA analysis of in vivo and in vitro datasets was based on identification of DEG, extracted by using the following criteria:  $\text{Log2FC.threshold} > 0.25$ ,  $\text{pvalue} < 0,05$ , to interrogate the following databases: Gene Ontology (Biological Processes) “c5.go.bp.v7.5.1.symbols.gmt”, Kegg “c2.cp.kegg.v7.5.1.symbols.gmt”, and Reactome “c2.cp.reactome.v7.5.1.symbols.gmt”. GSEA analysis was performed on the ranked list of all protein coding genes, using the GSEA software v4.1.0 [Built 27] from the Broad institute (GSEA ([gsea-msigdb.org](http://gsea-msigdb.org))). In addition to the databases used for the ORA analysis, the following databases were included for this analysis: Hallmarks “hall.v7.5.1.symbols.gmt”, and Wikipathway “c2.cp.wikipathways.v7.5.1.symbols.gmt”. Significantly affected gene sets were sorted using the following criteria:  $\text{FDR qvalue} < 0,05$ . Obtained results were exported in cytoscape 3.9.1 for visualization and analysis. ([www.cytoscape.org](http://www.cytoscape.org)). For comparison of in vivo and in vitro results, significant gene sets were manually assigned to thematic categories.

## SUPPLEMENTARY REFERENCES

1. Courchet, V. *et al.* Haploinsufficiency of autism spectrum disorder candidate gene NUA1 impairs cortical development and behavior in mice. *Nature communications* **9**, 4289 (2018).
2. Goebbels, S. *et al.* Genetic targeting of principal neurons in neocortex and hippocampus of NEX-Cre mice. *Genesis (New York, N.Y. : 2000)* **44**, 611–621 (2006).
3. Viollet, B. *et al.* The AMP-activated protein kinase  $\alpha 2$  catalytic subunit controls whole-body insulin sensitivity. *J Clin Invest* **111**, 91–98 (2003).
4. Jørgensen, S. B. *et al.* Knockout of the  $\alpha 2$  but Not  $\alpha 1$  5' -AMP-activated Protein Kinase Isoform Abolishes 5-Aminoimidazole-4-carboxamide-1- $\beta$ -4-ribofuranosidebut Not Contraction-induced Glucose Uptake in Skeletal Muscle\*. *J Biol Chem* **279**, 1070–1079 (2004).
5. Boudaba, N. *et al.* AMPK Re-Activation Suppresses Hepatic Steatosis but its Downregulation Does Not Promote Fatty Liver Development. *Ebiomedicine* **28**, 194–209 (2018).
6. Lambert, J.-F. *et al.* Quick sex determination of mouse fetuses. *J. Neurosci. Methods* **95**, 127–132 (2000).
7. Hand, R. *et al.* Phosphorylation of Neurogenin2 specifies the migration properties and the dendritic morphology of pyramidal neurons in the neocortex. *Neuron* **48**, 45–62 (2005).
8. Hand, R. & Polleux, F. Neurogenin2 regulates the initial axon guidance of cortical pyramidal neurons projecting medially to the corpus callosum. *Neural development* **6**, 30 (2011).
9. Courchet, J. *et al.* Terminal axon branching is regulated by the LKB1-NUAK1 kinase pathway via presynaptic mitochondrial capture. *Cell* **153**, 1510–1525 (2013).

10. Tantama, M., Martínez-François, J. R., Mongeon, R. & Yellen, G. Imaging energy status in live cells with a fluorescent biosensor of the intracellular ATP-to-ADP ratio. *Nature communications* **4**, 2550 (2013).
11. Lewis, T. L., Turi, G. F., Kwon, S.-K., Losonczy, A. & Polleux, F. Progressive Decrease of Mitochondrial Motility during Maturation of Cortical Axons In Vitro and In Vivo. *Current biology : CB* **26**, 2602–2608 (2016).
12. Bindels, D. S. *et al.* mScarlet: a bright monomeric red fluorescent protein for cellular imaging. *Nature methods* **14**, 53–56 (2017).
13. Gutscher, M. *et al.* Real-time imaging of the intracellular glutathione redox potential. *Nature methods* **5**, 553–559 (2008).
14. Herzog, E. *et al.* In vivo imaging of intersynaptic vesicle exchange using VGLUT1 Venus knock-in mice. *The Journal of neuroscience : the official journal of the Society for Neuroscience* **31**, 15544–15559 (2011).
15. Livak, K. J. & Schmittgen, T. D. Analysis of Relative Gene Expression Data Using Real-Time Quantitative PCR and the  $2^{-\Delta\Delta C_T}$  Method. *Methods* **25**, 402–408 (2001).
16. Schmidt, U., Weigert, M., Broaddus, C. & Myers, G. Medical Image Computing and Computer Assisted Intervention – MICCAI 2018, 21st International Conference, Granada, Spain, September 16–20, 2018, Proceedings, Part II. *Lect. Notes Comput. Sci.* 265–273 (2018) doi:10.1007/978-3-030-00934-2\_30.
17. Martin, M. Cutadapt removes adapter sequences from high-throughput sequencing reads. *Embnet J* **17**, 10–12 (2011).
18. Kim, D. *et al.* TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. *Genome Biol* **14**, R36 (2013).
19. Danecek, P. *et al.* Twelve years of SAMtools and BCFtools. *Gigascience* **10**, giab008 (2021).
20. Anders, S., Pyl, P. T. & Huber, W. HTSeq—a Python framework to work with high-throughput sequencing data. *Bioinformatics* **31**, 166–169 (2015).
21. Love, M. I., Huber, W. & Anders, S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol* **15**, 550 (2014).
22. Dobin, A. *et al.* STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* **29**, 15–21 (2013).
23. Leek, J. T. svaseq: removing batch effects and other unwanted noise from sequencing data. *Nucleic Acids Res* **42**, e161–e161 (2014).
24. Ignatiadis, N., Klaus, B., Zaugg, J. B. & Huber, W. Data-driven hypothesis weighting increases detection power in genome-scale multiple testing. *Nat Methods* **13**, 577–580 (2016).
25. Yu, G., Wang, L.-G., Han, Y. & He, Q.-Y. clusterProfiler: an R package for comparing biological themes among gene clusters. *Omics : a journal of integrative biology* **16**, 284–287 (2012).

# Supplementary material for: The AMPK-related kinase NUAK1 controls cortical axons branching by locally modulating mitochondrial metabolic functions
**Source:** Nat Commun. 2024 Mar 21;15:2487. doi: 10.1038/s41467-024-46146-6
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**File name: Supplementary Data 1**

**Description: Full list of DEGs for in vivo and in vitro transcriptional analysis of NUA1 KO vs WT mice cortex and cultured neurons.** DEGs are presented with related p values. Related to Figure 6 and S8.

**File name: Supplementary Data 2**

**Description: Gene ontology (Biological processes), Kegg and Reactome over-representation analysis for transcripts enriched in NUA1 KO vs WT mice cortex (in vivo) and cultured neurons (in vitro).**

Categories selected for bar graphs in Fig6C and Fig S8B are highlighted. Related to Figure 6 and S8.

**File name: Supplementary Data 3**

**Description: Curated gene set enrichment analysis of NUA1 KO vs WT mice cortex (in vivo) and cultured neurons (in vitro).** Genesets were hand-curated into thematic categories organized in separated sheets. Related to Figure 7.

**File name: Supplementary Movie 1**

**Description: (related to Figure 1): recruitment of mitochondria at the origin and inside a stable branch.**

Axon (green) was visualized by mVenus expression. Mitochondria were marked with mito-DsRed. Real movie time: 3 hours 55 minutes.

# Supplementary material for: The AMPK-related kinase NUAK1 controls cortical axons branching by locally modulating mitochondrial metabolic functions
**Source:** Nat Commun. 2024 Mar 21;15:2487. doi: 10.1038/s41467-024-46146-6
**Supplement:** Supplementary file 8 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                     |
|-------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                         |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Imaging data was collected using the NIS Elements software (version 4.6)                                                                                                                                                                                                                                                                                                               |
| Data analysis   | Statistical analyses were performed using Prism version 9.5 (GraphPad)<br>Imaging data was analyzed using the NIS Elements software (version 4.6)<br>Softwares used for RNAseq analysis and gene-expression analyses are described in full in the supplementary methods section of the paper, including reference to the original papers and when applicable link to the online tools. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Data used to generate all quantification results presented in the figures of this manuscript are available upon reasonable request to the corresponding author. Source data are provided with this paper as a Source Data file.

Transcriptomic data presented in Figure 6, 7 and Supplementary Figure 8 has been deposited on GEO.

- RNAseq data ("in vitro") can be accessed on GEO with accession code GSE227203 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE227203>]
- RNAseq data ("in vivo") can be accessed on GEO with accession code GSE226698 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE226698>]

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                                                                   |
|--------------------------------------------------------------------|---------------------------------------------------------------------------------------------------|
| Reporting on sex and gender                                        | No human participant or biological material from human participants origin was used in this study |
| Reporting on race, ethnicity, or other socially relevant groupings | No human participant or biological material from human participants origin was used in this study |
| Population characteristics                                         | No human participant or biological material from human participants origin was used in this study |
| Recruitment                                                        | No human participant or biological material from human participants origin was used in this study |
| Ethics oversight                                                   | No human participant or biological material from human participants origin was used in this study |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size was determined empirically based on our previous experience and standards from the field.                                                                                                                                                                                                                                                                                                                                                   |
| Data exclusions | Unless specified in the methods or legend section, no data was excluded after quantification.                                                                                                                                                                                                                                                                                                                                                           |
| Replication     | Number of independent replicates is indicated in the legend for each figures. For primary neuronal cultures (in vitro), we considered that independent experiments are cultures performed on different days, and/or coming from distinct animals. For in utero cortical electroporations (in vivo), each animal was considered independent, although we systematically include in the experiment animals coming from distinct litters/distinct mothers. |
| Randomization   | Not applicable                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Blinding        | Whenever possible, quantifications were performed blind to the genotype.                                                                                                                                                                                                                                                                                                                                                                                |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

## Antibodies used

For all antibodies, information regarding the specie, dilution, clone number and provider are indicated in the Methods section. The following commercial primary antibodies were used in this study:

mouse anti-Actin antibody (C4 clone) (1:5000, MP Biomedicals),  
 rabbit anti phospho-AMPK $\alpha$  (Thr172) (D4D6D) (1:800, Cell Signaling Technology),  
 rabbit anti-AMPK $\alpha$  (D63G4) (1:1000, Cell Signaling Technology),  
 sheep anti-phospho-NUAK1 Thr211 (S234B) with non phosphopeptide NUAK1 (Thr211) (1:1000, MRC Protein Phosphorylation Unit, United Kingdom),  
 rabbit anti-NUAK1 (E4T2A) (1:1000, Cell Signaling Technology),  
 rabbit anti-LKB1 (D60C5) (Cell Signaling Technology),  
 rabbit anti-OPA1 (1:2000, Abcam),  
 mouse anti-MFN1 (11E91H12) (1:1000, Abcam),  
 mouse anti-MFN2 (6A8) (1:1000, Abcam),  
 mouse anti-DRP1 (Clone 8/DLP1) (1:2000, BD Biosciences),  
 mouse anti-PGC1 $\alpha$  (4C1.3) (1:1500, Millipore),  
 mouse anti-beta-Tubulin 3/Tuj1 (GT11710) (1:5000, GeneTex),  
 rabbit anti-TOM20 (D8T4N) (1:5000, Cell Signaling Technology),  
 polyclonal anti-LC3 (1:1000, Cell Signaling Technology 2775)  
 mouse anti-V5 (SV5-Pk1) (1:5000, Invitrogen).

Secondary antibodies:

Hoechst 33258 solution (Merk/Sigma Aldrich)  
 Goat Anti-mouse HRP (Invitrogen)  
 Donkey Anti-Rabbit HRP (Invitrogen)  
 Goat Anti-Chicken AlexaFluor Plus 488 (Invitrogen)  
 Donkey Anti-Mouse AlexaFluor 647 (Invitrogen)

## Validation

For commercial antibodies, validation was according to the manufacturer's datasheet. We systematically verify the specificity of antibodies upon purchase by western-blot and/or immunofluorescence against appropriate positive and negative control samples (samples expressing the protein or not).

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Cell line source(s)

All cell lines used in this study were purchased from ATCC

## Authentication

None of the cell lines were authenticated as we relied on the ATCC's stock

## Mycoplasma contamination

All cell lines were tested for mycoplasma contamination on a regular basis and all tests were negative

Commonly misidentified lines  
(See [ICLAC](#) register)

*Name any commonly misidentified cell lines used in the study and provide a rationale for their use.*

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

Description of the animals can be found in the methods section of the manuscript.

## Wild animals

No wild animals were used and included in this study

## Reporting on sex

From our experience, sex is not a factor influencing the phenotype in young animals and developing neurons in vitro. Hence, we did not collect data to discriminate sex of the animals for culture. For in vivo experiments (ie. in utero cortical electroporations), males and females were included regardless of sex. No apparent sex effect could be detected.

|                         |                                                                                                                                                                                                                                                  |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Field-collected samples | No field collected samples were used and included in this study                                                                                                                                                                                  |
| Ethics oversight        | Mice breeding and handling was performed by following National Institutes of Health guidelines and the French and European legislation. Experimental protocols were approved by the CECCAPP Ethics committee (C2EA15) of the University of Lyon. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

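The data are counts from RNA sequencing of cortices of 4 Nuak1 KO and 4 WT embryos at E18.5. The authors trimmed reads with Cutadapt 1.13 and Prinseq 0.20.4 at a Phred quality of 20, left out reads shorter than 25 bp, mapped the rest to mm9 with TopHat2 2.0.13 and Samtools 0.1.19, counted reads per gene with HTSeq-count, and deposited these whole-number counts without normalization. Genes that share reads with near-identical copies may have lost counts at that step. The table has 21165 rows, of which 4641 have no count in any library, and 140 rows share a symbol with another row. It has 0 summary rows and 0 per-library columns that were not used. The cultured neurons of the paper were not analysed here.

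Columns name the genotype only, so libraries were grouped by genotype, with no litter, sex or embryo. Totals lay between 9643711 and 27014858 counts per library. Counts were tested in R 4.3.3 with edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood test), and the standard error of a log2 fold change is its size divided by the square root of the F statistic. DESeq2 1.42.0, the tool of the authors, was an alternative. Gene sets were tested with camera and fry of limma 3.58.1. There were 10 sets after the categories the paper names and 11 lists of cell type markers (meningeal fibroblast, endothelial, red blood cell, microglia, interneuron, progenitor, deep-layer, upper-layer, choroid plexus, striatal and hippocampal neuron). Sets and lists were written after Supplementary Data 1 had been read and before the counts were examined, and some hold genes of that list, such as 11 of the 78 ribosomal proteins and 6 of the 10 deep-layer markers. None of the choroid plexus markers passed the filter on low counts. Positions were taken from an annotation of NCBIM37, the assembly behind mm9, in which 92.24% of rows have a single position. Only Nuak1 neighbours, lengths and GC content depend on it.

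The genes named are Nuak1, Brawnin and Tdg, and the genes labelled in Fig. 6B and Fig. 7A. Transcripts of proteins measured by other assays in the paper were added, as was Nuak2, which was not so measured. Up to 5 genes in each direction were added, with the smallest p among those past an adjusted p of 0.05 without overlap between genotypes. Markers of sex and changed neighbours of Nuak1 complete this rule. Marker, mitochondrial and neighbouring genes outside this rule were named after their values were seen. Xist is not a row of the table. On simulated counts with the means and library sizes of these libraries, edgeR called 40 of 67 genes changed by 0.5 on the log2 scale, 57 of 67 changed by 1 and 66 of 66 changed by 2, and 12 of 12425 unchanged genes at an adjusted p of 0.05.

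Alternatives were DESeq2 with and without the fold change prior, DESeq2's size factors in edgeR, no filter on low counts, at least 10 counts in every library, removal of the trend with gene length, fry and camera with an estimated correlation, 25 or 100 neighbours of Nuak1 on each side in place of 50, and each library left out. DESeq2 on all genes with a count and removal of the trend with GC content were chosen after seeing the data.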

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

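In each genotype, a library was examined where its gap to the nearest other library was above Dixon's critical value for the range of the 4. Of 152 groups of libraries, 18 were above it, where chance gives about 7.6. The tests of meningeal tissue, of a mislabelled library and of genes apart in KO library R1 were chosen after the result was seen.

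The median deviation of the meningeal fibroblast markers was 3.91 in KO library R1 and between -0.51 and -0.06 in the other KO libraries. Col1a1 had 1199 normalized counts there and at most 43.8 in any other library, Col3a1 3133 and at most 227, and Ptgds 1786 and at most 62.2. All 9 tested markers were higher in this library, the least by 3.64-fold over the median of the other KO libraries. Nuak1 had 20.5 normalized counts in it, near the other KO libraries, which argues against a mislabelled library. Without this library the median log2 fold change of the markers fell from 2.77 to 0.35, so loss of NUAK1 alone does not account for the level in R1. Meningeal tissue in that dissection may account for it, with the list fixed before the counts were examined, though 3 of its 9 genes are in Supplementary Data 1. Of the 267 over-expressed genes of the study, 22 stood apart from the other KO libraries in R1, against 1, 0 and 2 in R2, R3 and R4. Without R1, 169 of the 267 were still called, as were 125 of the 186 under-expressed genes. Of the 540 genes called by edgeR, 61.1% were kept without R1, 61.5% without WT library R3 and more in the other such fits. The loss of calls is thus not particular to R1.

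The extracellular matrix genes were higher in KO by a median log2 fold change of 0.31. More meningeal tissue (marker median 2.77) and more blood vessels (endothelial median 0.26, 12 of 12 genes higher) may each contribute, and both medians fell without KO library R1, the endothelial one to 0.11 and that of the matrix genes to 0.12. Without R1 both marker lists still passed with camera (adjusted p = 0.0067 each), with 7 of 9 meningeal and 10 of 12 endothelial genes higher. Neither marker list passed with fry. A lower share of neurons would raise the progenitor markers, whose median was -0.18. They were lower in KO in every setting, with a camera adjusted p of 0.0535 that fell to 0.0442 with DESeq2's size factors, 0.025 with no filter on low counts and 0.0435 with at least 10 counts, and ranged from 0.0024 to 0.389 with a library left out. This goes against fewer neurons, but fry gave 0.461 and the libraries of the genotypes overlapped, so it was not decided. Of the 35 splits, 7 gave the matrix genes as small a p as genotype did.

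Most of the other flags lie in single genes. In KO, they are Brawnin (1190007I07Rik) at 58.9 normalized counts, Klhl1 at 63.9, Gpc3 at 169, Sqle at 5350, Fdps at 6058 and Ppargc1a at 115. In WT, they are Tdg at 2056, Nrp1 at 6315, Crym at 2574, Slc6a7 at 159, Fbxw7 at 1547, Eml1 at 2687, Txnrd1 at 2958, Snapc5 at 336 and Map1lc3a at 1725 normalized counts. Beyond single genes, the mtDNA-encoded subunits had a low WT library at -0.20 and the deep-layer neuron markers another at -0.14. No explanation was tested for these.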

How the results depend on the processing

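Alternatives other than DESeq2 on all genes and the GC trend were set before the data were examined. No paired analysis was possible because the columns of the count table carry no litter, embryo or sex. The replicate block by litter, sex as a covariate, both together, and the block with the length trend removed were therefore not run. Counts of Y chromosome genes separate the libraries, but sex was not taken from them for any fit, because libraries were grouped by their labels only. No result here thus accounts for the unequal numbers of males. Gene sets were not tested with DESeq2, and the neighbours of Nuak1 and the overlap were not recomputed after trend removal.

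At the thresholds of the paper, 540 genes became 134 with DESeq2's fold change prior, which shrinks fold changes, and ranged from 426 to 847 across the 8 fits that each left out a library. At the stricter thresholds, 193 genes ranged from 131 to 350. Genes past an adjusted p of 0.05 rose from 9 to 70 with DESeq2, 70 with the prior and 71 on all genes, and ranged from 2 to 11 with a library left out. The 410 listed genes that passed became 134 with the prior. With each library left out, between 285 and 378 passed. The cause of these changes was not tested, except where the prior or the removal of a library is the change.

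Of the 10 gene sets, 8 passed with camera's preset correlation and 0 with an estimated correlation or with fry. For marker lists, 4 became 0 under both. Adjusted p with the estimated correlation was 0.319 for the ribosomal proteins and extracellular matrix genes, 0.322 for the OXPHOS subunits, proteasome subunits and axon guidance genes, 0.156 for the mtDNA-encoded subunits and cholesterol enzymes, and 0.413 for the mitochondrial ribosomal proteins. With fry it was 0.198 for the ribosomal proteins and proteasome subunits, 0.244 for the OXPHOS subunits, mitochondrial ribosomal proteins, matrix and axon guidance genes, and 0.0554 for the mtDNA-encoded subunits and cholesterol enzymes. With the length trend removed, the mitochondrial ribosomal proteins had 0.382 and the axon guidance genes 0.0633. With a library left out, adjusted p ranged from 0.000652 to 0.165 for the mitochondrial ribosomal proteins, from 1.8e-06 to 0.184 for axon guidance and from 0.0123 to 0.904 for synaptic vesicle release, which went from lower to higher in KO without WT library R4 (adjusted p = 0.0574 from camera). The calls of the other claim sets held in all 8 such fits. The OXPHOS median ranged from 0.07 without WT library R3 to 0.17 without WT library R4.

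The neighbours of Nuak1 had a 2-sided Fisher's exact p of 0.127, which became 0.0247 with no filter on low counts, 0.0483 with DESeq2 on all genes and 0.0129 with 25 neighbours on each side. It was 0.227 with 100 on each side, 0.338 with Brawnin and Tdg left out, 0.169 with DESeq2 on the filtered genes and 0.167 with the prior, and ranged from 0.0172 to 0.647 with a library left out. Nuak1 kept its direction and its call throughout. Brawnin kept its direction, between -1.78 and -1.53 with a library left out, but lost its call in 4 of those fits. Among the other named genes and marker lists, 43 results were weaker, 64 stronger and 27 reversed over all alternatives. None of those that reversed passed an adjusted p of 0.05 in either fit.

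The reversed log2 fold changes were those of genes near 0 in the main fit and of Map1lc3a. Stk11 was 0.00299 with DESeq2, 0.00269 with the prior, 0.00205 with DESeq2 on all genes, 0.00419 with DESeq2's size factors, 0.00721 with no filter, 0.00513 with at least 10 counts and 0.0141 with the length trend removed. Under the same settings except DESeq2 on all genes and the size factors, Prkaa2 was 8.8e-05, 5.7e-05, 0.00226, 0.000757 and 0.0238. Dnm1l was 0.00126 with the length trend removed. With a library left out, Stk11 ranged from -0.0294 to 0.0338, Prkaa2 from -0.0696 to 0.0711, Dnm1l from -0.0294 to 0.0237 and Map1lc3a from -0.266 to 0.0864, and adjusted p ranged from 0.0117 to 0.920 for the interneuron markers and from 0.210 to 0.880 for the citric acid cycle. The interneuron markers changed direction without WT library R1 or R4 and the citric acid cycle enzymes without WT library R3. The median of the hippocampal markers, -0.12, was 0.0466 without WT library R4 and 0.00162 without KO library R2. The median of the striatal markers, 0.12, was -0.00156 without KO library R1.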

Differences from the paper's values

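For Brawnin, the paper gives an adjusted p of 3.16E-10, and edgeR gave 0.0154. None of the alternatives set before the data were examined came within 1.5 times of the value of the paper; DESeq2 on the filtered genes gave 5.4e-10 and with the prior 6.6e-10. DESeq2 on all genes with a count, chosen after seeing the values, gave 3.1e-10. The change in Brawnin itself, -67.1% here, is within the error of the -67 the paper gives.

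The number of genes at the thresholds of the paper did not differ by more than 1.5 times (540 here, 453 in the paper). DESeq2 on all genes with a count, chosen after seeing the values, gave 538 genes, including all 453 of the list. The 85 others had a mean normalized count of at most 31.5, and the lowest of the listed genes had 32.2. Slc6a7, labelled in Fig. 6B as changed, was not called here at an unadjusted p under 0.05 by edgeR, where its p was 0.0698. DESeq2 on the filtered genes and on all genes called it at the thresholds of the paper, as did edgeR without WT library R1, R2 or R3. Of the 25 genes labelled in Fig. 7A, 15 passed both stricter thresholds with edgeR. In 6 of the 25, among them Rpl26 and Sqle, the log2 fold change was at most 0.25 in size with edgeR and with DESeq2 on all genes, which passed the other 19.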

Other observations

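The tests of single marker lists over the splits were chosen after the result was seen.

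How much of each count regrouping gives was examined over the 35 splits of the 8 libraries into 4 and 4. Splits other than by genotype need not keep the litters balanced, so they can hold litter or sex differences as well as noise. As many genes as by genotype were reached by 8 splits at the thresholds of the paper, by 6 at the stricter thresholds and by 1, genotype itself, past an adjusted p of 0.05. As many gene sets were reached by 10 splits, as many marker lists by 26, and as small a p for the neighbours of Nuak1 by 4. Per set, as small a p was reached by 4 splits for the ribosomal proteins, 5 for the OXPHOS subunits, 1 for the mtDNA-encoded subunits, 9 for the mitochondrial ribosomal proteins, 25 for the citric acid cycle, 4 for the proteasome, 12 for axon guidance, 33 for synaptic vesicle release and 3 for the cholesterol enzymes. Per marker list, the numbers were 16 for meningeal fibroblast, 6 for endothelial, 20 for red blood cell, 24 for microglia, 24 for interneuron, 15 for progenitor, 1 for deep-layer, 4 for upper-layer, 4 for striatal and 23 for hippocampal markers. The genotype split thus gave the smallest p for 2 of the 20 sets and lists, the mtDNA-encoded subunits and the deep-layer markers. Of these, 2 of the 10 subunits and 6 of the 10 markers are in Supplementary Data 1, which was drawn from these libraries and read before the sets were written, so the choice of sets favours that split. For the deep-layer markers WT library R4 was below every KO library. The 9 genes past an adjusted p of 0.05 were not reached by another grouping, and the larger counts were. Sample size alone need not account for the low count, since simulated counts for as many libraries gave 163 calls among genes changed by at least 0.5 on the log2 scale, though the real changes may be smaller or more variable.

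Tdg and Brawnin, ranked 2 and 3 by p, both lie among the 100 neighbours of Nuak1, 50 tested genes on each side. Their place prompted this look at the region, so it is no evidence against chance. For the share of changed genes in the region, 13.5% of windows of 100 consecutive genes elsewhere hold as many. Of the 24 genes labelled in Fig. 7A other than Nuak1, 7 lie on its chromosome and 4, Brawnin, Tdg, Txnrd1 and Polr3b, among the 100 neighbours, where 0.189 are expected at the share of all tested genes. That difference was not tested, since the figure shows genes picked as changed in these libraries and Brawnin and Tdg prompted the look. A segment of another strain carried along with the Nuak1 allele is a candidate explanation that cannot be told apart from the genotype here, because every KO library carries the allele (2-sided Fisher's exact p = 0.127). Disruption of adjacent genes by the cassette stays open too. Of the 12 changed neighbours, 10 lie beyond the nearest 3 genes on either side, where about 7.19 are expected at the share of the other genes. The other 2 are Tcp11l2 and Polr3b, 136 and 182 kb away on the higher side, with log2 fold changes of -0.32 and 0.36 (adjusted p = 0.261 and 0.0735 from edgeR's quasi-likelihood test). Of the genes directly beside Nuak1, Ckap4 and Appl2, none had an unadjusted p under 0.05, but Appl2 lies 722 kb away. An effect of NUAK1 on these genes stays open. The paper also reports lower Brawnin in cultured neurons, which were not analysed here. Neurons of Nuak1 KO embryos would carry the same allele, so that result cannot tell these explanations apart either.

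Higher ribosomal protein and OXPHOS transcripts might follow a trend with gene length, across whose removal the OXPHOS median went from 0.10 to 0.0558 and the ribosomal one from 0.16 to 0.12, both still past the camera threshold. The fitted length trend thus took up part of both medians and not all. Passing camera does not decide what the rest is, since neither set passed with fry even before the removal. With the GC trend removed the OXPHOS median was 0.11. Whether library size matters was not decided with 8 libraries. Within genotypes, the ribosomal score had Pearson's r 0.06 (2-sided exact permutation p = 0.891, adjusted over 2 relations 0.891) and Spearman's rho 0.02 (2-sided exact permutation p = 0.974), and r was -0.41 without the 2 libraries farthest in size.

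The counts of mt-Co2, mt-Co3 and mt-Nd3, with medians of 40, 197 and 152.5, lie far below the 102142 of mt-Co1. Reads shared with nuclear copies could lower them, but mt-Atp6, whose copy is identical too, had a median of 69769.5, and what lowers the 3 stays open without the authors' counting intervals.

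The remaining marker lists had these camera results from limma. Upper-layer neuron markers had a median log2 fold change of 0.24 (adjusted p = 9.2e-05) and deep-layer markers -0.18 (adjusted p = 0.000372), and neither passed with fry. Red blood cell (adjusted p = 0.148), microglia (0.0555), interneuron (0.378), progenitor (0.0535), striatal (0.176) and hippocampal markers (0.378) did not pass. With a library left out, the red blood cell markers ranged from 7.5e-05 without KO library R4 to 0.920 without WT library R4. The microglia markers ranged from 0.00282 without KO library R3 to 0.848 without KO library R1, so both calls rested on single libraries. Transcripts of proteins measured by other assays in the paper, such as Cs and Tomm20, were taken with Nuak2, which the paper did not measure. Of these 13, 0 passed an adjusted p of 0.05 with edgeR, and 1, Mfn1, had an unadjusted p under 0.05. These are RNA levels and do not test the protein levels or the citrate synthase activity of the paper.

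Summed counts of Ddx3y, Uty, Kdm5d and Eif2s3y, on the Y chromosome, reached 100 in 2 KO libraries and 1 WT library. These are the same numbers as males in the labels, and the sum was at most 4 in every other library. No library was assigned a sex from them, and sex stays open as an untested difference between the genotypes.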
